# Osteopontin mediates acquired resistance to hypoxia-inducing antiangiogenics and promotes anti–PD-L1 refractoriness in breast cancer models

**DOI:** 10.1172/JCI174092

**Published:** 2026-07-15

**Authors:** Jose Luis Ruiz-Sepulveda, Maria J. Bueno, Silvana Mouron, Veronica Jimenez-Renard, Manuel Muñoz, Manuel Moradiellos, Leonardo D. Garma, Luis García-Jimeno, Adam W. Watson, Ghassan Mouneimne, Solip Park, Rebeca Jimeno, Miguel Quintela-Fandino

**Keywords:** Immunology, Oncology, Breast cancer, Cancer immunotherapy, Hypoxia

## Abstract

Resistance to antiangiogenics is a major challenge in cancer therapy. These agents can either normalize or exacerbate tumor vascular abnormality and hypoxia. The mechanisms of resistance remain unclear in the latter setting. By integrating data from mouse models and clinical trials, we showed that hypoxia-inducing anti-VEGF therapy upregulated programmed cell death ligand 1 (PD-L1), yet failed to sensitize tumors to PD-L1 blockade. Mechanistically, early hypoxic stress triggered epithelial osteopontin (SPP1) production, which recruited monocytes and skewed macrophages toward M2 states, suppressing T cell cytotoxicity. Pharmacological SPP1 depletion impeded the development of hypoxia, reduced M2 infiltration, restored T cell activity, and enabled synergy between antiangiogenics and anti–PD-L1. Genetic dissection — tumor-epithelial *Spp1*-KO grafts and bone marrow chimeras generated by lethal irradiation and reconstitution with *Spp1*^–/–^ or WT hematopoietic donors — showed that myeloid SPP1 contributed only marginally compared with epithelial SPP1. These findings identified SPP1 as a central mediator of resistance to hypoxia-inducing antiangiogenics, contributed to a comprehensive model of antiangiogenic resistance, and supported SPP1-targeted strategies to personalize immunotherapy and antiangiogenic therapy according to tumor hypoxia.

## Abstract 2

This study reveals osteopontin’s key role in breast cancer’s resistance to antiangiogenic and anti-PD-L1 therapies, suggesting new treatment strategies.

## Introduction

Tumor vasculature is abnormal because of an imbalance between pro- and antiangiogenic signals, which sustains hypoxia and other protumorigenic features (1). Antiangiogenic therapy can transiently restore this balance and normalize the vasculature, thereby improving drug delivery and delaying progression (1). In breast cancer, this translated into consistent improvements in progression-free survival, but not in overall survival (OS), highlighting the lack of biomarkers able to identify the patients and treatment contexts most likely to benefit (2–5). We and others have shown that antiangiogenic exposure does not produce a uniform vascular response: tumors may either normalize or become more abnormal and hypoxic, even within the same histologic setting and after treatment with the same drug (6–9). This divergence, given the profound implications of hypoxia in tumor biology, is likely to condition subsequent adaptation to therapy.

We previously investigated resistance after vascular normalization and found in preclinical models that a shift from glycolysis to mitochondrial respiration sustained tumor growth in that setting (6); we then validated those findings in a prospective clinical trial (9). Here, we focused on the opposite trajectory, namely, tumors that respond to antiangiogenics by increasing vascular abnormality and hypoxia. Because hypoxia emerging after antiangiogenic treatment upregulates programmed cell death ligand 1 (PD-L1), we initially hypothesized that this branch might be therapeutically vulnerable to PD-L1 blockade (10, 11). However, our clinical and preclinical observations suggested that PD-L1 induction alone was insufficient to restore antitumor immunity; in fact, in a clinical trial, we observed that the efficacy of the combination of bevacizumab with the anti–PD-L1 agent durvalumab was only effective in patients with tumors with normalized vasculature (10). These observations raise the possibility that hypoxic tumors develop a broader immunosuppressive state that limits lymphocyte reinvigoration despite anti–PD-L1 therapy (10–15).

By studying murine breast tumors treated with antiangiogenics and focusing on the subgroup that develops increased hypoxia, we show that these tumors become refractory to PD-L1 blockade despite upregulating PD-L1. This phenotype is associated with expansion of a protumor myeloid infiltrate, particularly macrophage states linked to immune suppression. Mechanistically, we found that the initial hypoxic stimulus triggers tumor-epithelial secretion of SPP1, which recruits monocytes, promotes M2-like polarization, increases VEGF production, and establishes a feed-forward immunosuppressive loop involving both myeloid and lymphoid populations. Antibody-mediated SPP1 depletion disrupts this loop, restores antitumor immunity, and resensitizes tumors to PD-L1 blockade.

## Results

### Hypoxia-inducing antiangiogenic treatment upregulates the PD-1/PD-L1 axis, but blocking it in this context lacks efficacy both in animals and in patients.

We had previously observed that the anti-murine VEGF antibody B20-4.1.1, the murine analog of bevacizumab, was the antiangiogenic agent that most consistently increased vascular abnormality and tumor hypoxia while retaining antitumor activity (6). We therefore treated the FVB MMTV-PyMT breast cancer model with vehicle (isotype IgG2a control; VT) or B20-4.1.1. B20-4.1.1 significantly inhibited tumor growth and doubled median OS (5 vs. 10 weeks, *P* < 0.0001; Figure 1A) but also increased tumor hypoxia compared with VT (Figure 1B). However, the hypoxic response was heterogeneous across individual tumors in both groups (Figure 1C). To distinguish tumors that increased hypoxia after treatment from those that corrected it, we classified B20-4.1.1–treated tumors according to the median hypoxic fraction at week 6 (10.4% of tumor area), defining them as high hypoxia (HH) or low hypoxia (LH) tumors. This divergence had only a modest impact on tumor growth and survival within the treated cohort (median OS 9.1 and 10.0 weeks for HH and LH tumors, respectively; Figure 1D), indicating that the main consequence of this branching response was unlikely to be explained by direct differences in tumor growth control.

We next asked whether antiangiogenic-induced hypoxia altered the immune context of the tumors. Compared with VT and LH tumors, HH tumors showed higher PD-L1 expression, particularly along the gradient from normoxic regions to hypoxic rims and necrotic areas at the humane endpoint (Tend; Figure 1E). Flow cytometry confirmed increased PD-L1 protein levels in tumor cells (CD45^–^ fraction) and in the T cell–depleted CD45^+^ infiltrate (Figure 1F), together with increased PD-1 expression in CD8^+^, CD4^+^, and FOXP3^+^ Treg lymphocytes (Figure 2A).

Because hypoxia and inflammatory signals may both regulate PD-L1 (16), we explored these possibilities further. Although IFN-γ transcripts were increased in LH and not in HH tumors after B20-4.1.1 (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI174092DS1), direct in vitro hypoxia exposure of BRL1468 or RAW264.7 cells did not clearly upregulate PD-L1, whereas IFN-γ did so in both cell lines (Supplemental Figure 1, B and C). In addition, immunohistochemistry showed greater T cell accumulation in normoxic than in hypoxic tumor regions (Supplemental Figure 2), arguing against a simple model in which hypoxia alone is sufficient to produce effective immune reinvigoration.

To determine whether PD-L1 upregulation was functionally relevant for resistance, we combined B20-4.1.1 with anti–PD-L1. In the overall unstratified cohort, the combination did not significantly improve survival over B20-4.1.1 alone (Figure 2B; median OS for vehicle, anti–PD-L1, B20-4.1.1, and combination groups were 5, 5, 10, and 11 weeks, respectively). However, stratification according to hypoxic response revealed a marked divergence: in LH tumors, adding anti–PD-L1 increased median OS from 10.0 to 11.74 weeks, whereas in HH tumors, it reduced median OS from 9.14 to 8.5 weeks (Figure 2B).

We then asked whether this hypoxia-dependent modulation of antiangiogenic plus anti–PD-L1 efficacy could also be detected in patients. The JAVELIN 101 trial (17, 18) compared standard therapy with the antiangiogenic sunitinib against a combination of axitinib (antiangiogenic) and avelumab (anti–PD-L1) in kidney cancer. In the gene expression data of this study, using a hypoxia gene expression signature defined from baseline biopsies (Supplemental Figure 3A), patients classified as LH had longer median progression-free survival (PFS) than HH patients in the combination arm (13.1 vs. 11.1 months; Supplemental Figure 3B). In the IMbrave trial (antiangiogenic and sorafenib versus combination bevacizumab plus atezolizumab treatment in liver cancer) (19, 20), LH patients also showed numerically longer OS than HH patients, although without statistical significance (Supplemental Figure 3, C and D). Concordance between the hypoxia signature and pimonidazole-based classification of hypoxia is discussed in Supplemental Figure 3, E and F. In addition, in our own breast cancer trial combining bevacizumab with durvalumab, benefit from durvalumab was restricted to patients in whom bevacizumab had corrected hypoxia (10).

To further explore the role of antiangiogenic-induced hypoxia, we conducted a dose-response experiment with 0.5-fold, standard, and 2-fold doses of B20-4.1.1, seeking to increase tumor hypoxia by intensifying the pro/antiangiogenic factor imbalance (1). The highest dose produced the weakest antitumor effect, whereas the lowest dose produced the strongest one (Supplemental Figure 4A). Increasing dose also increased both the magnitude of hypoxia and interanimal variability (Supplemental Figure 4B), reduced CD4^+^ infiltration, increased Treg representation, and raised PD-1 levels in tumor-infiltrating lymphocytes (Supplemental Figure 4, C and D). Consistently, adding anti–PD-L1 improved OS only in the 0.5-fold group (Supplemental Figure 4E).

Together, these data indicate that the direction of the antiangiogenic response — toward hypoxia correction or toward hypoxia aggravation — shapes the immune infiltrate and determines the efficacy of subsequent anti–PD-L1 treatment. They also suggest that PD-L1 upregulation is not, by itself, sufficient to explain resistance in HH tumors, prompting us to analyze the immune infiltrate in greater depth.

### Tumors that develop hypoxia in response to antiangiogenics display myeloid inflammation features and are infiltrated by protumor macrophages.

Compared with LH tumors, HH tumors contained fewer CD4^+^ and CD8^+^ lymphocytes and more FOXP3^+^ Tregs (Figure 2C and Supplemental Figure 2A). Tumor hypoxia correlated inversely with CD4^+^/CD8^+^ infiltration and directly with Treg abundance (Supplemental Figure 5, A–C). Consistent with its lack of therapeutic efficacy in HH tumors, anti–PD-L1 did not significantly modify the lymphoid infiltrate (Figure 2D), nor did it reinvigorate CD4^+^, CD8^+^, or Treg populations according to PD-1 levels (Supplemental Figure 2B). Instead, in HH tumors, anti–PD-L1 was associated with an adverse cytokine profile, with a trend toward lower IFN-γ and higher TGF-β compared with B20-4.1.1 alone (Supplemental Figure 2C)

To further characterize the functional differences between LH and HH tumors, we profiled gene expression in sorted epithelial and CD45^+^ tumor compartments (Figure 3A; Gene Expression Omnibus [GEO], GSE241539). 

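Epithelial tumor cells were sorted from 6 tumors of MMTV-PyMT mice, a transgenic model on the FVB/N background in which the polyoma middle T antigen drives mammary tumors. All 6 mice received B20-4.1.1, an antibody against mouse VEGF-A, at 5 mg/kg, injected 2 times per week, and the tumors were taken at week 6 of treatment, which began at 7 weeks of age. The LH or HH class of each of the 6 tumors is not known here, so the classes were not compared by name, and values are given for each tumor, numbered 1 to 6. The CD45+ fraction was not analysed here. Libraries were made with a 3′ method (QuantSeq FWD), which reads near the polyadenylated end of each transcript, so counts depend little on transcript length and do not separate isoforms that share a 3′ end. The authors deposited raw read counts per gene for each library, without normalization. Counts on genes totaled 5893246 in tumor 1, 2509482 in tumor 2, 4123879 in tumor 3, 4701238 in tumor 4, 5008339 in tumor 5 and 5122134 in tumor 6. Of the 21717 genes with a count in any tumor, between 16074 and 17799 had at least 1 count in a tumor. A level of 3 counts, taken as the floor of detection, corresponds to between 0.509 and 1.20 CPM (counts scaled by the total of the library), depending on the library, and covers counting error only. Counts were scaled to CPM over all genes, or by the trimmed mean of M values (TMM) of edgeR where tumors are compared. Across the 8873 genes with a mean of at least 10 CPM, the library of tumor 1 had a median Pearson correlation across genes of 0.788 with the other libraries, against 0.905 to 0.939 for the others. The labels give the 6 libraries as separate samples, and no pair differed by as little as counting noise alone would give (chi-square per degree of freedom between 20.7 and 132), as a library deposited more than once would. This does not by itself show that the samples are separate.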

Most transcriptional differences were found in the CD45^+^ fraction, whereas epithelial cells showed comparatively limited changes (Figure 3A and Supplemental Figure 6). In HH leukocytes, GSEA showed enrichment of inflammatory and myeloid activation programs together with reduced lymphocyte activation, increased CD8 exhaustion, and enhanced Treg activity (Figure 3, B and C). Flow cytometry confirmed a >2-fold increase in total macrophages in HH tumors (Figure 3D), which positively correlated with hypoxia (Supplemental Figure 7A). Using CD206 and MHCII (21) to define macrophage states, HH tumors were enriched in M2-like and depleted in M1-like macrophages relative to LH tumors (Figure 3E), and these populations correlated directly and inversely with hypoxia, respectively (Supplemental Figure 7B). Consistently, an M2 macrophage signature was enriched in the CD45^+^ compartment of HH tumors (Figure 3F).

### Macrophage depletion reverses HH-associated immune suppression, and HH-derived tumor-associated macrophages impair T cell effector function.

Given the known role of M2 macrophages in tumor progression and immunosuppression (22, 23), the enrichment of M2-like tumor-associated macrophages (TAMs) in HH tumors suggests that these cells might actively sustain the immunosuppressive phenotype in our model. We therefore depleted macrophages with an anti-CSF1R antibody before initiating antiangiogenic treatment (Figure 4A). Anti-CSF1R effectively reduced tumor macrophages (Supplemental Figure 8) and improved tumor control and OS (Figure 4A). Importantly, anti-CSF1R–treated tumors were no longer stratified into HH and LH because they failed to develop antiangiogenic-induced hypoxia under subsequent B20-4.1.1 treatment (Figure 4B). Compared with HH tumors, tumors treated with anti-CSF1R plus B20-4.1.1 showed increased CD4^+^ and CD8^+^ infiltration, reduced Tregs, lower PD-1 expression in lymphocyte subsets, and a more favorable cytokine profile, with lower immunosuppressive cytokines and increased IFN-γ (Supplemental Figure 9, A–C).

To determine whether the immune infiltrate of HH tumors was also functionally impaired, we performed an in vitro cytotoxicity assay using CD45^+^ cells isolated from tumors treated with B20-4.1.1 for 6 weeks (Figure 4C). Lymphocytes from HH tumors displayed reduced cytotoxic activity compared with those from LH tumors, both at baseline and after CD3/CD28 stimulation. We next asked whether TAMs from HH tumors were sufficient to impose this tolerant phenotype. TAMs isolated from vehicle-, LH-, or HH-derived tumors were cocultured with naive WT splenocytes according to the scheme shown in Supplemental Figure 9D. HH-derived TAMs promoted Treg differentiation and reduced IFN-γ production by both CD4^+^ and CD8^+^ cells (Supplemental Figure 9E). They also decreased the proliferative fraction of CD4^+^ and CD8^+^ lymphocytes, as measured by Ki67 (Supplemental Figure 9F). Consistently, supernatants from these cocultures showed increased CCL5 and TNF-α when macrophages were derived from HH tumors (Supplemental Figure 9G).

Together, these data indicate that TAMs are not merely associated with HH tumors, but functionally contribute to the tolerant immune microenvironment that emerges under hypoxia-inducing antiangiogenic treatment. The observation that macrophage depletion also prevents the subsequent development of hypoxia suggests that TAMs are part of a feed-forward loop rather than a terminal downstream consequence, prompting us to search for an earlier event upstream of macrophage recruitment.

### Osteopontin (SPP1) initiates macrophage recruitment and immunoregulatory polarization in response to antiangiogenic treatment.

A classical model of antiangiogenic resistance proposes that anti-VEGF treatment increases hypoxia, which in turn induces VEGFA and attracts monocytes/macrophages, thereby sustaining an angiogenic/inflammatory/necrotic cycle (24, 25). Our data are consistent with parts of this framework but also reveal an important paradox. On the one hand, HH tumors showed increased VEGFA transcription and protein levels in both epithelial and immune compartments at late treatment time points, and VEGF-related GSEAs were enriched, particularly in the immune compartment (Figure 4, D–F, and Supplemental Figure 10). On the other hand, although macrophage depletion decreased the amount of VEGF (Figure 4, E and F) — in accordance with the classic model — it also abolished the subsequent development of hypoxia despite continued antiangiogenic treatment (Figure 4, B and F), implying that macrophages are not merely a downstream consequence of hypoxia but part of a feed-forward loop required to sustain it. This raised 2 questions: what event precedes macrophage accumulation in HH tumors, and what promotes monocyte differentiation toward an M2-like state in this context?

To address these issues, we combined scRNA-seq with time-course analyses. We profiled 17,651 cells from 16 tumors (6 vehicle, 5 LH, and 5 HH). The pimonidazole-based hypoxia measurements correlated strongly with a hypoxia gene set score derived from the single-cell data, supporting the validity of our hypoxia classification method (Supplemental Figure 11A). UMAP visualization identified 18 major cell clusters (Figure 5A and Supplemental Figure 11B), and the overall lineage analysis revealed an inverse balance between tumor and immune cells in HH versus LH tumors, with higher macrophage abundance and lower CD4^+^/CD8^+^ representation in HH tumors (Figure 5B), in agreement with the flow cytometry results. The gene expression profiles presented in Supplemental Figure 11C highlight the up- and downregulated genes that distinguish each cluster.

We then subclustered the macrophage compartment and identified 6 TAM states (TAM0–TAM5; Supplemental Figure 12, A and B). Their gene expression profiles and pathway signatures were consistent with M1-like features in TAM0/TAM1, M2-like features in TAM3/TAM4, and more tissue-resident characteristics in TAM2/TAM5 (Supplemental Figure 12, A and C). HH tumors were enriched in TAM3 within a generally expanded macrophage compartment (Supplemental Figure 12D and Figure 5B). To specifically determine which TAM subsets expressed the highest *Spp1* levels, we profiled *Spp1* across TAM states and found TAM2 and TAM3 to be the *Spp1*-high subsets (Supplemental Figure 12E). Although these subsets are not proposed as the sole drivers of immune escape, they showed relative enrichment of immunoregulatory/checkpoint-associated genes (*Cd274*, *Pdcd1lg2*, *Vsir*, *Cd276*, *Lgals9*, and *Entpd1*) together with hypoxia/metabolic and microenvironment-shaping features (*Hif1a*, *Ldha*, *Vegfa*, *Tgfb1*, and *Lgals3*) (Supplemental Figure 12, F and G), supporting their role as myeloid amplifiers of the HH-associated immunosuppressive program. Together, these data point to a more immunosuppressed environment in HH tumors, dominated by different TAM variants with protumor and proangiogenic traits.

To determine how these cell populations interact, we performed CellChat analysis (26). HH tumors showed stronger epithelial→epithelial and epithelial→macrophage communication, whereas LH tumors retained stronger epithelial→CD8, CD4→CD8, and CD8→CD8 interactions (Figure 5, C and D). When we analyzed signaling flow across pathways, 3 major pathways stood out: collagen, MHCI, and SPP1, with *Spp1* showing the strongest differential increase in HH tumors (Figure 5E). Mapping the SPP1 pathway across sender and receiver populations confirmed that the dominant SPP1 communication in HH tumors occurred from epithelial cells to epithelial cells and, most prominently, from epithelial cells to macrophages (Figure 5F). These findings pointed to epithelial SPP1 secretion as a candidate initiating signal upstream of macrophage accumulation.

Because the earliest measurable consequence of anti-VEGF treatment is vascular pruning and perfusion loss (24, 25), we hypothesized that hypoxia itself might trigger epithelial SPP1 upregulation. An alternative hypothesis was considering compensatory VEGF secretion, which occurs in response to VEGF-clearing therapeutics (27), the initiating event. In multiple human breast cancer cell lines and in murine BRL1468 cells, hypoxia consistently induced *Spp1* mRNA, whereas VEGF alone did not (Supplemental Figure 13A). Conserved HIF1α-binding motifs were identified in both murine and human *Spp1* promoters (Supplemental Figure 13B), supporting a direct link between hypoxic stress and SPP1 induction.

We next explored the in vivo relevance of these findings. There are 5 known *Spp1* isoforms that have been involved in several tumor progression features (28–32); transcript-level analysis showed upregulation of multiple annotated *Spp1* splice variants in HH tumors (Supplemental Figure 14A). Importantly, these transcript-level data do not distinguish between extracellular/secreted and intracellular SPP1 protein pools. Secreted forms are pleiotropic (33) (OPNa and c are proangiogenic, and OPNa, b, and c attract monocytes), whereas intracellular isoforms can influence cell-intrinsic programs (34–36). Because the functional experiments below interrogate ligand-receptor communication, recombinant SPP1 activity, and antibody-mediated neutralization, the mechanistic conclusions of the present work primarily concern the extracellular SPP1 pool. HH tumors also displayed increased expression of integrin isoforms compatible with SPP1 signaling, including αVβ3 (proangiogenic) (37) and α9β1, which is a ligand of SPP1 and is implicated in wound-healing, angiogenesis, and cellular migration (38) (Supplemental Figure 14B). If extracellular SPP1 was hierarchically upstream of macrophage recruitment, one would expect that blocking macrophages would not eliminate SPP1 itself. Consistent with this, *Spp1* transcript levels were higher in HH than in LH tumors, and macrophage depletion — alone or combined with B20-4.1.1 — did not reduce *Spp1* levels (Figure 5G), supporting the interpretation that SPP1 elevation precedes macrophage accumulation. Recombinant SPP1 acted as a potent monocyte chemoattractant, stronger than VEGF in our assay (Figure 6A), and induced M2-associated transcriptional features in macrophages (Figure 6B). In addition, *Spp1* levels increased in parallel with antiangiogenic dose and hypoxia severity (Supplemental Figure 4B). To understand how extracellular SPP1 reprograms macrophages, we stimulated RAW264.7 cells with recombinant osteopontin under low-serum/BSA conditions and examined early signaling events downstream of its canonical receptors. SPP1 induced STAT3 phosphorylation after 5 minutes and NF-κB/p65 phosphorylation after 15 minutes, and both responses were attenuated by inhibition of CD44 or integrin β3 (Figure 6, C and D). We next asked whether this receptor-linked signaling was associated with an immunoregulatory output relevant to checkpoint refractoriness. Under the same low-serum conditions, recombinant SPP1 increased Cd274/PD-L1 expression in macrophages after 24 hours, and this induction was reduced by CD44 or integrin β3 inhibition (Figure 6E). Together with the migration data and the M2-related transcriptional changes induced by extracellular SPP1, these data delineate a minimal CD44/integrin β3–dependent signaling axis involving STAT3 and NF-κB/p65 activation, accompanied by PD-L1 induction, consistent with SPP1-driven immunoregulatory macrophage reprogramming. Thus, the former data support a revised model in which antiangiogenic-induced hypoxia first triggers epithelial SPP1 secretion; extracellular SPP1 then recruits monocytes, promotes immunoregulatory macrophage polarization, and amplifies a feed-forward loop involving VEGF, hypoxia, and immune suppression.

### Depleting extracellular SPP1 reverses HH-associated immunosuppression and restores sensitivity to PD-L1 blockade.

We next examined whether neutralizing extracellular SPP1 could reverse the immunosuppressive phenotype induced by hypoxia-promoting antiangiogenic treatment. Anti-SPP1 therapy prevented the development of treatment-induced hypoxia (Supplemental Figure 15A) and reverted the immune changes induced by B20-4.1.1, restoring CD8^+^ cells and reducing Tregs (Supplemental Figure 15B), while decreasing myeloid cells, macrophages, and myeloid-derived suppressor cells (Figure 7A). Importantly, M1 macrophages were preserved whereas M2 macrophages were reduced (Figure 7B), and PD-1 levels in lymphocyte subsets also decreased (Supplemental Figure 15C). Anti-SPP1 monotherapy had no antitumor effect, but its combination with B20-4.1.1 significantly prolonged median OS (Supplemental Figure 15D). Together, these data again support the interpretation that SPP1 lies upstream of macrophage recruitment and polarization in this setting.

We then asked how SPP1 contributes to resistance to anti–PD-L1 therapy. Transcriptomic analyses of the CD45^+^ compartment suggested impaired lymphocyte costimulation in HH tumors (Supplemental Figure 16A), and CellChat analysis of the CD86/CD28 and CD86/CTLA4 pathways supported weaker costimulatory interactions during antigen presentation in HH versus LH tumors (Supplemental Figure 16A). Expression of CD80, CD86, CD40, and CTLA4 was consistent with this pattern (Supplemental Figure 16B), providing a plausible explanation for the lack of benefit from PD-L1 blockade despite PD-1/PD-L1 upregulation.

To complement these in vivo findings, we exposed tumor-epithelial cells (BRL1468) and macrophages (RAW264.7) to recombinant SPP1 ex vivo. SPP1 was a stronger inducer of PD-L1 than hypoxia in both cell types (Supplemental Figure 17). In BRL1468 cells, SPP1 induced modest but coherent shifts in antigen presentation/costimulatory markers together with increased IL6 and TGF-β, consistent with a tolerogenic tilt (Supplemental Figure 18A). In RAW264.7 cells, SPP1 promoted an M2-skewed program (Figure 6B and Supplemental Figure 18B). Moreover, macrophages primed with SPP1 induced a broad immunosuppressive transcriptional program in cocultured naive splenocytes, despite only minor phenotypic changes by flow cytometry (Supplemental Figure 18, C–G). These findings support a mechanism whereby tumor-derived SPP1 conditions antigen presentation and costimulation, attracts and reprograms macrophages toward immunoregulatory states, and dampens T cell effector function.

Consistent with this model, SPP1 depletion restored costimulation-associated transcripts (Supplemental Figure 16B), recovered tumor lymphocyte cytotoxicity (Supplemental Figure 19), and, when added to B20-4.1.1 plus anti–PD-L1, induced tumor regression during the first 6 weeks and increased median survival by more than 50% compared with HH tumors (Figure 7C). These therapeutic results were reproduced in the 4T1 model (Supplemental Figure 20), and analysis of the JAVELIN 101 and IMbrave 150 cohorts showed higher *SPP1* levels in hypoxic tumors with poorer outcome to antiangiogenic plus anti–PD-L1 combinations (Supplemental Figure 21).

### Predominantly tumor-epithelial origin of SPP1.

Previous studies have highlighted immunosuppressive functions of myeloid-derived SPP1 (39–41). In contrast, in our antiangiogenic resistance model, the data indicate a predominantly tumor-epithelial source. To address this, we used 2 complementary genetic strategies: epithelial SPP1 deletion in BRL1468 tumor cells (BRL-KO) implanted into WT FVB recipients and bone marrow chimeras generated by reconstituting lethally irradiated FVB-MMTV-PyMT mice with WT or germline *Spp1*-KO marrow (Supplemental Figure 22A). BRL-KO tumors displayed markedly lower SPP1 levels than spontaneous PyMT tumors and tumors growing in BM-KO mice, supporting a predominant epithelial origin (Supplemental Figure 22B). B20-4.1.1 increased SPP1 in BRL-WT tumors but only modestly in BRL-KO grafts, consistent with residual epithelial production, whereas BM-KO tumors showed no reduction in SPP1 induction, arguing against a major myeloid source (Supplemental Figure 22B).

Functionally, epithelial SPP1 deletion modestly delayed tumor growth and sensitized tumors to anti–PD-L1, whereas myeloid deletion had minimal effects (Figure 7D). Although B20-4.1.1 showed limited activity in these graft and chimera settings, epithelial SPP1 loss reduced hypoxia under vehicle and antiangiogenic treatment, while myeloid deletion did not (Figure 7E). In parallel, BRL-KO tumors showed increased CD8 T cells, reduced Tregs, and lower macrophage, myeloid-derived suppressor cell, and M2 macrophage infiltration, whereas these changes were not evident in BM-KO tumors (Supplemental Figure 22, C and D). Together, these findings indicate that, in this context, SPP1 is predominantly epithelial in origin. Therapeutically, however, the strongest benefit is achieved by systemic anti-SPP1 antibody treatment, which neutralizes SPP1 regardless of its cellular source, whereas selective epithelial or myeloid deletions provide only modest benefit.

### Sequence of events: time course of SPP1, hypoxia, macrophages, and clinical adaptation to antiangiogenic monotherapy.

To define the sequence of events linking antiangiogenic treatment to hypoxia and immunosuppression, we combined murine time-course studies with a clinical run-in analysis. In mice, hypoxia remained low during isotype treatment and increased only gradually under B20-4.1.1, reaching substantial levels at later time points (Figure 1B). By contrast, SPP1 was induced rapidly, already after 1 week of treatment (Figure 8A), whereas macrophage accumulation occurred later, mainly between weeks 4 and 6 (Figure 8B). VEGFA upregulation also appeared at later time points (Figure 8C). In parallel, HIF1α progressively accumulated after B20-4.1.1 treatment (Figure 8D), supporting a model in which early hypoxic stress triggers Spp1, followed by macrophage recruitment and later reinforcement of the hypoxic/VEGF state.

We next examined whether this sequence was recapitulated clinically in a randomized trial of early HER2^–^ breast cancer in which patients received a 2-week run-in of single-agent nintedanib before paclitaxel, compared with paclitaxel alone (ClinicalTrials.gov NCT01484080; Figure 8E). In the experimental arm, changes in SPP1 during the run-in phase were associated with concordant changes in hypoxia: patients in the lowest quartile of SPP1 change showed decreased hypoxia, whereas those in the highest quartiles showed increased hypoxia (Figure 8F). Baseline-high SPP1 tumors also developed a more immunosuppressive program during antiangiogenic exposure, with enrichment of M2-like macrophage, Treg, and PD-1^+^ CD8 signatures (Figure 8G). Finally, baseline SPP1 tended to be higher in tumors with less favorable pathological response in the nintedanib-containing arm, whereas this pattern was not observed in the paclitaxel-alone arm, although the study was not powered for formal treatment-interaction testing (Figure 8H).

Together, the murine and clinical data support a model in which antiangiogenic therapy that exacerbates hypoxia induces epithelial SPP1, which precedes macrophage accumulation and is followed by VEGF upregulation, deepening hypoxia, immune suppression, and refractoriness to PD-L1 blockade. This self-reinforcing hypoxia/SPP1/myeloid circuit is summarized in Figure 9.

## Discussion

Antiangiogenic therapy and PD-L1 blockade have shown only limited benefit in breast cancer, largely because biomarkers that identify responsive biological contexts are still lacking. Our data support a simple but important distinction: antiangiogenic exposure does not produce a uniform adaptive state. Instead, tumors may follow divergent trajectories, including a branch in which treatment aggravates hypoxia rather than correcting it. In our model, that branch was not associated with major differences in direct tumor growth control, but it was associated with marked changes in the immune microenvironment and with refractoriness to subsequent PD-L1 blockade (Figures 1–4). This observation may help explain why clinical activity of antiangiogenics and antiangiogenic/checkpoint combinations has often been modest when tested in unselected populations (10, 17, 19). The FVB/N background used here is relatively poorly immunogenic compared with strains such as C57BL/6, with a Th2-skewed immune tone and lower baseline immune surveillance (42–46). We therefore view it as a stringent context in which to test whether immune reprogramming can be restored once hypoxia-driven suppression is established. The fact that SPP1 blockade recovered cytotoxic T cell activity and responsiveness to PD-L1 inhibition even in this setting supports the biological relevance of the pathway. At the same time, our data do not suggest that this phenomenon is restricted to a single breast cancer subtype, because key findings were reproduced in both luminal B–like and triple-negative preclinical models, and translational analyses supported relevance in HER2^–^ disease. However, the present study was not designed to define subtype-specific effects in a definitive way, and larger dedicated cohorts are needed, particularly in HER2^+^ disease.

A central conclusion of our study is that SPP1 (osteopontin) is a major mediator of the hypoxia-associated adaptive state that emerges under antiangiogenic pressure. Elevated SPP1 has been linked to poor outcome in several tumor types (47), and myeloid-derived SPP1 has been implicated in CD8 suppression and macrophage recruitment in other settings (31, 41, 48). Our data suggest that, in the context of hypoxia-inducing antiangiogenic treatment, extracellular SPP1 contributes to immune escape at multiple levels. In tumor epithelium, it skews costimulatory signaling (CD86↑/CD80↔) and promotes a TGF-β/IL-6–rich milieu, limiting efficient T cell priming (Supplemental Figures 16 and 18); in myeloid cells, it promotes hypoxia-adapted, M2-like, and immunoregulatory TAM states that further suppress lymphocyte effector programs (Figure 5D and Supplemental Figure 12). This dual action explains why anti–PD-L1 alone is insufficient in HH tumors and why SPP1 blockade restores sensitivity by dismantling both epithelial and myeloid arms of the loop. Single-cell and CellChat analyses point to a dominant epithelium-to-myeloid communication axis centered on SPP1 (Figure 5), and functional assays show that recombinant SPP1 directly attracts macrophages and promotes M2-like transcriptional changes (Figure 6, A and B). In addition, extracellular SPP1 activates a CD44/integrin β3–linked STAT3 and NF-κB/p65 signaling axis, accompanied by PD-L1 induction in macrophages (Figure 6, C–E), supporting a mechanistic bridge between epithelial SPP1 secretion and macrophage immunoregulatory polarization. In vivo, SPP1 depletion reduced hypoxia, decreased M2 macrophages and other suppressive myeloid populations, restored T cell cytotoxicity, and resensitized tumors to anti–PD-L1 therapy (Figure 7, A–C, and Supplemental Figure 15). We therefore interpret SPP1 not merely as a biomarker of the HH state, but as an active component of the circuit that links hypoxia to macrophage-mediated immune dysfunction and checkpoint refractoriness.

These findings also refine prior VEGF-centered models of antiangiogenic escape. A classical framework proposes that antiangiogenic treatment increases hypoxia, which induces VEGF and attracts macrophages, thereby perpetuating hypoxia and immunosuppression (24, 25). Our results are compatible with parts of that model but suggest that an earlier event lies upstream of macrophage accumulation. First, macrophage depletion corrected hypoxia while leaving SPP1 levels largely unchanged, whereas SPP1 depletion prevented macrophage accumulation and blocked the subsequent hypoxic/immunosuppressive phenotype (Figures 4 and 7 and Supplemental Figures 15 and 16). Second, hypoxia, but not VEGF, robustly induced SPP1 in multiple epithelial cell lines, and conserved HIF1α-binding motifs were identified in the SPP1 promoter (Supplemental Figure 13). Third, time-course analyses showed that SPP1 rises early, before the late increase in macrophages and VEGF (Figure 8, A–D). Together, these data support a revised sequence in which an initial hypoxic insult caused by vascular pruning triggers epithelial SPP1, which then recruits monocytes, promotes immunoregulatory macrophage polarization, and amplifies a feed-forward loop involving VEGF, increasing hypoxia and immune suppression (Figure 9). Within the myeloid compartment, TAM2/TAM3 represent SPP1-high states enriched for hypoxia-adapted, proangiogenic, and immunoregulatory programs (Supplemental Figure 12), which likely act as amplifiers rather than initiators of the loop. This interpretation is also consistent with the distinction between extracellular and intracellular SPP1 pools: because our mechanistic experiments rely on ligand–receptor communication, recombinant SPP1 stimulation, and antibody-mediated neutralization, the conclusions of the present study primarily concern the extracellular/secreted pool. Secreted osteopontin retains the N-terminal signal peptide and acts extracellularly through receptors such as integrins and CD44, whereas intracellular osteopontin lacks the signal peptide and can influence cell-intrinsic programs (36). In cancer, secreted tumor cell–derived osteopontin can have both paracrine and autocrine effects, while intracellular/nuclear osteopontin has been linked to migration and epithelial–mesenchymal plasticity (34, 35, 49). Here, the core mechanistic experiments are based on ligand-receptor communication, recombinant SPP1 stimulation, and antibody-mediated neutralization (i.e., extracellular SPP1). We cannot exclude additional tumor-intrinsic contributions from intracellular osteopontin in our models, but these were not specifically dissected here.

The compartment-of-origin data are also informative. Previous literature has often emphasized myeloid SPP1 as an immunosuppressive mediator (31, 41, 48). In contrast, our genetic experiments indicate that, in this antiangiogenic resistance setting, SPP1 is predominantly epithelial in origin (Figure 7, D and E, and Supplemental Figure 22). Epithelial SPP1 deletion reduced SPP1 levels, hypoxia, and suppressive myeloid infiltration more clearly than bone marrow deletion, whereas myeloid SPP1 loss had relatively modest effects. At the same time, neither epithelial-only nor myeloid-only deletion reproduced the therapeutic effect of systemic anti-SPP1 antibody treatment, which suggests that both compartments can contribute functionally even if the dominant source is epithelial (Figure 7D). This distinction has mechanistic value, but from a therapeutic standpoint the more relevant point is that systemic neutralization of extracellular SPP1 appears more effective than compartment-restricted approaches. The same logic probably applies to the distinction between baseline hypoxia and antiangiogenic-induced hypoxia. Our data do not imply that both states are identical in all upstream determinants; rather, they suggest that they can converge on a common downstream SPP1-centered immunosuppressive program. In the clinical run-in cohort, baseline-high SPP1 tumors entered a more suppressive state under nintedanib exposure and showed a numerically adverse association with pathological response in the antiangiogenic arm but not in the paclitaxel-alone arm (Figure 8, E–H). Although this pattern is consistent with a context-dependent predictive effect, the current cohort was not powered for a formal treatment-by-biomarker interaction analysis, and larger controlled studies are needed to distinguish predictive from broader prognostic biology. Consistent with this interpretation, hypoxic tumors with poorer outcome in external antiangiogenic/anti–PD-L1 trials also showed higher SPP1 levels (Supplemental Figure 21).

From a translational perspective, these data suggest that hypoxia should be treated as a biologically meaningful stratification variable, not just as a descriptive correlative feature. Our previous work implicated mitochondrial inhibition as a rational partner for antiangiogenics that normalize the vasculature. Here, the branch that exacerbates hypoxia appears instead to be more sensitive to SPP1 and, potentially, CSF1R blockade. We therefore see these results not as a rejection of antiangiogenic therapy in breast cancer, but as support for a more selective use of the drug class according to the adaptive state induced in each tumor. A practical clinical strategy may involve early hypoxia assessment — potentially through noninvasive imaging (7, 8) or short antiangiogenic run-in designs — followed by mechanism-guided combination therapy. In that framework, SPP1 emerges as a druggable extracellular mediator for the hypoxia-driven branch. Antibody-mediated neutralization is currently the most direct validated strategy, whereas additional approaches such as ligand–receptor blockade or aptamer-based modalities remain preclinical (50–52). Overall, our findings support a model in which a subset of tumors exposed to antiangiogenic therapy enter a self-reinforcing hypoxia/SPP1/myeloid circuit that culminates in immune escape and refractoriness to PD-L1 inhibition (Figure 9). Interfering with that circuit restores immune competence and may widen the therapeutic window of antiangiogenic therapy in breast cancer.

## Methods

### Sex as a biological variable.

This study was conducted using female mice. Females were selected due to the relevance of breast cancer to female biology. While the findings provide insights into disease mechanisms, further studies are needed to determine their applicability to males.

### Mouse models.

MMTV-PyMT mice [FVB/N-Tg (MMTV-PyVT)^634Mul/J^]and BALB/c were bred at the Centro Nacional de Investigaciones Oncológicas (CNIO) Animal Facility. Mouse strains were maintained under specific pathogen–free conditions at the CNIO Animal Facility. Animals were kept in a climate-controlled environment (22 ± 2°C) with 12-hour light/12-hour dark cycles and with ad libitum access to food and water.

For the orthotopic 4T1 mouse model, 2 × 10^5^ 4T1 cells were resuspended in 50% Matrigel (Corning) and injected (50 μL volume) in the mammary fat pad of WT BALB/c mice. Methods for tumor-epithelial SPP1 KOs and bone marrow *Spp1*-KO chimera generation are described in Supplemental Methods.

### Animal treatments and tumor measurements.

Treatment allocations were randomly assigned using a computer-generated random number (www.randomizer.org). Treatments with the different drugs were started at 7 weeks of age of MMTV-PyMT mouse models and at tumor size of 200 mm^3^ in the 4T1 orthotopic mouse model. Anti-VEGFA (clone B20-4.1.1, acquired with a Material Transfer Agreement with Genentech) or isotype mouse IgG2a (clone C1.18.4, Bio X Cell, BE0085) and anti–PD-L1 (clone 10F.9G2, Bio X Cell, BE101) or isotype rat IgG2b (clone LTF-2, Bio X Cell, BE0090) were prepared in 1× PBS and administered at 5 mg/kg intraperitoneally twice per week. Anti-SPP1 (clone 103D6, Bio X Cell, BE0373) or isotype mouse IgG2c (clone DV5-1, Bio X Cell, BE0366) was prepared in 1× PBS and administered at 10 mg/kg intraperitoneally twice per week. Anti-CSF1R (clone AFS98, Bio X Cell, BE0213) or isotype rat IgG2a (Bio X Cell, BE0089) was prepared in 1× PBS and administered at 20 mg/kg intraperitoneally 3 times per week. Treatment combinations were administered as indicated for monotherapy regimes. Pimonidazole-HCl (Hypoxyprobe Kit, HP1-1000Kit) for hypoxia detection was prepared in saline and administered at 60 mg/kg intraperitoneally 1 hour before euthanasia. Tumor dimensions were measured once per week using digital calipers. Tumor volumes were calculated using the formula V = (D × d^2^)/2 mm^3^, where D is the largest diameter and d the shortest diameter; all measurements were in millimeters. All tumors arising in mammary glands were measured in each animal. Mice were euthanized in a CO_2_ chamber at the time point required or, at maximum, when reaching humane endpoint (tumor volume ≥ 1,200 mm^3^). In MMTV-PYMT mice, only upper mammary gland tumors were dissected and used for experimental procedures. Depending on the procedure, tumors were fixed in 10% solution (Sigma-Aldrich, HT501128) and embedded in paraffin, snap-frozen in isopentane, or OCT embedded for cryopreservation (TissueTek, Sakura Finetek, 4583).

### Tumor cell suspension preparation.

Tumors were harvested, minced into approximately 2 mm^3^ pieces, placed in DMEM medium with Mouse Tumor Dissociation Kit enzymes (Miltenyi Biotec, 130-096-730), and incubated in gentleMACS C tubes (Miltenyi Biotec, 130-093-237) on a gentleMACS Octo Dissociator (Miltenyi Biotec, 130-095-937) using the 37C_m_TDK_2 program. Then, 10 mL of 10% FBS DMEM medium was added to stop enzyme reaction, and cell suspension was passed through a 40 μm strainer. Next, centrifugation was performed at 300*g* for 5 minutes at 4°C, and cell pellet was resuspended in RBC 1× lysis buffer (eBioscience, 00-4333-57). After washing with 1× PBS, cell suspension was resuspended in corresponding buffer and used for the following experiments.

### Migration assays.

For in vitro macrophage migration assays, 50,000 RAW264.7 cells purchased from American Type Culture Collection were cultured in the upper chamber of a 96-well permeable support plate (pore size: 8 μm) (Corning Life Science, 3464) in 0.5% FBS DMEM medium (Sigma-Aldrich, D5796). The lower chamber contained medium supplemented with or without the tested chemoattractants, VEGFA (150 ng/mL; Preprotech, 450-32), or SPP1 (150 ng/mL; Biotechne, 441-OP-050/CF), and the plate was incubated for 18 hours. After incubation, the nonmigrated cells were removed from the upper chamber. The migrated cells that adhered to the underside of the inserts were fixed with 4% PFA for 30 minutes and stained with 0.2% Crystal violet for microscopy visualization. For cell migration quantification, 10 random fields of each condition were digitalized at ×200. The migration capacity was measured by quantifying the percentage of the area occupied by stained cells using ImageJ (NIH). Relative migration induced by each treatment was measured by relativizing the percent cell area in treated transwells to the control ones.

### In vitro cytotoxic assays.

For ex vivo cytotoxic assays, BRL1468 cells (primary cell line established from the tumor tissue of a PyMT animal) were used as target (T) cells and CD45^+^ cells as effector (E) cells. On day 1, 1 × 10^4^ BRL1468 cells were seeded in black p96-well plates (Greiner Bio-One, 655087). The next day, tumor tissue was processed as described previously in Methods, and CD45^+^ cells were isolated by positive selection using mouse CD45 MicroBeads (Miltenyi Biotec, 130-052-301) in an AutoMacs Pro Separator (Miltenyi Biotec). Assessment of the purity of the isolated cell population was done by flow cytometry (over 90%). Cells were seeded at a 3E:1T ratio in triplicates in complete RPMI-1640 medium (Gibco, 11875085) (10% FBS, 1% penicillin/streptomycin, 1% l-glutamine, and 50 μM β-mercaptoethanol). Coculture was maintained unstimulated or stimulated with anti-mouse CD3 (1 μg/mL, BioLegend, 100202) and CD28 (0.5 μg/mL, BioLegend, 102102). After 72 hours, nonattached effector cells were removed from wells by multiple washings. Viability of remaining tumor cells was determined using CellTiter-Glo (Promega, G7570). Percentage of relative cytotoxicity induced by effector cells was calculated as 1 – [(average E:T luminescence – blank)/(average luminescence target cells alone – blank)]·100. Potency of activation was calculated as a ratio comparing the cytotoxic effect under an activated state to the baseline state (basal conditions).

### TAM and splenocyte ex vivo cocultures.

For ex vivo cocultures of TAMs and splenocytes, tissues were processed as described in previous sections. Next, TAMs were sorted as described previously in Methods. For splenocyte isolation, spleen was harvested, mechanically smashed, and passed through a 40 μm strainer to obtain single-cell suspensions. Cells were cocultured at a 5:1 ratio (splenocytes/TAMs) in complete DMEM medium under the following conditions: splenocytes alone (control); splenocytes + control-derived TAMs; splenocytes + anti-VEGFA LH-derived TAMs; splenocytes + anti-VEGFA HH-derived TAMs. After 48 hours, 1× Brefeldin A (BioLegend, 420601) was added, and the supernatants were collected for cytokine measurement. Cells were stained as described in previous sections to determine the percentage of IFN-γ^+^ and Ki67^+^ T cells, which indicates the presence of activated T cells.

### scRNA-seq.

Tumor samples were processed as previously described. Then, debris and dead cells were excluded by sorting DAPI^–^ cells in a BD FACSAria (BD Biosciences). Subsequently, cell multiplexing oligo labeling was conducted using the 3′CellPlex Kit Set A (10x Genomics, 1000261) following the manufacturer’s instructions. Next, a secondary sort of DAPI^–^ cells was executed with the BD FACSAria to further enrich for viable cells. Multiplexed single-cell suspensions sourced from 3 distinct tumors were processed together into 1 sample, which was drop encapsulated with a Chromium device (10x Genomics). The generated libraries were later sequenced using Illumina Nextseq 550 (with v2.5 reagent kits) and post-processed with Cell Ranger software (10x Genomics) to obtain a scRNA-seq expression matrix for each sample.

### Retrospective analysis of clinical trials.

RNA gene expression data from the phase III JAVELIN 101 trial was obtained from Shojaei et al. (24) and data from the phase III IMbrave 150 clinical trial from Fan et al. (27). In these data sets, a hypoxia score was obtained for each patient by a signature defined by the average expression of canonical hypoxia-regulated genes *Vegfa*, *Ca9*, and *Slc2a1*. Then, patients were classified as LH and HH, divided by the median of the hypoxia score distribution in each cohort. Finally, gene expression of *SPP1* and survival analysis were tested in the subgroups by log-rank test.

Collected tumor samples from the NCT01484080 clinical trial (ClinicalTrials.gov) were used for retrospective gene expression analysis (14). Total RNA from tumors in paraffin-embedded blocks was isolated using an RNeasy FFPE kit (Qiagen, 73504) according to the manufacturer’s protocol. RNA quality was determined by Agilent’s 2100 Bioanalyzer Lab-Chip technology. The reads were then aligned to the GRCh38 genome assembly using STAR 2.7.10b (https://github.com/alexdobin/STAR/releases/tag/2.7.10b; commit ID: 9ec8b7e). The results were quantified using the featureCounts tool from the Rsubread 2.0.3 package (https://www.bioconductor.org/packages/release/bioc/html/Rsubread.html). The gene counts obtained from different sequencing rounds from the same sample were added together to merge the results. GSEA versus Molecular Signatures Database v7.5.1 collection was performed on a ranked list of DESeq2 data, where log_2_FC of genes showing greater than 1.2 absolute fold change was divided by their corresponding *P* value. For analysis, patients were classified in *Spp1* gene expression basal high and low according to the distribution median of *Spp1* gene expression. Then, differential gene expression analysis was performed with DESeq2 pipeline between samples before and after treatment in each subgroup. For the GSEA, we consulted the Molecular Signatures Database v7.5.1 collection and applied it to a ranked differentially expressed gene list of DESeq2 data, wherein log_2_FC of genes exhibiting an absolute fold change greater than 1.2 was divided by their corresponding *P* value.

### Statistics.

Statistical analyses were performed with GraphPad Prism 10.2.3 software. In vitro and in vivo data are presented as mean ± SEM. Significant statistical differences between 2 groups were determined using paired or unpaired 2-tailed Student’s *t* test as detailed in the figure legends. Correlation analyses were performed using Spearman’s test. Differences in tumor growth curves between groups were analyzed by 2-way ANOVA followed by Tukey’s or Šidák multiple-comparison test. One-way ANOVA with Tukey’s post hoc test was performed for multiple comparisons between groups. Differences in *SPP1* expression in the clinical trial were analyzed by 2-way ANOVA. OS changes were calculated by log-rank test. Data with *P* value < 0.05 were considered statistically significant.

### Study approval.

All animal experiments were performed at CNIO (Spanish National Cancer Research Center) in accordance with protocols approved by the Research Ethics and Animal Welfare Committee on Animal Experimentation of the Instituto de Salud Carlos III and Dirección General de Agricultura, Ganaderia y Alimentación de la Comunidad de Madrid (PROEX 387/15 and PROEX 206.7/21). Experiments were performed in accordance with the guidelines stated in the International Guiding Principles for Biomedical Research Involving Animals developed by the Council for International Organizations of Medical Sciences.

### Data availability.

The data supporting the findings of this study are available within this article, in the supplemental material, and in the Supporting Data Values file. Mouse RNA-seq data were deposited in the NCBI GEO under accession number GSE241539. scRNA-seq data were deposited in the NCBI GEO under accession number GSE243273. Scripts to reproduce the analyses and figures are publicly accessible at https://github.com/cnio-ccg/breast_cancer_singlecell_collab (commit ID: 0334142). An interactive ShinyCell portal providing cell annotations, hypoxia percentage, and UMAP visualization is available at https://sunshine.bioinformatics.cnio.es/groups/compgenomics/Mouse_BreastCancer_Hypoxia_Study_final/ Human RNA-seq data from the NCT01484080 clinical trial have been previously deposited in the NCBI GEO database with the accession number GSE255359. RNA-seq data from the in vitro coculture assay were deposited in the NCBI GEO under accession number GSE328461.All additional processed data supporting the conclusions of this work are available from the corresponding author upon reasonable request.

## Author contributions

JLRS, RJ, and MQF conceptualized and design the study. JLRS, VJR, MJB, SM, and M Muñoz performed experiments and/or analyzed data. JLRS, M Moradiellos, LDG, LGJ, SP, AWW, GM, and MQF performed and supervised the in silico analysis. MJB, SM, and VJR supervised and/or performed animal experiments. JLRS, RJ, and MQF analyzed the data. All authors wrote, reviewed, and approved the manuscript.

## Conflict of interest

The authors have declared that no conflict of interest exists.

## Funding support

- Instituto de Salud Carlos III, cofunded by the European Regional Development Fund (ERDF): AES PI19/00454 and PI22/00317 (to MQF).
- Instituto de Salud Carlos III and the European Union (NextGeneration EU/PRTR): Proyectos de Investigación de Medicina Personalizada PMP22/00032 (to MQF).
- Madrid Regional Government, ERDF; Call for Coordinated Research Groups from Madrid Region: B2017/BMD3733 (Immunothercan-CM) (to MQF).
- Eva Plaza/CNIO Friends Post-Doctorate Fellowship and Marie Sklodowska-Curie Individual Fellowship 893597 (to RJ).
- Ministerio de Ciencia, Innovación y Universidades/Agencia Estatal de Investigación: FPI Grant–Severo Ochoa (SEV-2015-0510-19-4): PRE2019-087354 (to JLRS).
- CRIS Contra El Cancer Foundation (donation).

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
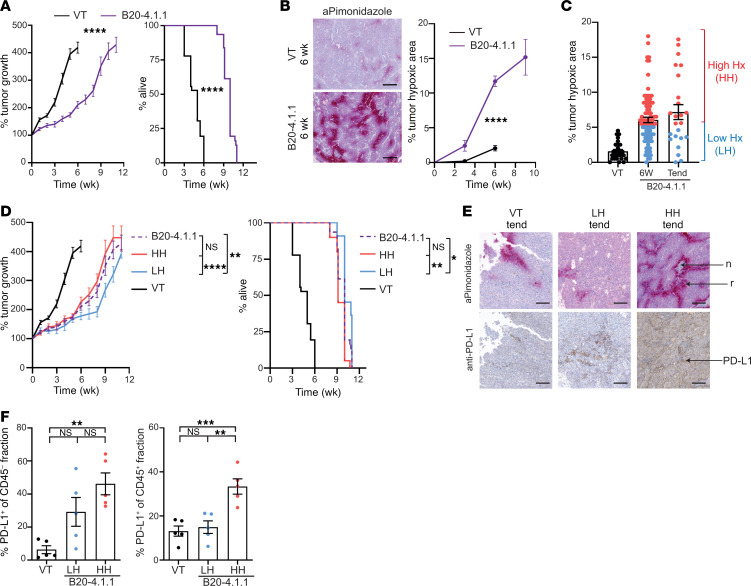
Anti-VEGF treatment generates hypoxic and nonhypoxic response patterns associated with differential PD-L1 induction. (**A**) Tumor growth and OS in response to B20-4.1.1 (*n* = 31) or isotype control (*n* = 36). Two-way ANOVA followed by Šidák’s multiple-comparison test. (**B**) Representative anti-pimonidazole (aPimonidazole) staining and quantification of tumor hypoxia over time in control- (*n* = 32) and B20-4.1.1–treated tumors (*n* = 90). Scale bars: 200 μm. Two-way ANOVA followed by Šidák’s multiple-comparison test. (**C**) Distribution of hypoxia values in individual tumors at the indicated time points, showing heterogeneous hypoxic responses to anti-VEGF treatment. Control (*n* = 28) or B20-4.1.1 at 6 weeks of treatment (*n* = 90), or Tend (*n* = 24). (**D**) Tumor growth and OS according to whether B20-4.1.1–treated tumors developed HH (*n* = 20 mice) or LH (*n* = 11 mice). Two-way ANOVA followed by Tukey’s multiple-comparison test. (**E**) Representative consecutive sections stained for pimonidazole and PD-L1, showing increased PD-L1 in hypoxic rims surrounding necrotic areas in HH tumors. Scale bars: 200 μm. (**F**) PD-L1 positivity in tumor cells and myeloid cells from vehicle-treated tumors (*n* = 5) and from LH or HH tumors after B20-4.1.1 (*n* = 5 each group). One-way ANOVA with Tukey’s post hoc test for multiple comparisons. Data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. n, necrotic areas; r, rims.

**Figure 2:**
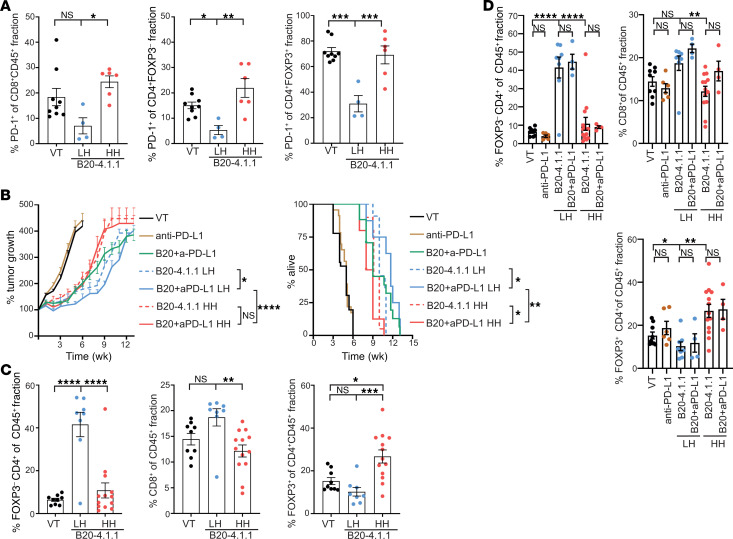
Hypoxic tumors remain refractory to PD-L1 blockade despite PD-1/PD-L1 upregulation. (**A**) PD-1 positivity in CD4^+^, CD8^+^, and Treg populations from vehicle-treated tumors and from LH or HH tumors after B20-4.1.1 (VT: *n* = 9; LH: *n* = 4; HH: *n* = 6). One-way ANOVA with Tukey’s post hoc test for multiple comparisons. (**B**) Tumor growth and OS after B20-4.1.1 plus anti–PD-L1, stratified according to LH (*n* = 7) and HH (*n* = 10) status. Log-rank (Mantel-Cox) test. (**C**) Percentage of CD4^+^, CD8^+^, and Treg lymphocytes among the CD45^+^ fraction of control (*n* = 9), HH (*n* = 13), or LH (*n* = 8) tumors. One-way ANOVA with Tukey’s post hoc test for multiple comparisons. (**D**) Lymphocyte composition in LH and HH tumors after addition of anti–PD-L1 (*n* = 4). One-way ANOVA with Tukey’s post hoc test for multiple comparisons. Data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 3:**
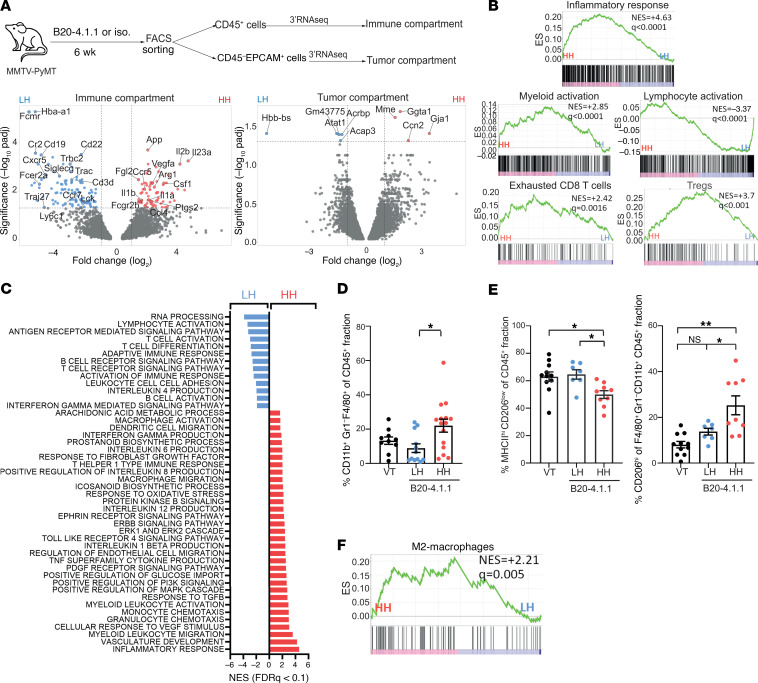
HH Tumors display a macrophage-rich, tumor-tolerant immune compartment. (**A**) Experimental scheme for bulk RNA-seq of sorted EPCAM^−^CD45^+^ immune cells and EPCAM^+^CD45^−^ tumor cells from LH and HH tumors and volcano plots of differentially expressed transcripts in each compartment. (**B**) Selected GSEA plots enriched in the CD45^+^ immune compartment of HH versus LH tumors. (**C**) Global pathway analysis of the CD45^+^ immune compartment comparing HH and LH tumors. (**D**) Percentage of macrophages within the CD45^+^ fraction in LH (*n* = 9) and HH (*n* = 10) tumors. One-way ANOVA with Tukey’s post hoc test for multiple comparisons. (**E**) Frequency of M1 and M2 macrophages in LH (*n* = 7) and HH (*n* = 9) tumors. One-way ANOVA with Tukey’s post hoc test for multiple comparisons. (**F**) M2-related GSEA in the immune compartment of HH versus LH tumors. Data are presented as mean ± SEM. *P < 0.05; **P < 0.01. ES, enrichment score; NES, normalized enrichment score.

**Figure 4:**
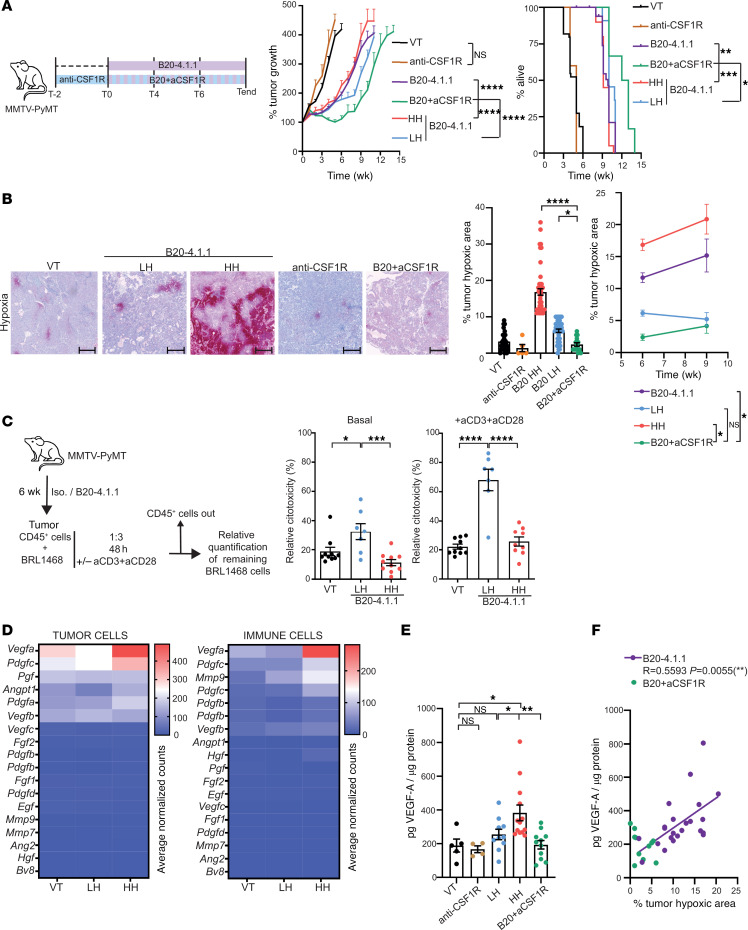
TAM depletion suppresses late hypoxia and angiogenic compensation and restores lymphocyte function. (**A**) Treatment scheme and effects of control (*n* = 36), anti-CSF1R (*n* = 5), B20-4.1.1 (*n* = 31), or the combination (*n* = 13) on tumor growth and OS. Two-way ANOVA followed by Tukey’s multiple-comparison test. (**B**) Representative hypoxia staining (scale bars: 200 μm) and quantification of hypoxia in tumors treated with vehicle (*n* = 28), LH (*n* = 40) and HH (*n* = 50) B20-4.1.1, anti-CSF1R (*n* = 5), and combination (*n* = 15), including late time points under continued therapy. One-way ANOVA with Tukey’s post hoc test for multiple comparisons. Right panel: average hypoxic levels of tumors treated with B20-4.1.1 anti-CSF1R or combination in final time points (B20: 6 wk *n* = 63, Tend *n* = 24; B20+aCSF1R: 6 wk *n* = 15, Tend *n* = 5). Two-way ANOVA followed by Šidák’s multiple-comparison test. (**C**) Cytotoxic activity of tumor-derived CD45^+^ cells from control (*n* = 10), LH (*n* = 7), and HH (*n* = 10) tumors against BRL1468 cells. One-way ANOVA with Tukey’s post hoc test for multiple comparisons. (**D**) Expression of selected angiogenesis-related transcripts in tumor and immune compartments across the indicated treatment groups. (**E**) VEGFA protein levels in tumors treated with vehicle (*n* = 5), LH (*n* = 10), HH (*n* = 13), anti-CSF1R (*n* = 4), and combination (*n* = 11). One-way ANOVA with Tukey’s post hoc test for multiple comparisons. (**F**) Correlation between VEGFA levels and tumor hypoxia in same tumors treated with B20-4.1.1 alone or in combination with anti-CSF1R. Data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 5:**
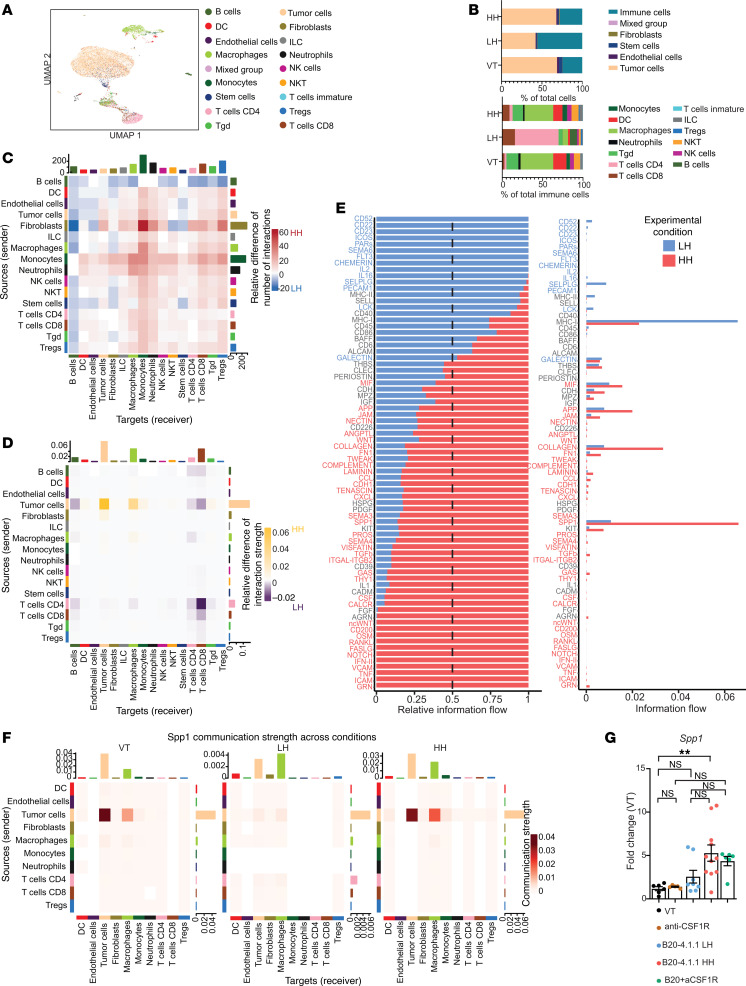
Single-cell analysis identifies SPP1-centered epithelial-to-myeloid communication in HH tumors. (**A**) UMAP representation of the major tumor and immune cell populations identified by scRNA-seq. (**B**) Relative distribution of nonimmune and immune cell populations across treatment groups. (**C**) Heatmap of the number of inferred cell-cell interactions in HH versus LH tumors. (**D**) Heatmap of interaction strength across cell populations in HH versus LH tumors. (**E**) Signaling flow analysis highlighting pathways enriched in HH or LH tumors. Blue or red coloring of pathways indicates a significant difference between HH and LH (Wilcoxon’s test, *P* < 0.05; gray, nonsignificant). (**F**) SPP1-mediated interaction strength across sender and receiver cell populations in vehicle-treated tumors and in LH or HH tumors after B20-4.1.1. (**G**) Transcriptional *Spp1* levels in tumors treated with VT (*n* = 6), anti-CSF1R (*n* = 5), LH (*n* = 10) or HH (*n* = 9) B20-4.1.1, and anti-CSF1R+B20-4.1.1 (*n* = 5). Experiment was performed in triplicate. One-way ANOVA with Tukey’s post hoc test for multiple comparisons. Data are presented as mean ± SEM. **P < 0.01.

**Figure 6:**
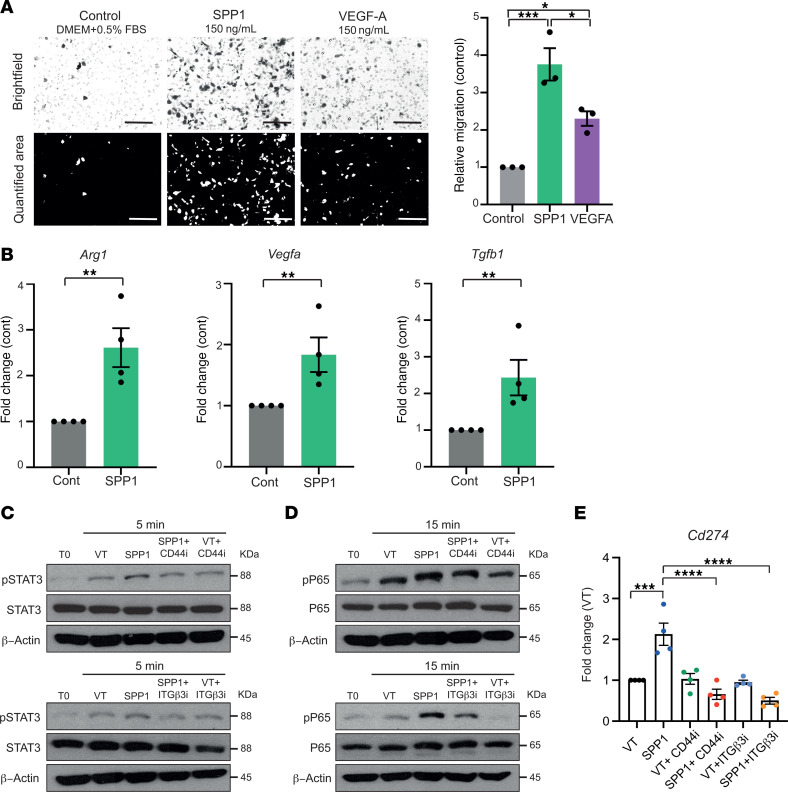
Extracellular osteopontin reprograms macrophages through CD44/integrin B3-linked signaling. (**A**) Transwell migration of macrophages in response to vehicle, recombinant SPP1, or VEGF-A. Scale bars: 200 μm. Right: quantitation chart. Experiment involved analyzing 10 images for each condition across 3 independent experiments (total 30 images per condition). One-way ANOVA with Tukey’s post hoc test for multiple comparisons. (**B**) Expression of M2-related transcripts in macrophages after exposure to recombinant SPP1 (*n* = 4). One-way ANOVA with Tukey’s post hoc test for multiple comparisons. (**C**) Representative images of immunoblots showing phosphorylation of STAT3 in response to stimulation (5 minutes) with SPP1 (5 μg/mL) or vehicle (VT) in RAW264.7 cells, in presence or absence of a CD44 inhibitor (anti-mouse/human CD44 IM7 antibody, 10 μg/mL; upper panel) or an ITGβ3 inhibitor (ITGB3-IN-1, 5 μM; lower panel) (*n* = 3). (**D**) Same as in **C** showing the effect of p65 phosphorylation in response to SPP1 (15 minutes) (*n* = 3). (**E**) PD-L1 regulation in RAW264.7 cells in the same conditions as **C** and **D** (*n* = 4). One-way ANOVA with Tukey’s post hoc test for multiple comparisons. Data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 7:**
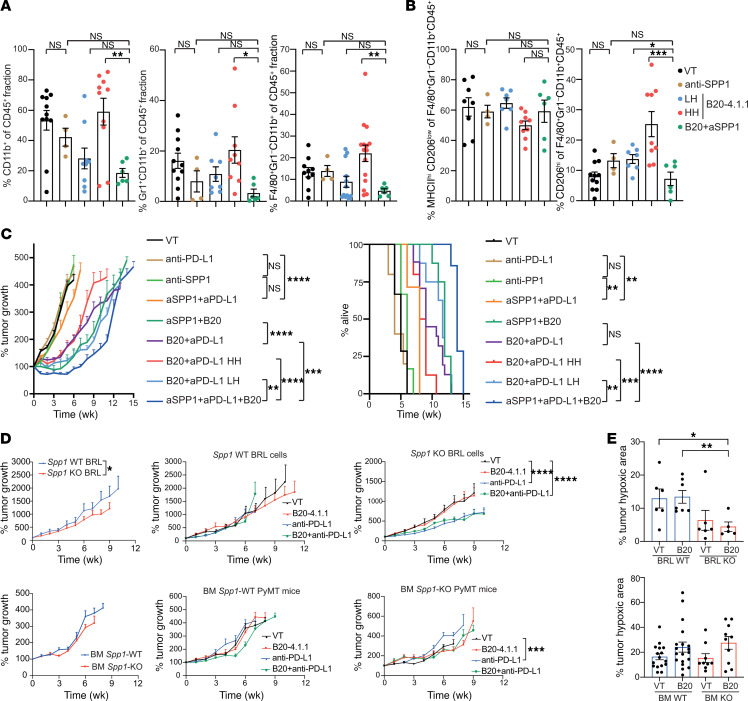
Systemic osteopontin blockade restores immune control, and tumor cells are the predominant source of SPP1. (**A**) Myeloid cells, macrophages, and myeloid-derived suppressor cells in tumors from the indicated treatment groups (VT: *n* = 11; anti-SPP1: *n* = 4; B20 LH: *n* = 9; B20 HH: *n* = 10). One-way ANOVA with Tukey’s post hoc test for multiple comparisons. (**B**) M1 and M2 macrophage fractions across the same treatment groups. (VT: *n* = 11; anti-SPP1: *n* = 4; B20 LH: *n* = 9; B20 HH: *n* = 10). One-way ANOVA with Tukey’s post hoc test for multiple comparisons. (**C**) Tumor growth and OS after anti–PD-L1, anti-SPP1, B20-4.1.1, or their combinations. Controls (*n* = 36); anti–PD-L1 (*n* = 23); anti-SPP1 (*n* = 5); anti-SPP1 + anti–PD-L1 (*n* = 6); HH (*n* = 20); LH (*n* = 10); B20-4.1.1+anti-SPP1 (*n* = 8); B20-4.1.1 + anti-SPP1 + anti–PD-L1 (*n* = 7). Two-way ANOVA followed by Tukey’s multiple-comparison test. (**D**) Phenotypic consequences of tumor cell versus myeloid SPP1 depletion, showing a predominant contribution of the tumor-epithelial compartment (*n* = 7–21 mice per group). Two-way ANOVA followed by Tukey’s multiple-comparison test. (**E**) Hypoxia development (in VT- or B20-4.1.1–treated tumors) is partially corrected in the epithelial KO model (*n* = 5–7) but not in the BM model (*n* = 9–19). One-way ANOVA with Tukey’s post hoc test for multiple comparisons. Data are presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 8:**
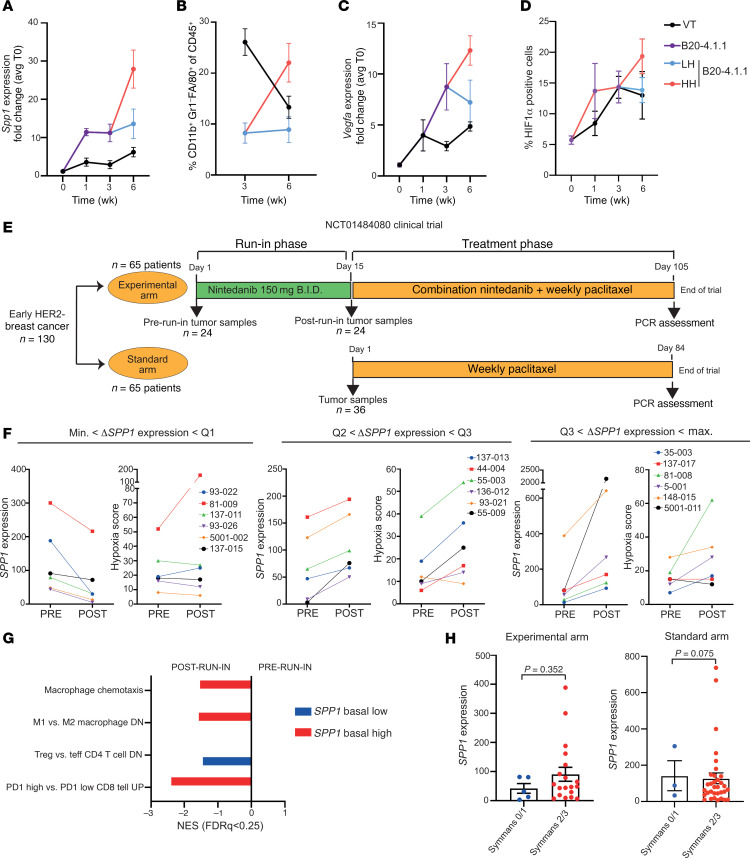
Time-course and clinical run-in analyses to support an osteopontin-centered adaptive program under antiangiogenic pressure. (**A**) Tumor SPP1 transcript levels during the first 6 weeks of anti-VEGF treatment (T0: *n* = 5; T1: VT *n* = 3, B20 *n* = 3; T3: VT *n* = 10, B20 *n* = 9; T6: VT *n* = 6, B20 LH *n* = 8, and B20 HH *n* = 11). (**B**) Macrophage abundance over the same time window (T3: VT *n* = 5, B20 *n* = 7; T6: VT *n* = 10, B20 LH *n* = 11 and B20 HH *n* = 15). (**C**) Transcriptional levels of VEGFA along the first 6 weeks of isotype or anti-VEGF treatment (T0: *n* = 5; T1: VT *n* = 3, B20 *n* = 3; T3: VT *n* = 10, B20 *n* = 9; T6: VT *n* = 3, B20 LH *n* = 4, and B20 HH *n* = 6). (**D**) Evolution of HIF1α staining during treatment (T0: *n* = 5; T1: VT *n* = 3, B20 *n* = 3; T3: VT *n* = 6, B20 *n* = 6; T6: VT *n* = 5, B20 LH *n* = 6, and B20 HH *n* = 6). (**E**) Design of the NCT01484080 clinical trial, including baseline and post–run-in sampling in the nintedanib-containing arm. (**F**) Individual changes in SPP1 expression and hypoxia score during the nintedanib run-in phase. (**G**) GSEA plots comparing pre– and post–run-in samples according to baseline *SPP1* levels. (**H**) Baseline *SPP1* levels according to pathological complete response category (Symmans 0/1 versus 2/3) in the nintedanib-containing arm (experimental arm) and in the paclitaxel-alone arm of clinical trial NCT01484080. Experimental arm: Symmans 0/1: *N* = 5; average *SPP1* = 42.3; Symmans 2/3: *N* = 19; average *SPP1*: 119.9; *P* = 0.35. Standard arm: Symmans 0/1: *N* = 3; average *SPP1* = 142.2; Symmans 2/3: *N* = 33; average *SPP1* = 127.9; *P* = 0.74).

**Figure 9:**
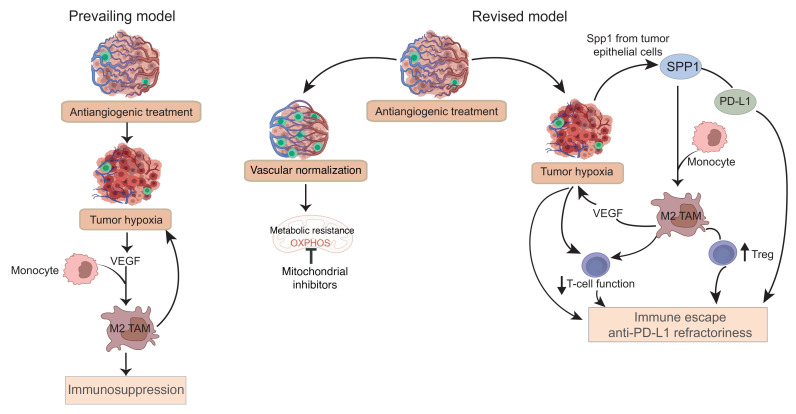
Proposed model of resistance to hypoxia-inducing antiangiogenics. Schematic representation of the proposed mechanism whereby antiangiogenic treatment that exacerbates hypoxia induces epithelial SPP1, promotes monocyte recruitment and macrophage immunoregulatory polarization, reinforces VEGF-driven hypoxic adaptation, and culminates in refractoriness to anti–PD-L1 therapy. The model also highlights the therapeutic points of intervention identified in this study, including CSF1R and Spp1 blockade.

# Supplementary material for: Osteopontin mediates acquired resistance to hypoxia-inducing antiangiogenics and promotes anti–PD-L1 refractoriness in breast cancer models
**Source:** J Clin Invest. 2026 Jul 15;136(14):e174092. doi: 10.1172/JCI174092
**Supplement:** Supplemental data

## **Supplemental Material**

**Osteopontin mediates acquired resistance to hypoxia-inducing antiangiogenics  
and promotes anti-PD-L1 refractoriness in breast cancer models**

## Supplemental Figures

### Supplemental Figure 1

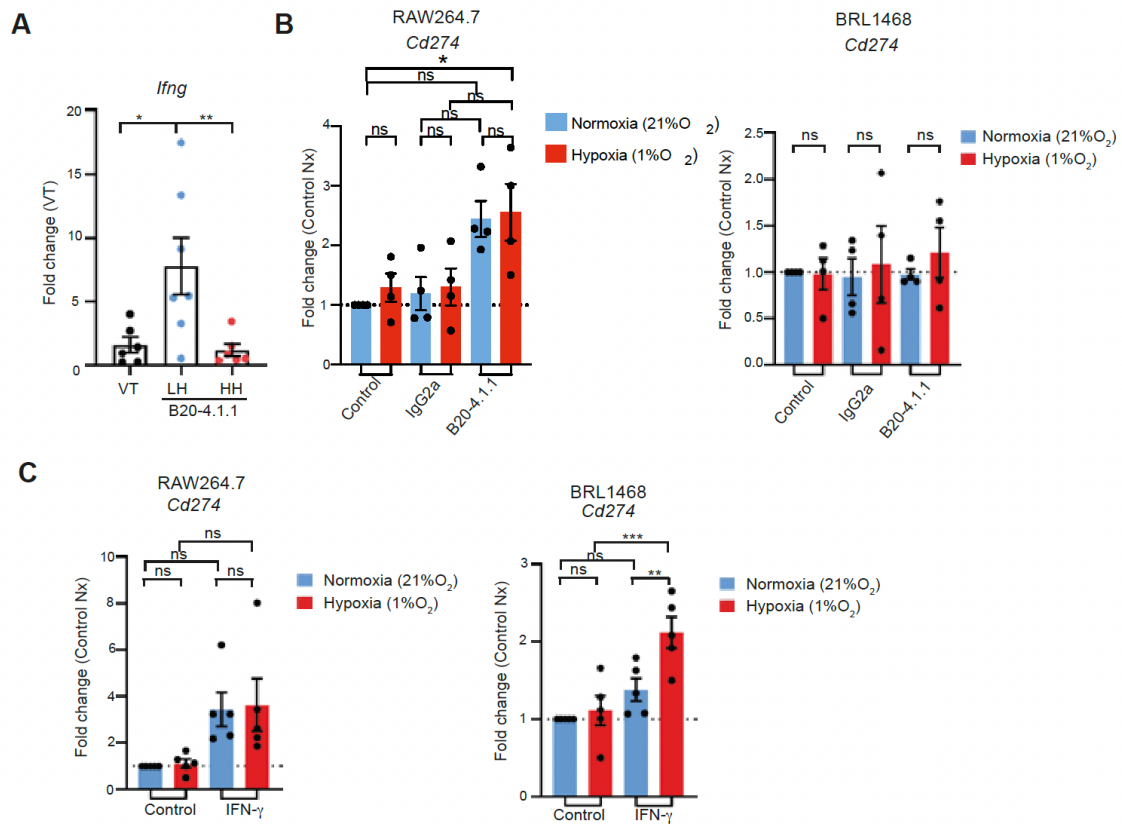

**Supplemental Figure 1. in vitro PD-L1 regulation by IFN- $\gamma$  and/or hypoxia.** (A) IFN- $\gamma$  transcriptional levels were elevated in B20-4.1.1- versus isotype control-treated tumors, although only in those developing LH (n=6) One-Way ANOVA with Tukey's post hoc test for multiple comparisons. (B) Fold-regulation (referenced to isotype-control treated cells) of PD-L1 expression levels in response to exposure to 1% O<sub>2</sub>, in presence or absence of B20-4.1.1, in a monocyte cell line (RAW264.7) (n= 4-5) or in a PyMT tumor-derived primary cell line (BRL1468) (n= 4-5). Two-Way ANOVA with Tukey's post hoc test for multiple comparisons. (C) Fold-regulation of PD-L1 in the same cell lines (RAW264.7: n=5; BRL1468: n=5) in response to IFN-  $\gamma$ . Data represent mean  $\pm$  SEM. Two-Way ANOVA with Tukey's post hoc test for multiple comparisons. \*:  $P<0.05$ ; \*\*:  $P<0.001$ ; ns: non-significant.

## Supplemental Figure 2

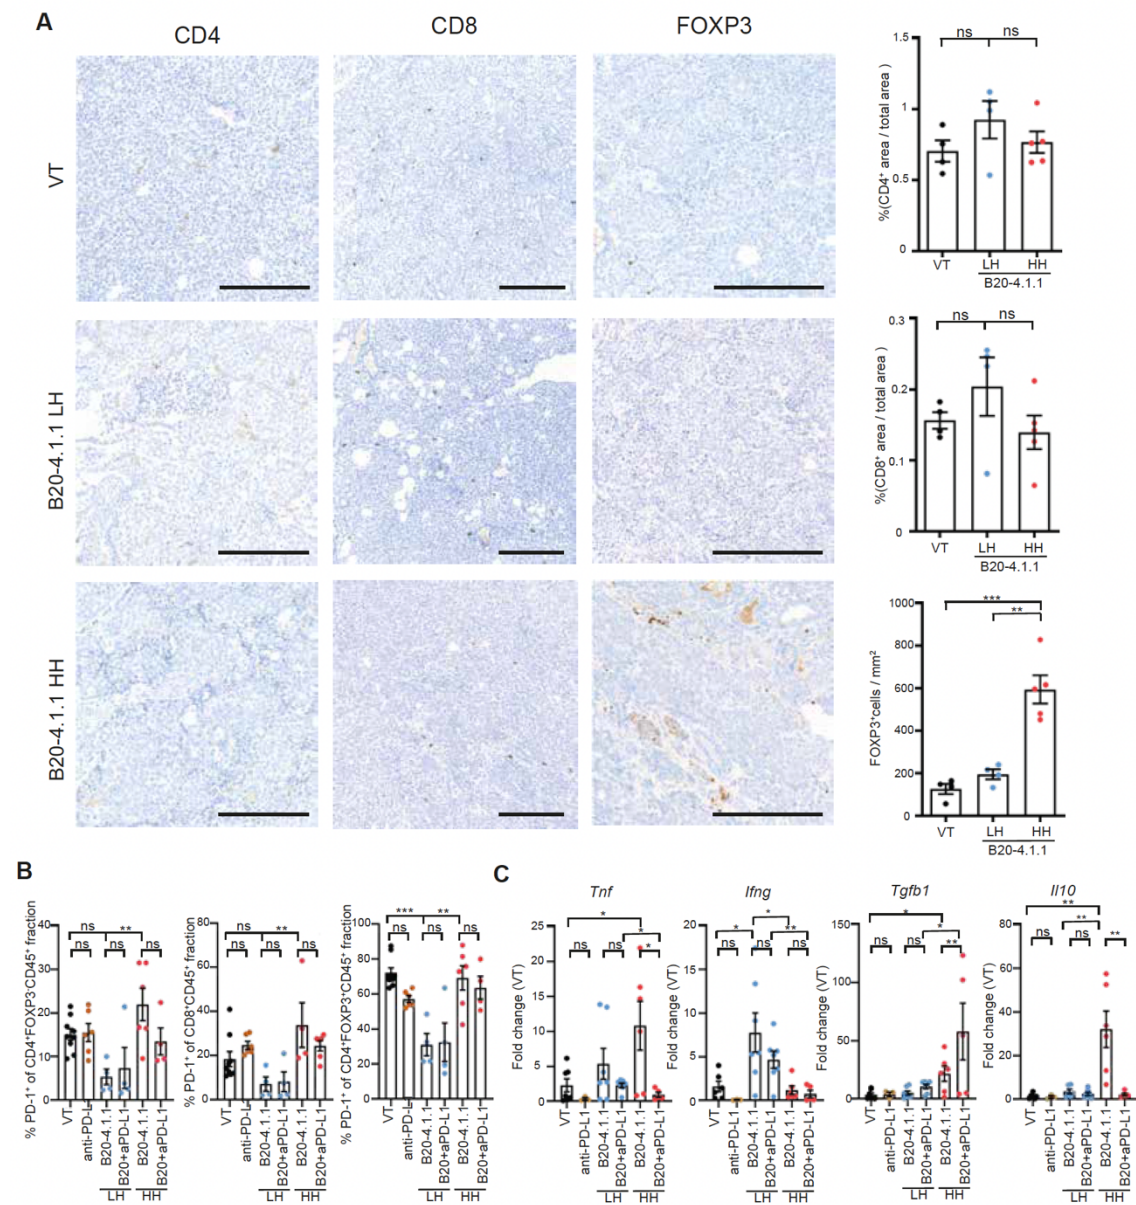

**Supplemental Figure 2. Extended lymphoid characterization of LH and HH tumors. (A) Immunohistochemical staining of CD4, CD8 and FOXP3 in HH and LH tumors.** The images and the quantitation charts suggest increased CD4 and CD8 lymphocyte infiltration combined with decreased Treg infiltration in normoxic areas, compared to hypoxic areas (n=4-5). Representative images from each condition are shown. Scale bars: 200µm. **(B)** PD-1-positivity among the same lymphocyte subsets as in main Figure 2D. **(C)** Cytokine profile in the same tumors, showing persistence of an adverse immune milieu in HH tumors despite PD-L1 blockade. Data represent mean  $\pm$  SEM. One-Way ANOVA with Tukey's post hoc test for multiple comparisons. \*:  $P < 0.05$ ; \*\*:  $P < 0.01$ ; \*\*\*:  $P < 0.001$ ; ns: non-significant.

## Supplemental Figure 3

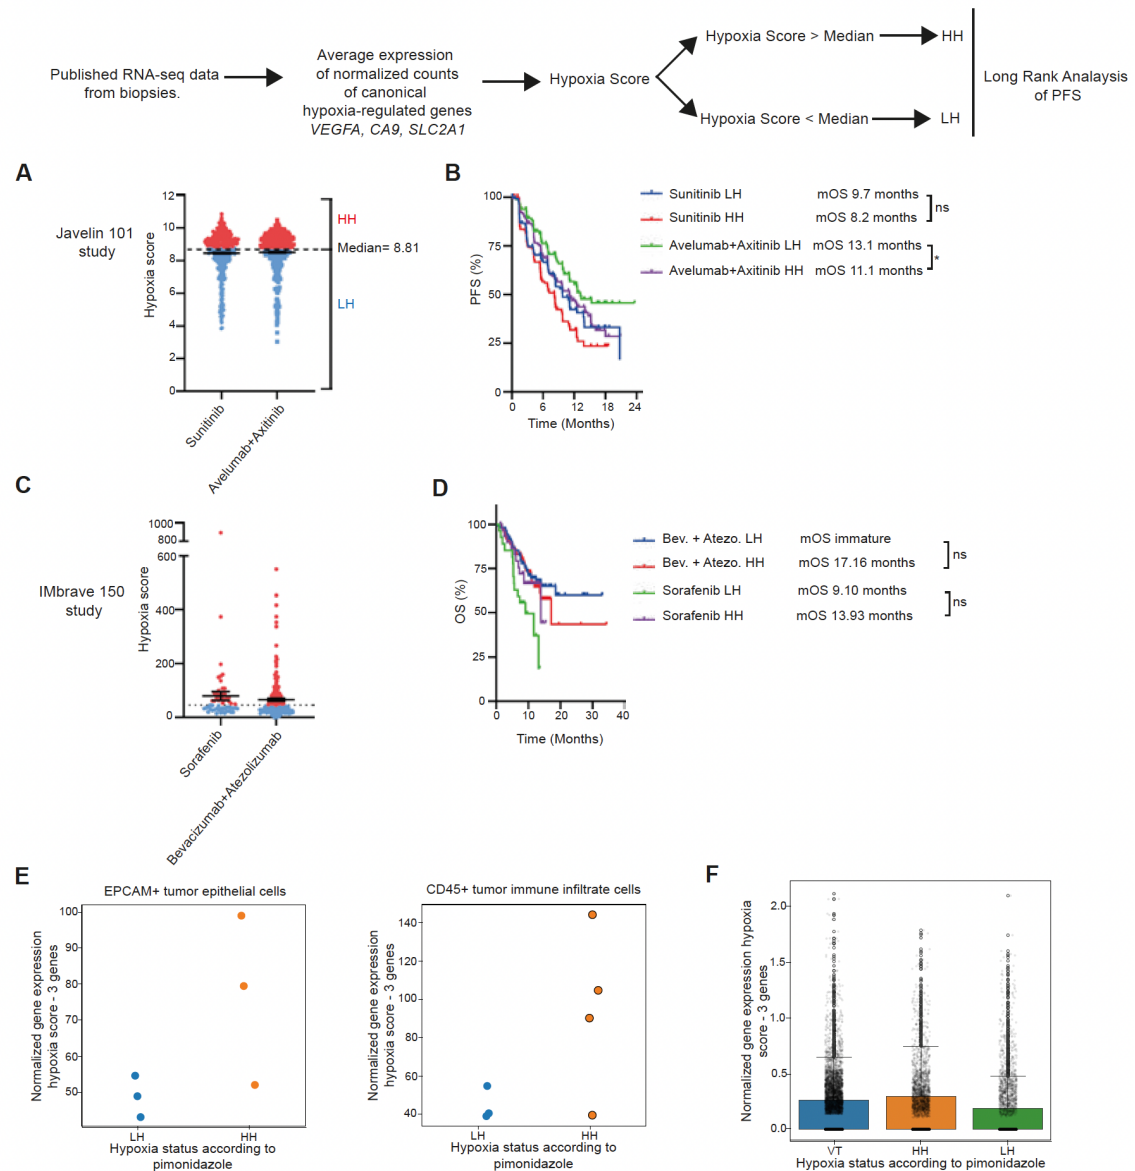

### Supplemental Figure 3. Role of hypoxia in the PFS and OS benefit in the Javelin 101 and IMbrave 150 Phase 3 randomized clinical trials in kidney and liver cancer.

A “hypoxic score” based in the normalized counts of hypoxia-regulated genes (*Vegfa*, *Ca9* and *Slc2a1*) was calculated for each patient with gene-expression data available enrolled in the Javelin 101 and in the IMbrave 150 trials. The first one compared the efficacy of standard treatment with the antiangiogenic agent sunitinib versus the combination of the antiangiogenic agent axitinib plus the PD-L1 inhibitor avelumab. The second trial compared standard treatment with the antiangiogenic agent sorafenib against the experimental treatment with the antiangiogenic agent bevacizumab plus the anti-PD-L1 agent atezolizumab. Patients were split in “high hypoxia” or “low hypoxia” (HH and LH) according to whether their score was above or below the average in each trial. **(A)** Chart depicting the hypoxia score distribution among both treatment arms of the Javelin 101 trial (n=690 each group). **(B)** PFS of each treatment arm split by HH or LH status in the Javelin 101 trial. **(C)** Chart depicting the hypoxia score distribution among both treatment arms of the IMbrave trial (n=270 each group). **(D)** Overall survival of

patients in each treatment arm split by HH or LH status. **(E)** In the animal experiments, hypoxia could be detected by staining pimonidazole, which is infused 60 minutes before sacrifice. Since this is not possible in humans, the 3-gene hypoxia signature was computed. In order to check inter-species concordance, the same 3-gene signature was determined from two experiments also described in the main text: bulk gene-expression of the CD45-positive (tumor infiltrating leukocytes) and the EpCAM-positive (tumor epithelial compartment) tumor fractions, and single-cell RNA-seq from tumors, classified as HH or LH according to pimonidazole in response to antiangiogenic treatment. The plots in this panel show normalized scores for this signature in bulk RNA-seq of LH and HH tumors in the EpCAM<sup>+</sup> (left) and CD45<sup>+</sup> (right) compartments, evidencing higher scores in HH tumors. Each dot represents one tumor; boxes indicate median and IQR. **(F)** Concordance in scRNA-seq: normalized scores of the same 3-gene signature (*Ca9*, *Slc2a1*, *Vegfa*) across tumors obtained from isotype-treated tumors or classified as LH or HH by pimonidazole following B20-4.1.1 treatment; horizontal bars represent the median values (0.140, 0.174 and 0.122 for vehicle, HH and LH, respectively; Mann-Whitney 0.012).

## Supplemental Figure 4

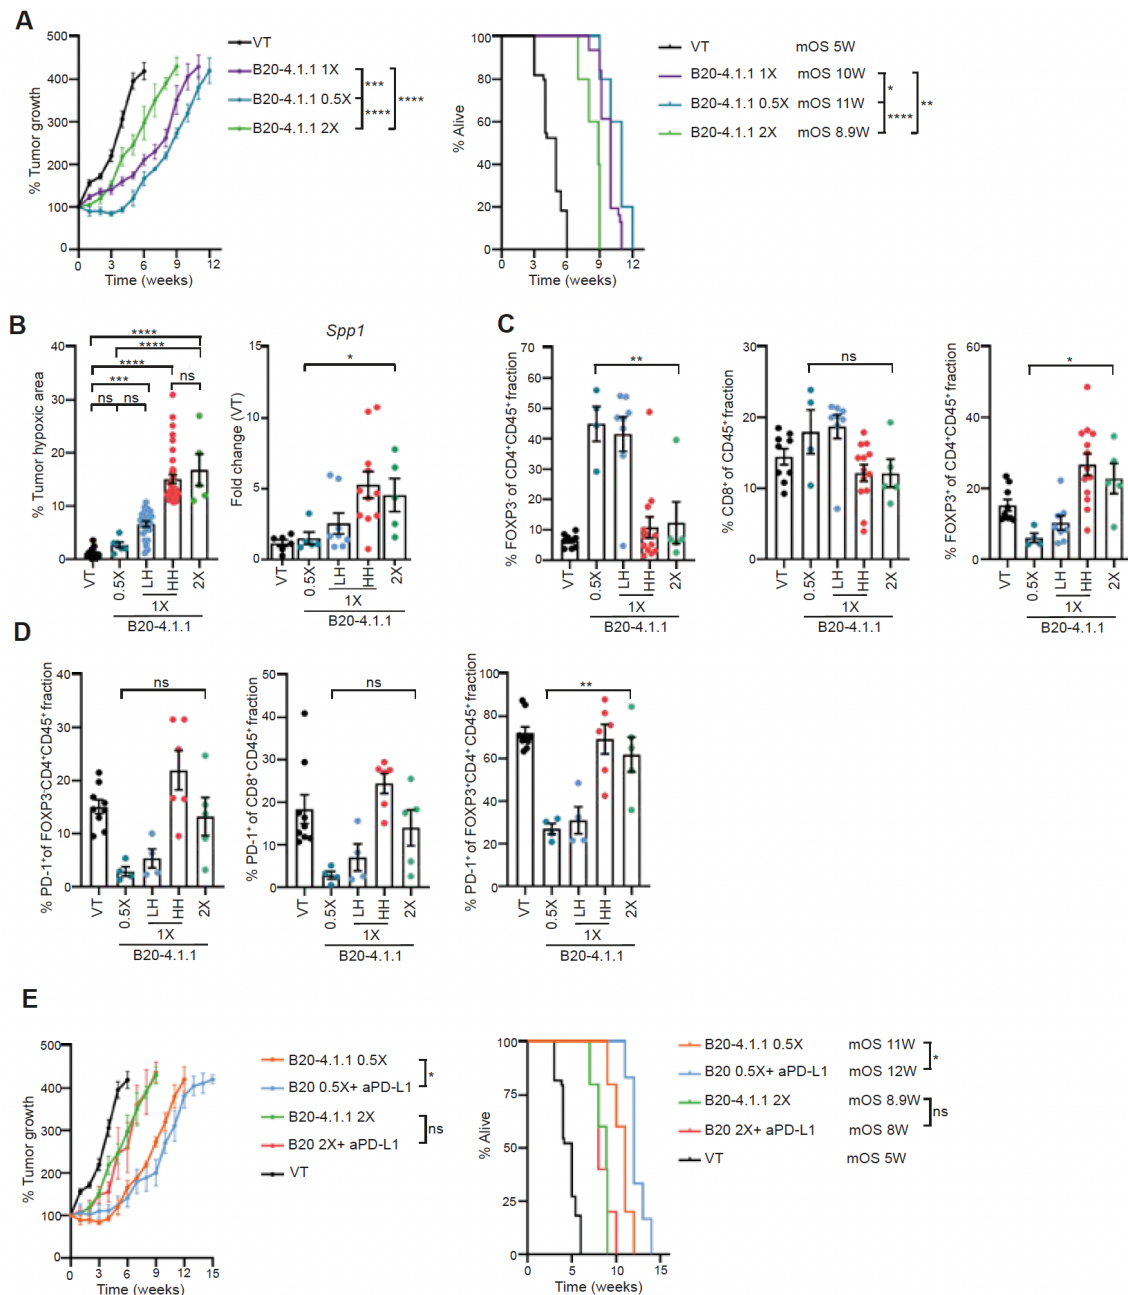

**Supplemental Figure 4. Dose-response effects of B20-4.1.1 in antitumor effect, hypoxia, immune infiltrate and efficacy of combination with anti-PD-L1 treatment.** (A) Left-hand side chart: tumor growth charts of VT (n=36), B20-4.1.1 at 0.5X (n=5), 1X (n=30) and 2X (n=5) of the standard dose; right-hand side chart: effect of the same treatments in mice OS. Two-way ANOVA followed by Sidak's multiple-comparison test. (B) Left panel: Percentage of the tumor areas positive for pimonidazole (hypoxia) staining in the former treatment groups. The range and interquartile spread (IQR) were as follows for each treatment group: 0.5X (n=6): range: 1-5%; IQR: 2-3%; 1X (LH n=24; HH n=36): range 0-36%; IQR: 7.25-16%; 2X (n=5): range 11-27%; IQR 11.5%-23.5%. Right panel: Tumor *Spp1* transcript levels across the indicated treatment conditions. VT: n=6; B20 0.5X: n=5; B20 LH 1X: n= 10; B20 HH 1X: n= 9 and B20 2X: n=5. One-Way ANOVA with Tukey's post hoc test for multiple comparisons. (C) Percentage of CD4-, CD8- and FOXP3-positive T-cells isolated from tumors of the three treatment

groups (plus isotype control) (n=4-13). One-Way ANOVA with Tukey's post hoc test for multiple comparisons. **(D)** Same comparison as in **(C)** regarding PD1 expression in the same cell types (n=4-9). One-Way ANOVA with Tukey's post hoc test for multiple comparisons. **(E)** Efficacy of adding anti-PD-L1 treatment in animals treated with 0.5X or 2X B20-4.1.1 dosage (n=5-36). Two-way ANOVA followed by Turkey's multiple-comparison test. \*:  $P<0.05$ ; \*\*:  $P<0.01$ ; \*\*\*:  $P<0.001$ ; \*\*\*\*:  $P<0.0001$ ; ns: non-significant. Data represent mean  $\pm$  SEM.

## Supplemental Figure 5

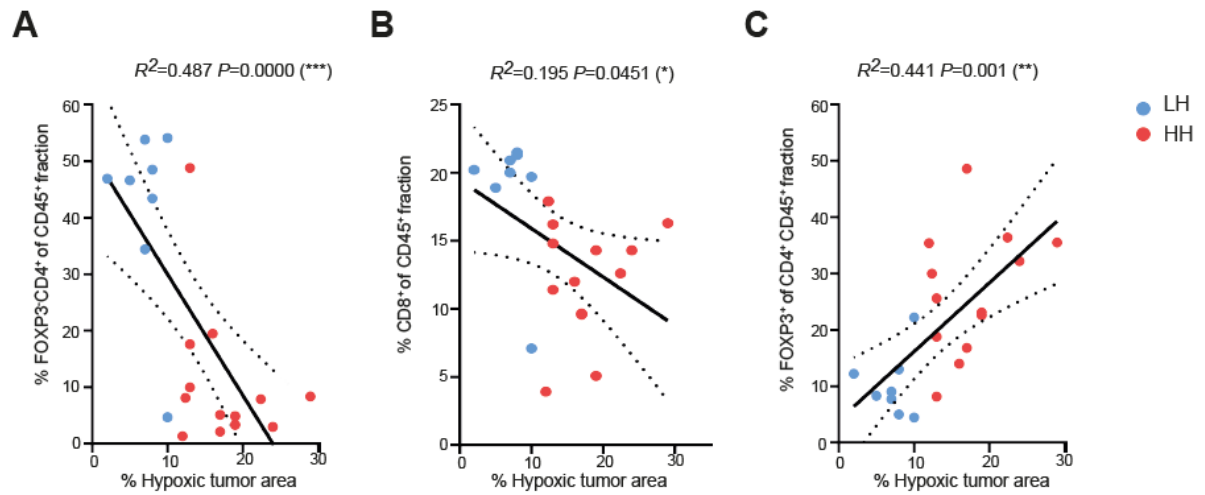

**Supplemental Figure 5. Correlation between hypoxia levels and lymphocytes in response to treatment. (A) CD4, (B) CD8 and (C) Treg lymphocytes proportion of the CD45 infiltrate according to the percentage of hypoxic tumor area. Red dots represent HH tumors (n=13), and blue dots represent LH tumors (n=8). Pearson's R correlation coefficient and P-values are shown for each correlation.**

**Supplemental Figure 6**

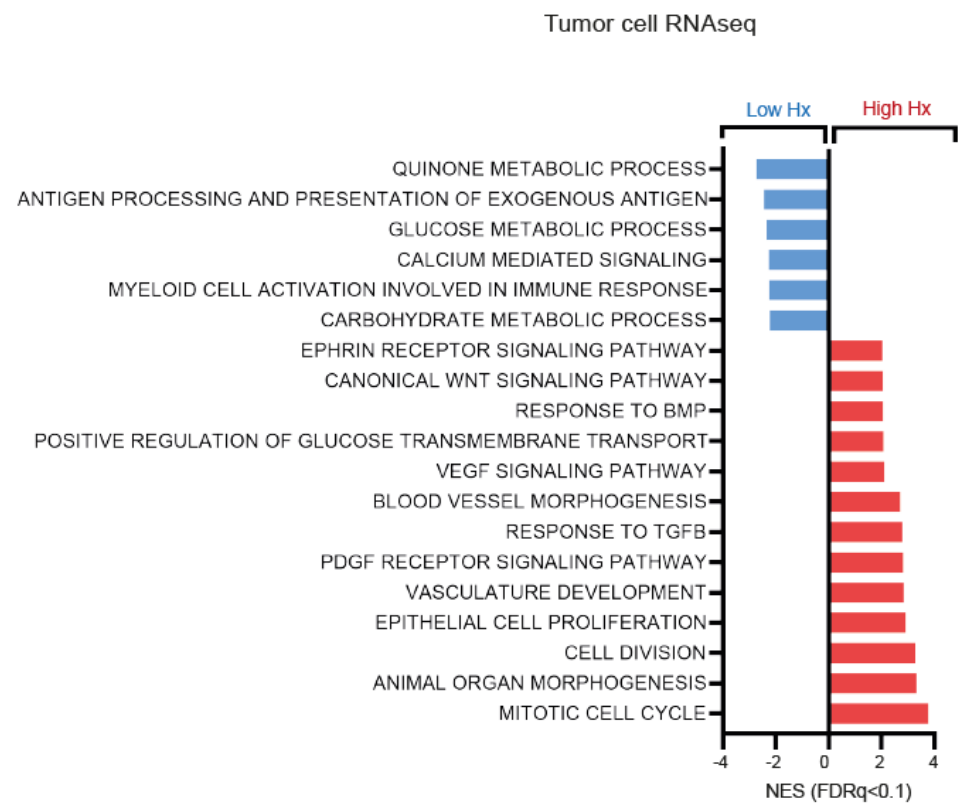

**Supplemental Figure 6. GSEA of tumor cells (CD45<sup>-</sup>/EPCAM<sup>+</sup> compartment) obtained from HH and LH tumors.** Pathways upregulated in LH (blue bars) and HH (red bars) tumor cells, respectively. This bar plot depicts all the pathways that had a false discovery ratio below 0.1 (FDRq). NES: normalized enrichment score.

## Supplemental Figure 7

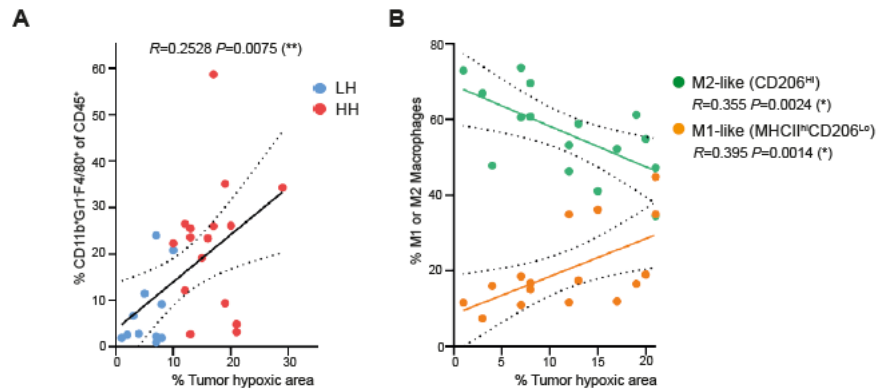

**Supplemental Figure 7. Distribution of M1 and M2 macrophages in LH and HH tumors.** (A) Correlation between macrophages percentage and tumor hypoxia (LH n=12, HH n=15). (B) Correlation between the tumor hypoxic fraction and M1 or M2 percentages (n=16 each group). Pearson's R correlation coefficient and P-values are shown for each correlation. \*\*:  $P<0.01$ .

## Supplemental Figure 8

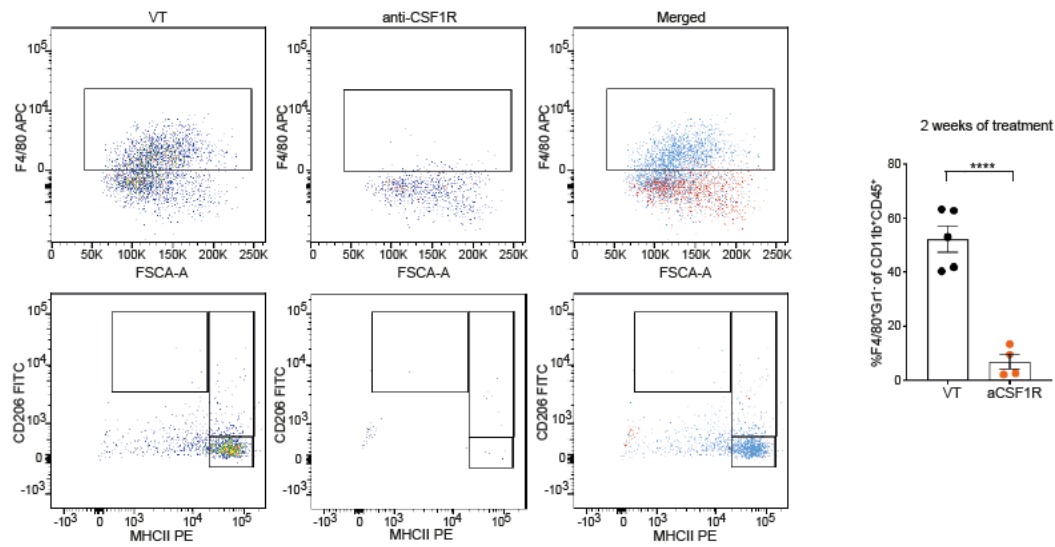

### Supplemental Figure 8. Tumor macrophage depletion by anti-CSF1R antibodies.

F4/80-positive (upper rows, representing the total amount of macrophages) obtained from whole tumors, and CD206/MHCII levels in those cells (lower rows), from control- or anti-CSF1R-treated animals (this plot shows that anti-CSF1R depleted all macrophage subpopulations). The dot-plots are merged in the right-hand side charts in order to compare the abundance. The chart in the far right shows the proportion of macrophages among myeloid cells isolated from tumors treated with control (n=5) or anti-CSF1R antibody (n=4). Data represent mean  $\pm$  SEM. Unpaired t test. \*\*\*\*:  $P < 0.0001$ .

## Supplemental Figure 9

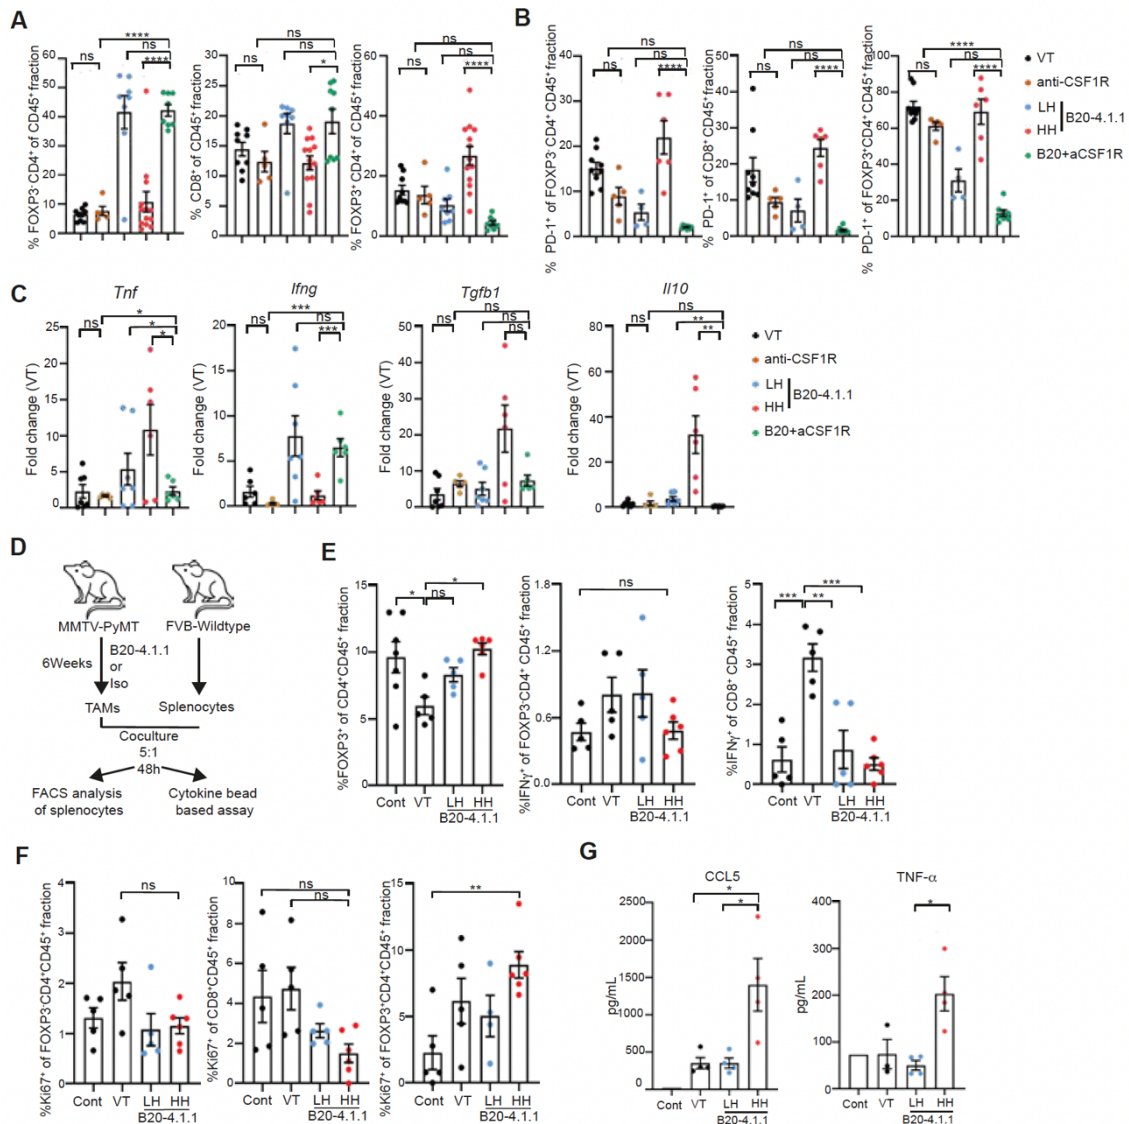

### Supplemental Figure 9. Changes in the tumor immune infiltration fraction induced by macrophage depletion, and effects of TAMs on immature lymphocytes ex vivo.

(A) Relative changes in CD4, CD8 and Treg fractions among the CD45-positive tumor fraction, comparing VT (n=9)-, anti-CSF1R (n=5)-, B20-4.1.1 (LH n=8; HH n=13)- and combo (n=8)-treated animals. (B) Comparison of the PD-1 levels in the same lymphocytes and treatments as in (A). (C) Comparison of the transcriptional levels of *Il10*, *Tgfb*, *Cd274*, *Tnf* and *Ifng* in the same treatment groups as (A) (n=5-6). (D) TAMs extracted from PyMT tumors from wild-type FVB animals treated with control or B20-4.1.1 were co-cultured (5:1) for 48 hours with fresh splenocytes obtained from wild-type FVB animals. (E) Changes in the lymphocyte profile (CD4, CD8 or Tregs) recovered after the co-culture of splenocytes with TAMs extracted from control (n=7), VT (n=5) or -treated or HH (n=6)/LH (n=5) tumors. (F) Ki67 replicative fraction measured in the same lymphocytes from the former experiment. (G) CCL5 and TNF- $\alpha$  isolated from the co-cultures of TAMs from B20-4.1.1-treated or vehicle-treated tumors and wild-type splenocytes supernatants (n=3-4). Data represent mean  $\pm$  SEM. One-Way ANOVA with Tukey's post hoc test for multiple comparisons. \*:  $P < 0.05$ ; \*\*:  $P < 0.01$ ; \*\*\*:  $P < 0.001$ ; \*\*\*\*:  $P < 0.0001$ ; ns: non-significant.

## Supplemental Figure 10

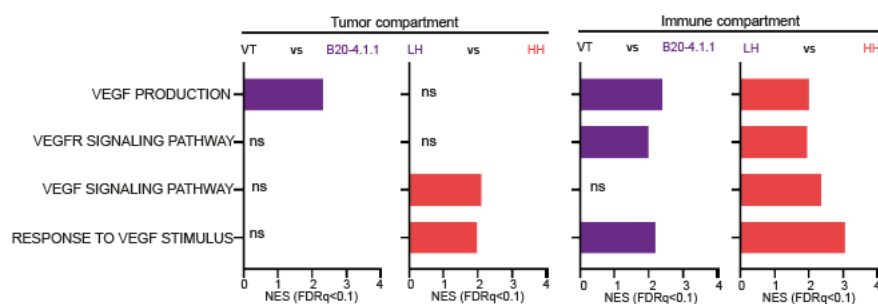

**Supplemental Figure 10. Significant angiogenesis GSEA in B20-4.1.1-treated tumors.** RNAseq data of the EPCAM+ and the CD45+ tumor compartments are shown in the left- and right-hand side panels. In each panel, GSEA score of significantly regulated gene expression clusters are shown for B20-4.1.1-treated tumors versus isotype-treated tumors and HH vs LH (B20-4.1.1-treated) tumors. NES: normalized enrichment score. Only GSEAs with false discovery ratio (FDR) < 0.1 are shown.

Supplemental Figure 11

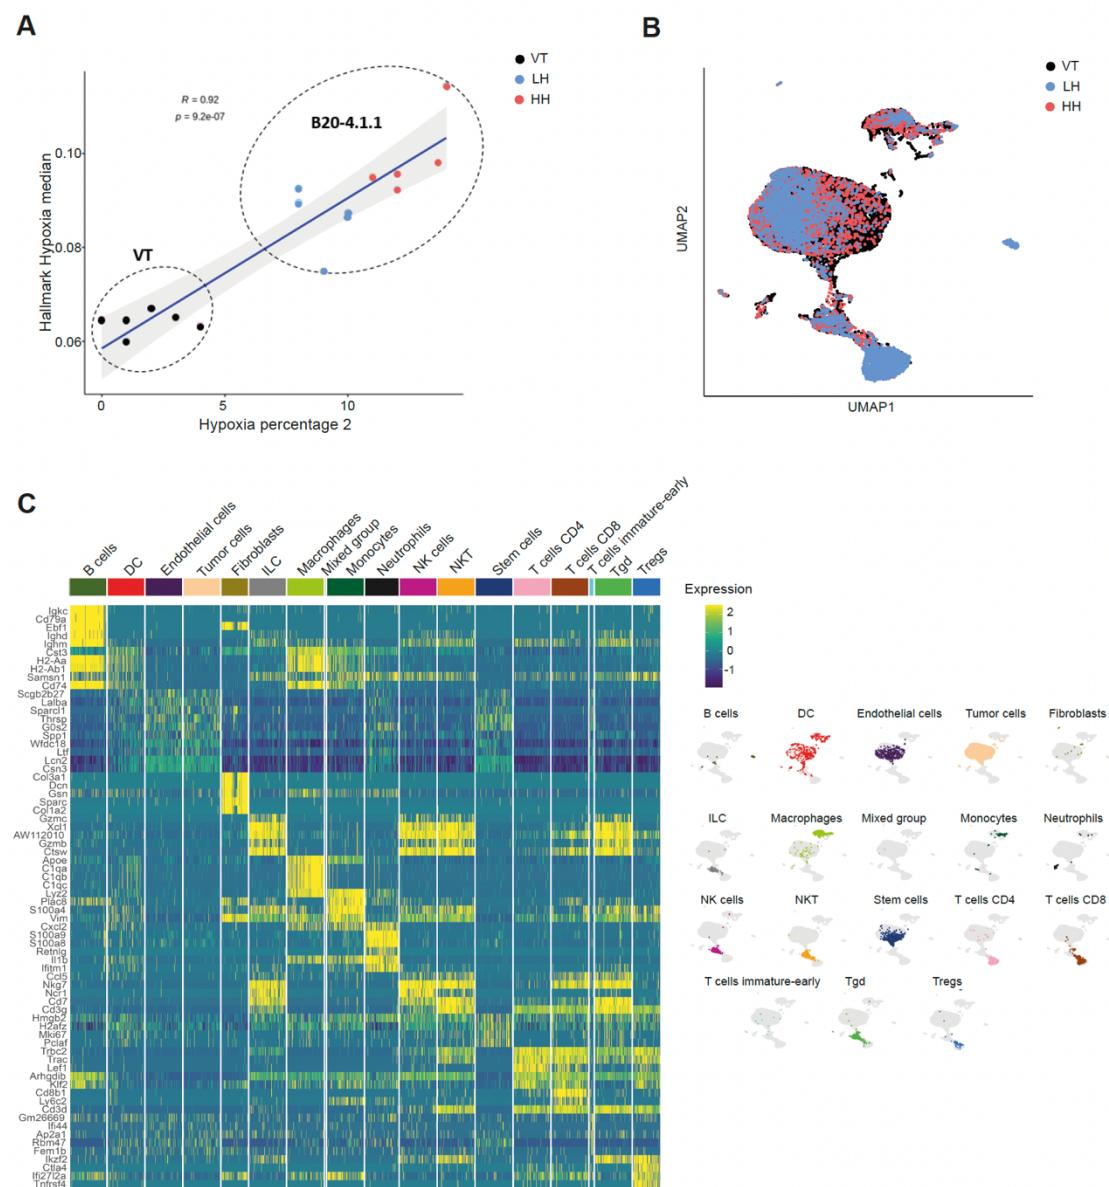

**Supplemental Figure 11. Single-cell RNAseq data extended data. (A)** Correlation between hypoxia gene cluster and pimonidazole, gene expression clusters by cell type and among macrophage subtypes. Expression score of the transcripts included in the Hypoxia GSEA cluster calculated in single-cell RNAseq data, according to whether the cells belonged to a VT or HH/LH B20-4.1.1-treated tumor. Pearson's R correlation coefficient and P-value are shown. **(B)** Differential gene expression among the 18 identified cell types in the experiment. The heatmap indicates the top-5 highest expressed Suerat-calculated markers per each cell type. **(C)** Cell distribution according to the tumor-of-origin (tumors treated with isotype, or HH/LH antiangiogenic-treated tumors).

**Supplemental Figure 12**

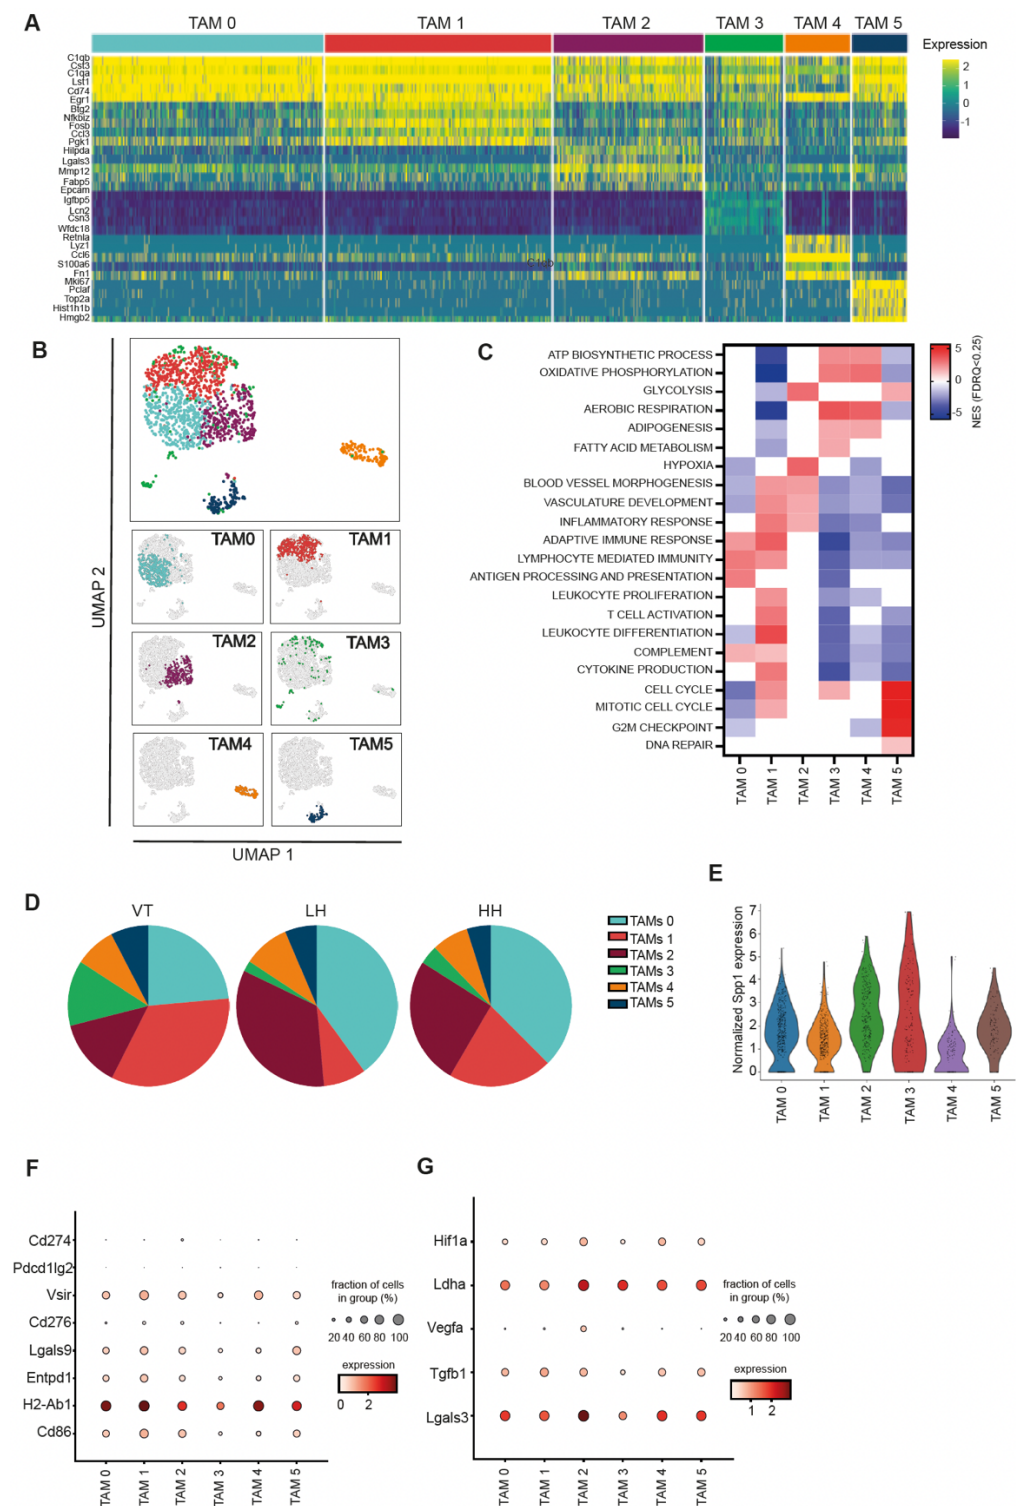

**Supplemental Figure 12: Single-cell RNAseq data reveal different TAM subtypes with diverse functional programs according to tumor hypoxia levels. (A)** Differential gene expression across the 6 identified TAM subtypes. The heat map shows the top five Seurat-identified marker genes for each cell type. **(B)** Sub-clustering analysis of macrophages: an UMAP plot of the macrophage subpopulations in the experiment, together or split by TAM subtype. **(C)** Plot indicating the main GSEAs upregulated in each of the 6 isolated TAM subtypes. **(D)** Distribution of the different TAM subtypes

across the different treatment subgroups (from left to right, in VT tumors, or in antiangiogenic-treated LH and HH tumors). **(E)** Violin plot of *Spp1* expression across TAMs, showing highest expression in TAM2 and TAM3 (all comparisons of *Spp1* levels across TAM pairs are statistically significant – two-sided, Bonferroni-corrected Wilcoxon test – except from TAM1 vs. TAM6, TAM6 vs. TAM4 and TAM3 vs. TAM4). **(F)** Dot plot of selected immunoregulatory genes across TAMs. Dot size represents fraction of cells expressing the gene and color indicates scaled mean expression. **(G)** Dot plot of selected hypoxia/metabolic and microenvironment-shaping genes across TAMs. Dot size represents fraction of cells expressing the gene and color indicates scaled mean expression.

## Supplemental Figure 13

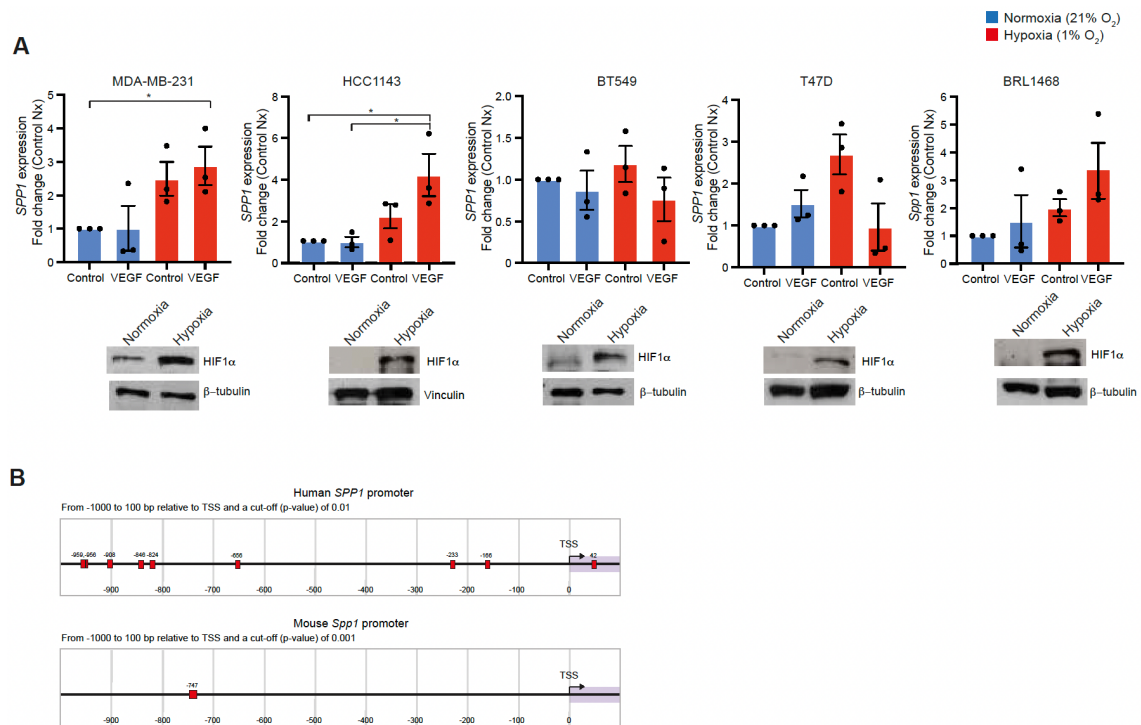

**Supplemental Figure 13: Hypoxia triggers SPP1 up-regulation in breast cancer cell lines. (A)** *Spp1* qRT-PCR in response to VEGF or vehicle, in normoxia or hypoxia, in several breast cancer cell lines. Experiments were performed in triplicate. Control of hypoxia exposure (HIF1- $\alpha$  stabilization demonstration by western blot) is shown below. Data represent mean  $\pm$  SEM. Two-Way ANOVA with Tukey's post hoc test for multiple comparisons. \*:  $P < 0.05$ ; ns: non-significant. **(B)** HIF1- $\alpha$  binding sites in the human and murine *Spp1* promoter region.

## Supplemental Figure 14

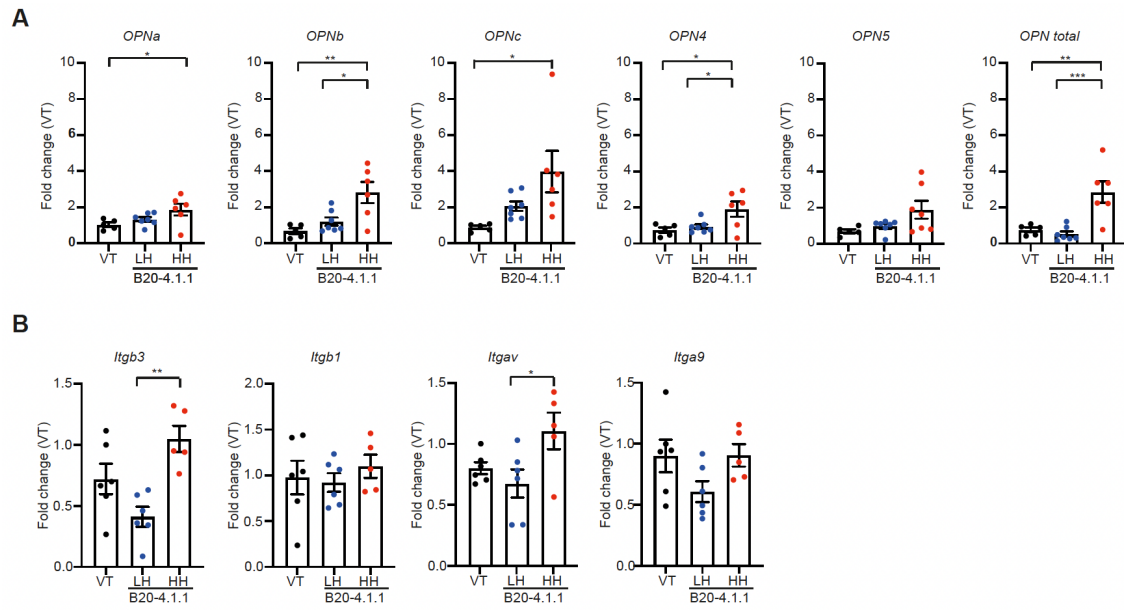

**Supplemental Figure 14: Osteopontin and integrin isoforms in response to antiangiogenic treatment.** There are 5 annotated *Spp1* isoforms: (OPNa, OPNb, OPNc, OPN4 and OPN5; a is the full-length transcript; b lacks exon 5; c lacks exon 4; 4 lacks exons 4 and 5; and 5 is the full-length protein plus a retained fragment from intron 3). **(A)** Total and isoform analysis in tumors treated with vehicle or antiangiogenic, developing HH or LH (n=5-7). **(B)** Same analysis as in (A) for integrins B3, B1, alpha V and alpha 9, which form the alpha V beta 3 and alpha 9 beta 1 heterodimers (n=5-6). Data represent mean ± SEM. One-Way ANOVA with Tukey's post hoc test for multiple comparisons. \*:  $P < 0.05$ ; \*\*:  $P < 0.01$ ; \*\*\*:  $P < 0.001$ ; ns: non-significant.

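In GENCODE M21, the mouse gene Spp1 has 7 annotated transcripts. Of these, 3 hold all 7 exons of Spp1-201, and 4 hold exon 7. None of the 7 lacks exon 4 (0 transcripts), and the 1 that lacks exon 5 ends within exon 4. An exon of 3 bases, from 104436901 to 104436903 within intron 3, is found in 3 transcripts. Splice forms that skip exon 4 or exon 5 and continue into the later exons are therefore not among the transcripts of this annotation. Exon 4 is 81 bases long and exon 5 is 42 bases long, both multiples of the codon length, so that skipping either keeps the reading frame.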

## Supplemental Figure 15

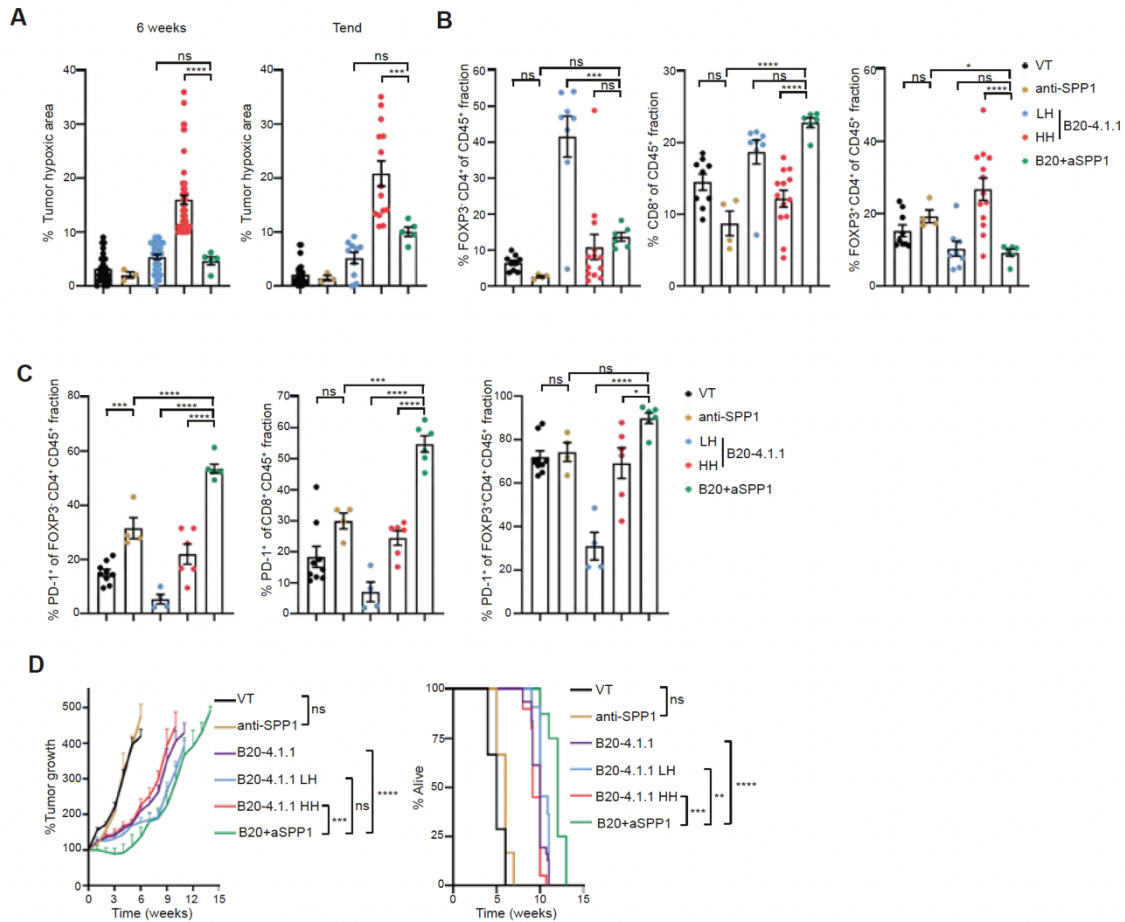

**Supplemental Figure 15: Depleting SPP1 reverts the immunosuppressive microenvironment.** (A) Tumor hypoxia levels at an intermediate and humane endpoint in the different treatment groups (n=3-57). One-Way ANOVA with Tukey's post hoc test for multiple comparisons. (B) CD4<sup>+</sup>, CD8<sup>+</sup> and FOXP3<sup>+</sup> T cells in the tumor immune infiltrate among the different treatment subgroups (N=4-13). One-Way ANOVA with Tukey's post hoc test for multiple comparisons. (C) PD-1 levels in CD4, CD8 and Treg cells in each treatment group (N=4-13). One-Way ANOVA with Tukey's post hoc test for multiple comparisons. (D) Tumor growth and Kaplan-Meier curves for animals treated with VT (n=36), anti-SPP1 (n=5), B20-4.1.1 (LH (n=10) and HH (n=20)), and anti-SPP1+B20-4.1.1 (n=8). Two-way ANOVA followed by Turkey's multiple-comparisons test. Data represent mean  $\pm$  SEM. \*:  $P<0.05$ ; \*\*:  $P<0.01$ ; \*\*\*:  $P<0.001$ ; \*\*\*\*:  $P<0.0001$ ; ns: non-significant.

## Supplemental Figure 16

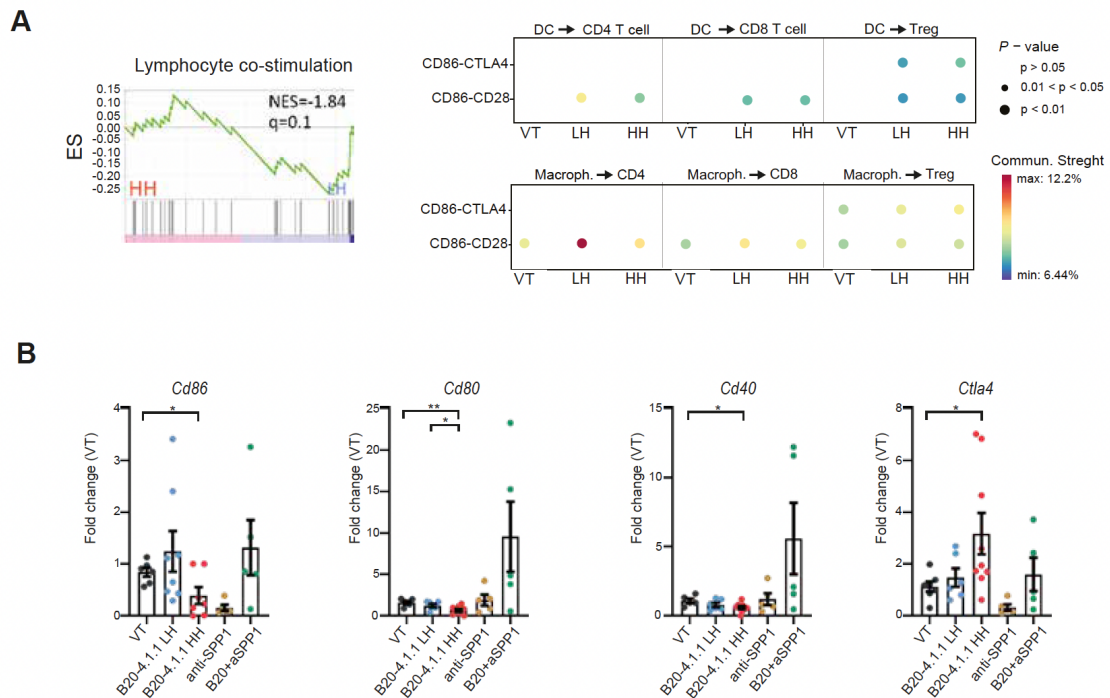

**Supplemental Figure 16. Single-cell RNAseq analysis of lymphocyte co-stimulation in HH and LH tumors: (A)** Lymphocyte co-stimulation GSEA in HH versus LH. Right: ligand-receptor communications in the CD86 network: bubble plot showing the differential communication strength and *P* value for the CD86-CTLA4 and CD86-CD28 axes between the 6 depicted sender-receiver cell type pairs between isotype-treated and HH or LH B20-4.1.1-treated tumors. The *P*-value of the interaction is represented by the dot size, whereas its strength is represented in a colored gradient. **(B)** Increase of CD80, CD86 and CD40 and decrease in CTLA4 co-stimulation molecules in SPP1-depleted tumors compared to HH tumors; SPP1 depletion alone and isotype control-treated animals are shown for control purposes (n=4-9). Data represent mean ± SEM. One-Way ANOVA with Tukey's post hoc test for multiple comparisons. \*: *P*<0.05; \*\*: *P*<0.01.

## Supplemental Figure 17

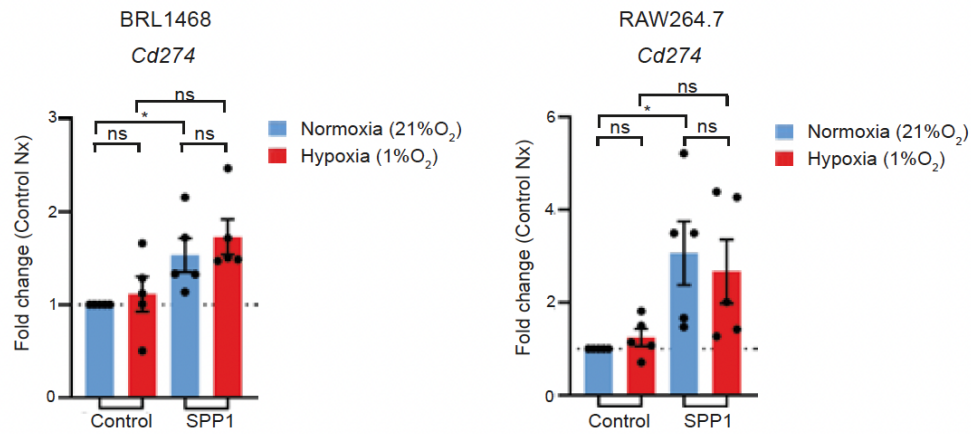

**Supplemental Figure 17. PD-L1 regulation in response to SPP1.** In vitro exposure of the breast cancer cell line BRL1468 and the macrophage cell line RAW264.7 showed that SPP1 was a stronger inducer of PD-L1 expression than hypoxia (n=5 each group). Data represent mean  $\pm$  SEM. One-Way ANOVA with Tukey's post hoc test for multiple comparisons. \*:  $P<0.05$ ; \*\*:  $P<0.01$ ; ns: non-significant.

Supplemental Figure 18

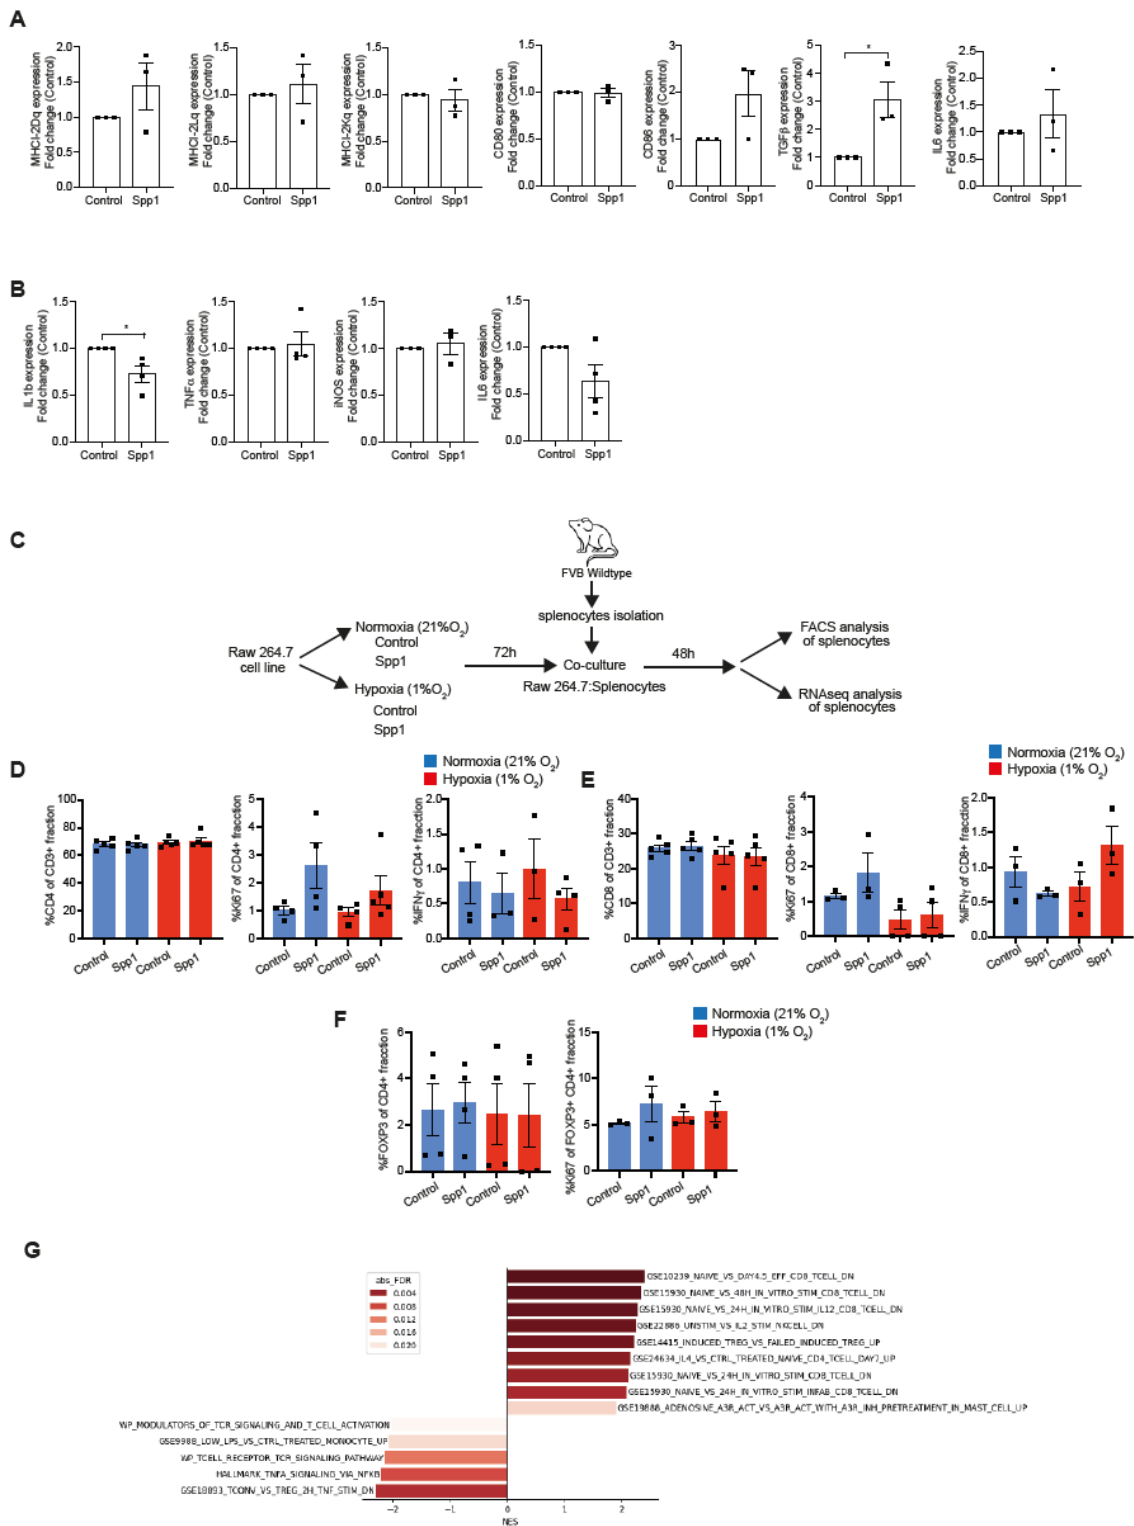

RAW246.7 that were pre-exposed to SPP1 or vehicle, in hypoxia or normoxia, for the indicated times. Minor changes in the proportion, Ki67-positivity or IFN- $\gamma$ -positivity were observed in CD4 **(D)**, CD8 **(E)**, or Treg **(F)** lymphocytes isolated from the co-cultures. Experiment was performed, at least, in triplicate (n=3-4). Data represent mean  $\pm$  SEM. One-Way ANOVA with Tukey's post hoc test for multiple comparisons. **(G)** However, considerable immunosuppressive re-wiring was observed at the gene-expression pathway-levels. Positive NES scores represent the pathways enriched in lymphocytes isolated from the co-cultures with SPP1-primed RAW246.7 cells; negative NES scores represent the pathways enriched in lymphocytes isolated from the co-cultures with vehicle-primed RAWs.

## Supplemental Figure 19

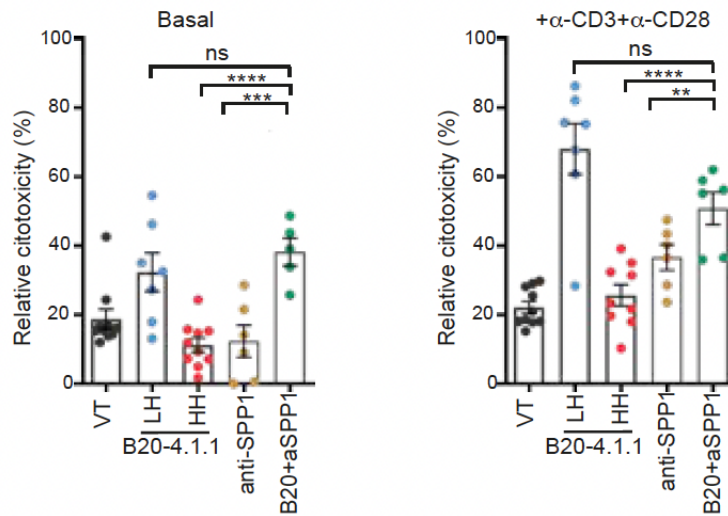

**Supplementary Figure 19: recovery of the cytotoxicity assay by SPP1 depletion.** In vitro cytotoxic assay (basal and CD3/CD28-stimulated) with leukocytes isolated from tumors treated with B20-4.1.1 alone (LH n=7/HH n=9) or with SPP1 depletion (n=6). One-Way ANOVA with Tukey's post hoc test for multiple comparisons. Data are represented as means  $\pm$  SEM. \*\*:  $P < 0.01$ ; \*\*\*:  $P < 0.001$ ; \*\*\*\*:  $P < 0.0001$ ; ns: non-significant.

## Supplemental Figure 20

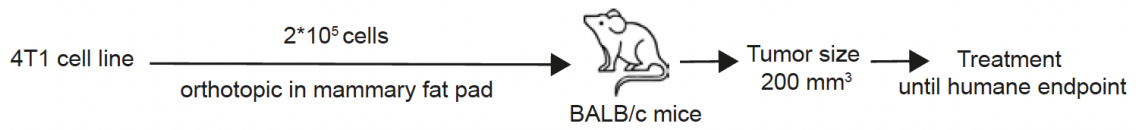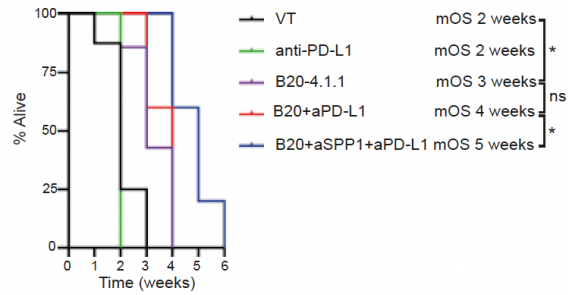

**Supplemental Figure 20. Response of the triple-negative breast cancer model 4T1 to the combination of SPP1 depletion with antiangiogenic and anti-PD-L1 treatment.** 4T1 cells were syngeneically grafted in BALB/c mice and treatment was started when tumors reached an average size of 200 mm<sup>3</sup>. The triple combination reached a statistically significant effect in overall survival in this highly aggressive tumor model (n=3-8). \*:  $P < 0.05$ . ns: non-significant.

## Supplemental Figure 21

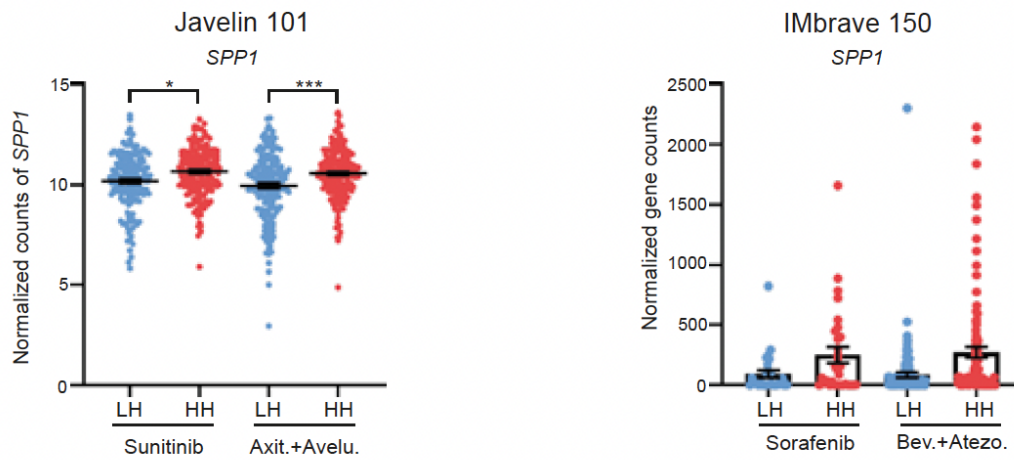

**Supplemental Figure 21. Elevated levels of SPP1 in hypoxic tumors from the Javelin 101 and IMbrave 150 trial.** Left: Total levels of *SPP1* measured by RNAseq in the baseline tumor samples from the sunitinib or axitinib+avelumab arms, in patients with low or high hypoxia according to their hypoxia signature (Javelin 101 trial) (n=157-187). Right: Same comparison, run in patients from the IMbrave 150 trial (n=26-107). Data represent mean  $\pm$  SEM. Unpaired t test. \*:  $P < 0.05$ ; \*\*\*:  $P < 0.001$ .

## Supplemental Figure 22

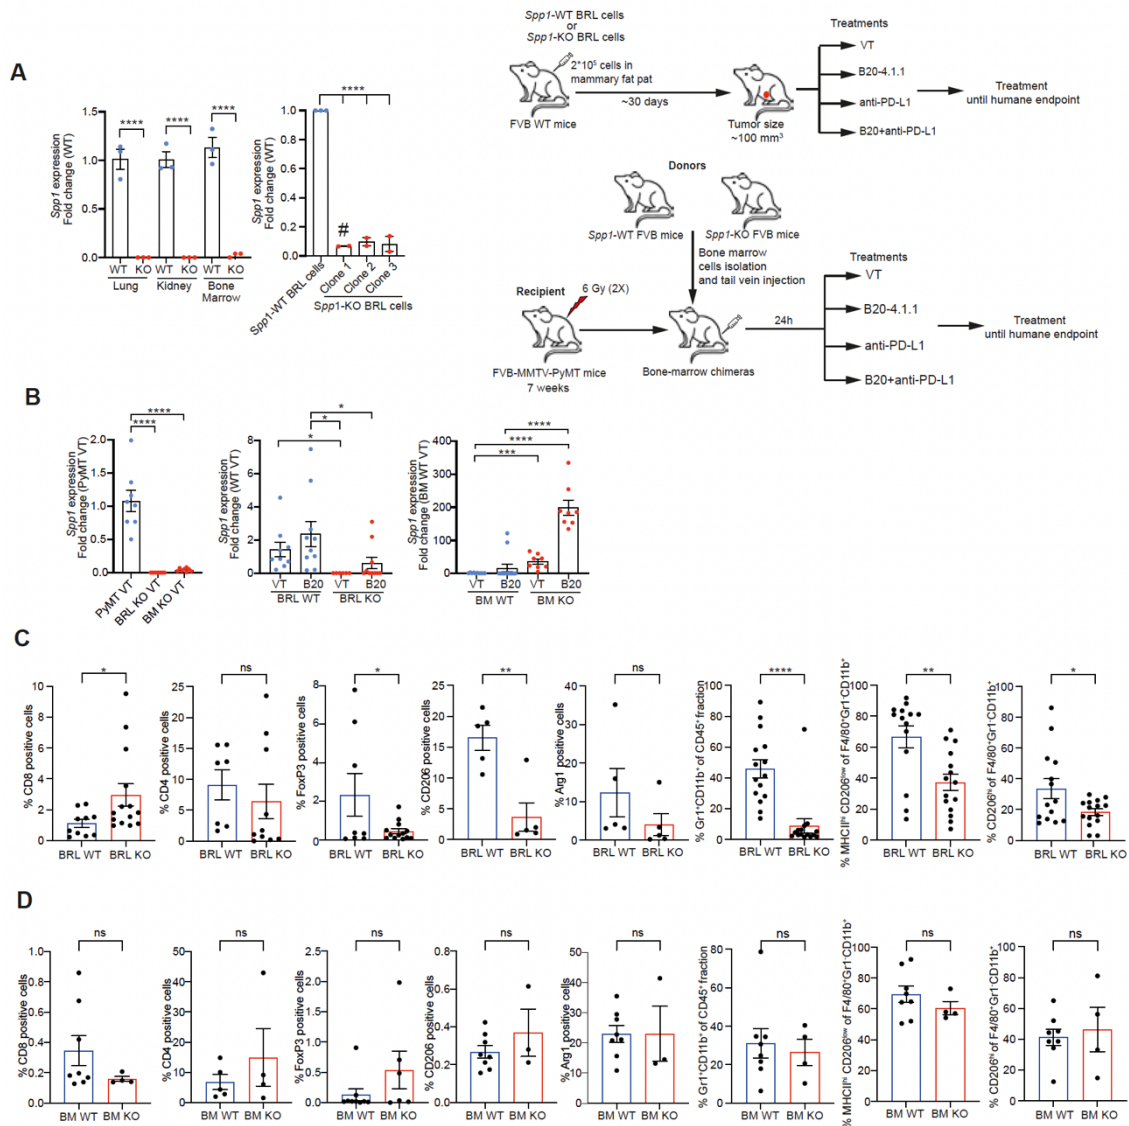

**Supplemental Figure 22: Predominantly tumor epithelial origin of SPP1. (A)** Cartoon depicting the generation of the bone marrow (BM) chimeras, in order to ascertain the unique contribution of myeloid SPP1, and tumor epithelial selective *Spp1* knockout (KO), to understand the contribution of the epithelial SPP1 pool. *Spp1* mRNA levels in different tissues of the *Spp1* KO animal (n=3) and *Spp1* mRNA levels in several BRL1468 clones are shown as well after CRISPR genetic deletion, compared to BRL1468 primary cell line (# symbol indicates clone selected for tumor engraftment). Unpaired t test. **(B)** Validation of compartment-restricted SPP1 depletion models and quantification of *Spp1* expression in tumors from the indicated genetic settings. **(C) and (D)** Quantification of immunohistochemistry showing the amount of tumor-infiltrating CD8, CD4 and FOXP3-positive lymphocytes and CD206- and Arg1-positive macrophages comparing VT from wild-type and tumor-epithelial *Spp1*-deleted grafts (n=5-15) **(C)** and tumors from wild-type or *Spp1* BM KO animals (n=4-10) **(D)**. The percentage of myeloid-derived suppressor cells (GR1+/CD11b+) and M1/M2 macrophages determined by flow cytometry from the CD45-positive cell fraction in the same models are also shown. Data represent mean  $\pm$  SEM. Unpaired t test. \*:  $P < 0.05$ ; \*\*:  $P < 0.01$ ; \*\*\*:  $P < 0.001$ ; \*\*\*\*:  $P < 0.0001$ ; ns: non-significant.

## **Supplemental Methods**

### Immunohistochemistry analysis

For routine immunohistochemistry analysis, tissues were fixed in 10% formalin solution (Sigma-Aldrich; #HT501128) and embedded in paraffin. Immunohistochemical staining was performed on 3- to 4- $\mu$ m paraffin sections mounted in TOMO® slides and dried overnight. Immunohistochemistry was performed using an automated immunostaining platform (Discovery XT-ULTRA, Ventana-Roche, Bond Max, Leica). All steps were performed on this staining platform using validated reagents, including deparaffination, antigen retrieval, and antibody incubation and detection. First, antigen retrieval was performed with the appropriate pH buffer (CC1 Ventana, Roche), and endogenous peroxidase was blocked (3% peroxide hydrogen). Then, slides were incubated with the appropriate primary antibody as detailed below. After the primary antibody incubation, slides were incubated with the visualization systems (OmniMap anti-Rabbit, Ventana, Roche) conjugated with horseradish peroxidase. Immunohistochemical reaction was developed using 3, 3'-diaminobenzidine tetrahydrochloride (DAB) (ChromoMap DAB, Ventana, Roche) and nuclei were counter-stained with Carazzi's hematoxylin. Finally, the slides were dehydrated, cleared and mounted with a permanent mounting medium for microscopic evaluation. The following antibodies were used for immunohistochemistry: Pimonidazole staining were detected with FITC conjugated antibody (clone 4.3.11.3) and the chromogenic anti-FITC-HRP secondary reagent following the manufacturer's instructions (Hypoxyprobe™ kit, hpi), anti-CD4 (clone D7D2Z, Cell Signaling Technologies, #25229), anti-CD8a (clone OT094A, from CNIO monoclonal antibodies unit, #AM-OT094A), anti-FOXP3 (clone 221D, from CNIO monoclonal antibodies unit, #AM-221D), anti-Arginase-1 (clone D4E3M, Cell Signalling Technologies, #93668) and anti-Mannose Receptor (CD206) (Abcam, #ab64693).

First, slides were acquired and digitalized with a AxioScan Z1 system (Zeiss). Next, the Zen 3.1 Blue software (Zeiss) or QuPath(1) v0.5.1 software were used to automate image analysis by creating a custom script for each antibody, based on training images.

For the final quantification, hypoxia was measured as the area of positive staining normalized to the total tumor area. Rest of stains were quantified as percentage of positive cells / total number of cells within the total tumor area.

#### Cell lines and in vitro cell response to hypoxic atmosphere experiments

BRL1468 cell line was established previously by our group as a primary PyMT breast tumor cell line (11). Briefly, pooled single cell suspension coming from PyMT tumor was seeded in growth medium and passaged 20 times before testing tumorigenic properties and preservation of the main features of the original tumor. BRL1468, 4T1 (ATCC, #CRL-2539), RAW 264.7 (ATCC, #TIB-71) and a panel of human triple negative breast cancer cell lines (MDA-MB-231, HCC1143, BT549 and T47D (ATCC, #HTB-26, #CRL-2321, #HTB-122, #HTB-133 respectively)) were cultured in 10%FBS DMEM medium (Sigma-Aldrich, #D5796) and tested routinely for mycoplasma using the Mycoalert<sup>TM</sup> Mycoplasma Detection Kit (Lonza, #LT-118-07).

For in vitro drug treatments: mouse IFN- $\gamma$  (Preprotech, #315-05) at 100ng/mL, mouse Spp1 (Biotechne, #441-OP-050/CF) at 1  $\mu$ g/mL, anti-VEGFA (clone B20-4.1.1; acquired with Material Agreement Transfer with Genentech) and control isotype IgG2a (clone C1.18.4, BioXcell, #BE0085) at 10 $\mu$ g/mL were used.

For in vitro hypoxia experiments, cells were seeded in 6-well plates. After overnight incubation, cells were treated with drugs and controls. After treatment, one set of duplicate plates was exposed to standard incubators with 21%O<sub>2</sub> and 5%CO<sub>2</sub> (normoxia), while the other was place in a Hypoxia Workstation (Baker Ruskinn) with 1%O<sub>2</sub>, 5%CO<sub>2</sub> and 94%N<sub>2</sub> (hypoxia) for 24h. After 24h under normoxic/hypoxic conditions, cells were washed with PBS and used for subsequent experiments.

#### Flow cytometry staining, cell sorting and FACS analysis

For cell sorting and FACS analysis, cells were resuspended in FACS buffer (PBS, 1% Bovine Serum Albumin, 1% FBS, 0.01% Sodium Azide) and were stained as follows. First, Fc Receptors were blocked using Purified Rat Anti-Mouse CD16/CD32 (Mouse BD Fc Block, #553142; 1:100). Then, staining was performed using the following anti-mouse antibodies: CD45 (Clone 30-F1, BioLegend, #103129, 1:400); CD45 (Clone S18009F, BioLegend, #157215, 1:200); CD8 (Clone 53-6.7, TONBO biosciences #35-0081, 1:100); CD8 (Clone 53-6.7, Invitrogen #56-0081-82, 1:100); CD4 (Clone GK1.5, eBioscience #11-0041, 1:400); CD4 (Clone RM4-4, BioLegend #116015, 1:400); PD-1 (Clone RMP1-30, BioLegend, #109103, 1:200); CD11b (Clone M1/70, BioLegend #101206, 1:800); F4/80 (Clone BM8, Biolegend, #123143, 1:200); Gr1 (Clone RB6-8C5, eBioscience, #363-5931-82, 1:400); MHCII (Clone M5/114.15.2, BioLegend, #107643, 1:1600); PD-L1 (Clone 10F.9G2, BioLegend, #124311, 1:200); CD31 (Biolegend, #390, 1:200); EPCAM (Clone G8.8, Biolegend, #118201, 1:400); CD3 (Clone 145-2C11, BD Biosciences #124311, 1:200); CD3 (Clone 17A2, BD Biosciences #757248, 1:200). For intracellular staining, cells were fixed and permeabilized with Foxp3/Transcription Factor Staining Buffer Set (eBioscience, #00-8333-56) in permeabilization buffer with the following antibodies: FOXP3 (Clone MF-14, BioLegend, #126409, 1:400); FOXP3 (Clone FJK-16s, Invitrogen, #404-5773-82, 1:600); CD206 (Clone C068C2, BioLegend, #141703, 1:400); CD206 (Clone MR6F3, Invitrogen, # 12-2061-82, 1:1200); IFN $\gamma$  (Clone XMG1.2, Biolegend, # 505807, 1:200), Ki67 (Clone B56, BD Biosciences, # 564071, 1:200). Dead cells were detected with DAPI for sorting experiments. For Flow cytometry analysis Zombie Fixable Viability staining (BioLegend; #423117; 1:500) or LIVE/DEAD Fixable Aqua (Invitrogen, #L34957, 1:1000). Cell sorting was conducted in BD Influx or BD FACS Aria III sorters (BD Biosciences) by specialized technicians. Flow-cytometry data were collected on a LSR Fortessa or BD-FACS Canto (BD Bioscience) flow cytometers and finally analyzed with FlowJo™ Software (software application version 10.7.1, Becton, Dickinson and Company). Cells were gated based on their size and granularity (FSC-A versus SSC-A), followed by doublet and dead-cell exclusion. The

alive cells (Life/Dead Aqua-) were identified as: Tumor cells: CD45<sup>-</sup>EPCAM<sup>+</sup>, Immune cells: CD45<sup>+</sup>, CD4<sup>+</sup> T cell: CD45<sup>+</sup>CD4<sup>+</sup>FOXP3<sup>-</sup>, Treg: CD45<sup>+</sup>CD4<sup>+</sup>FOXP4<sup>+</sup>, CD8: CD45<sup>+</sup>CD8<sup>+</sup>, GR1<sup>+</sup> myeloid cells: CD45<sup>+</sup>CD11b<sup>+</sup>Gr1<sup>+</sup>, Macrophages: CD45<sup>+</sup>CD11b<sup>+</sup>Gr1-F4/80<sup>+</sup>, M1 macrophages: MHCII<sup>high</sup> CD206<sup>low</sup> Macrophages, M2 macrophages: CD206<sup>high</sup> Macrophages.

#### RNA extraction and quantitative RT-PCR (qRT-PCR)

For bulk tumor RNA extraction, a -80°C frozen tumor piece of about 50mm<sup>3</sup> was homogenized in RLT buffer from RNA extraction kit (Qiagen, #74104) using Precellys 24 Tissue Homogeneizer (Bertin technologies). After homogenization, tumor lysates were centrifuged at 12,000g for 10min at 4°C and supernatants were used for RNA extraction using RNeasy extraction kit (Qiagen, #74104) following manufacture's indications.

For cell lines RNA extraction, cells were first washed with PBS, then RLT buffer was added directly to the cells. The resulting cell lysate was used for RNA extraction following manufacture's indications.

Total RNA from tumors or cells was quantified using Nanodrop (Thermo Scientific). Total RNA (1µg) was used for cDNA synthesis using iScript cDNA synthesis Kit (BIO-RAD, #1708891) following manufacture's indications. cDNA was then used for quantitative real-time qPCR with Fast SYBR<sup>™</sup> Green Master Mix (Applied Biosystems, #1129726). PCR amplification was performed using the QuantStudio<sup>™</sup> 6 Flex Real\_time PCR System (Applied Biosystems, #4485691) under the following thermal cycler conditions: 20s at 95°C; 40 cycles: 3s at 95°C and 30 sec at 60°C; 15s at 95°C and 1 min at 60°C. Relative gene expression was calculated using the 2<sup>-ΔCT</sup> method, using *β-actin* or 18S as reference genes. 

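The primers listed for quantitative PCR were compared with the transcripts of GENCODE M21, which represent the C57BL/6J strain, while the mice were FVB/N, so a primer without an exact match can still match the strain used. Of the 28 pairs listed, 14 have both primers in the same transcript of their target by exact match. For 18S and MHCI 2Lq, the annotation holds no transcript under the target's gene name, so no match was possible. The pair for β-actin gives a product of 69 bases and the pair for Cd274 one of 78 bases. The pair named Spp1 gives 410 bases across exons 6 and 7 of Spp1-201. For the isoforms of Spp1, the forward primer shared by OPNc and OPN4, AACCAGCCAAGGACTAACTA, spans the junction of exons 1 and 2. The reverse primer shared by OPNb and OPN4, CTGTAAAGCTTCTCCTCTGA, spans the junction of exons 3 and 4, with 12 bases in exon 3 and 8 in exon 4. As printed, the OPN4 pair gives a product of 123 bases from Spp1-201, which holds all 7 exons. The reverse primer shared by OPNa and OPNc, TAAAGCTTCTTCTCCCTTGA, has no exact match in a transcript of Spp1. The OPN5 pair gives a product of 94 bases from 4 transcripts, with its forward primer in the sequence that is intron 1 of Spp1-201. For 2 pairs, OPN total and ITGB3, the same sequence is printed as forward and reverse primer. The forward primer printed for ITGA9 is the sequence printed as the reverse primer of ITGAV, and neither primer of ITGA9 has an exact match in a transcript of Itga9.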

Primer list:

| Target         | Forward primer (5'-3')  | Reverse Primer (5'-3') |
|----------------|-------------------------|------------------------|
| <i>β-actin</i> | GGCTCCTAGCACCATGAAGA    | CCACCGATCCACACAGAGTA   |
| 18S            | AGAGTCCCTGCCCTTTGTACACA | CGATCCGAGGGCCTCACTA    |

|                            |                                |                                   |
|----------------------------|--------------------------------|-----------------------------------|
| <i>Cd80</i>                | CCCCAGAAGACCCTCCTGATAG         | CCGAAGGTAAGGCTGTTGTTT<br>G        |
| <i>Cd86</i>                | TCAGTCAGGATGGGAGTGGTA          | AGGTAGGAATGGCTCTTGGAT             |
| <i>Ctla4</i>               | GCTTCCTAGATTACCCCTTCTGC        | CGGGCATGGTTCTGGATCA               |
| <i>Ifng</i>                | TCAAGTGGCATAGATGTGAAGA         | TGGCTCTGCAGGATTTTCATG             |
| <i>Cd274</i>               | TGCGGACTACAAGCGAATCA           | GCTGGATCCACGGAAATTC               |
| <i>Tgfb1</i>               | AGACATTCGGGAAGCAGTGC           | TCCCGTTGATTTCCACGTG               |
| <i>Tnfa</i>                | CTGTAGCCACGTCGTAGC             | TTGAGATCCATGCCCGCTG               |
| <i>IL10</i>                | AGGCGCTGTCATCGATTTT            | TGGCCTTG TAGACACCTTG              |
| <i>CD40</i>                | CCCTGCGATGGTGTCTTTGC           | TGGCTTGTCAGTCGGCTTCC              |
| <i>MHCI</i><br><i>2Dq</i>  | GATCACGCAGATCGCCAAGGACAA<br>T  | CGTGCAACCCACGTCACAG<br>CCGTACATCC |
| <i>MHCI</i><br><i>2Lq</i>  | GTCCCGCAGGCACTCACACGATCC<br>AG | CCGTCGTATGCGTACTGCTCG<br>TACCC    |
| <i>MHCI</i><br><i>2Kq</i>  | ACGACACTGAGTTGGTGCGCTTCG<br>A  | ACTCTGCTCATTGTCCTTGGC<br>GATCT    |
| <i>IL1b</i>                | TGGTGTGTGACGTTCCCATT           | CAGCACGAGGCTTTTTTGT               |
| <i>iNOS</i>                | CCCCGCTACTACTCCATCAG           | CCACTGACACTTCGCACAAA              |
| <i>IL6</i>                 | GCTACCAAAGTGGATATAA            | CCAGGTAGCTATGGTACTC               |
| <i>OPNa</i>                | CATGAGGCTGCAGTTCTCCT           | TAAAGCTTCTTCTCCCTTGA              |
| <i>OPNb</i>                | CATGAGGCTGCAGTTCTCCT           | CTGTAAAGCTTCTCCTCTGA              |
| <i>OPNc</i>                | AACCAGCCAAGGACTAACTA           | TAAAGCTTCTTCTCCCTTGA              |
| <i>OPN4</i>                | AACCAGCCAAGGACTAACTA           | CTGTAAAGCTTCTCCTCTGA              |
| <i>OPN5</i>                | TGGTGGTGATCTAGTGGTG            | CATGGTCGTAGTTAGTCCTG              |
| <i>OPN</i><br><i>total</i> | GGATGAATCTGACGAATCTCAC         | GGATGAATCTGACGAATCTCA<br>C        |
| <i>ITGB3</i>               | GTAATCGAGATGCCCCAGAG           | GTAATCGAGATGCCCCAGAG              |

|              |                       |                       |
|--------------|-----------------------|-----------------------|
| <i>ITGB1</i> | GGTCAGCAACGCATATCTGG  | CATTCCTCCAGCCAATCAGC  |
| <i>ITGAV</i> | CTTCTCGGTGGTCCTGGTAG  | CAGTCCGTGTTGCTAATTGGT |
| <i>ITGA9</i> | CAGTCCGTGTTGCTAATTGGT | CATCATCAATGTGCGCCAGG  |
| <i>Spp1</i>  | AATCGTCCCTACAGTCGATG  | TAGGGTCTAGGACTAGCTTG  |

**Supplemental Table 1.** Primer sequences used in qPCR

RNA-seq analysis of intratumoral CD45<sup>+</sup> and CD45<sup>-</sup>CD31<sup>-</sup>EPCAM<sup>+</sup> cells.

For RNA-seq analysis, tumor samples were processed as previously described. 

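The levels of cell type markers show what the sorted tumor fraction held in each of the 6 B20-4.1.1-treated tumors. The lists of markers were fixed before the data were examined. The summed level of 7 luminal epithelial genes (Epcam, Krt8, Krt18, Krt19, Cdh1, Cldn3 and Cldn7) lay between 3957 and 4874 CPM, with a median of 4187 CPM. Epcam itself, the surface marker used for the sort, lay between 611 and 972 CPM. Genes of basal epithelial cells summed to between 132 and 503 CPM, and 7 genes of milk proteins to between 6161 and 9746 CPM. Markers of cells that the sort excludes were low. The 13 immune genes, which include Ptprc (the gene of CD45), summed to between 16.6 and 55.3 CPM in 5 tumors and to 241 CPM in tumor 3, and Ptprc itself reached at most 18 counts in a tumor. The 5 endothelial genes, which include Pecam1 (the gene of CD31), summed to at most 4.41 CPM. The 6 fibroblast genes, which include Pdgfra, summed to at most 25.9 CPM. Adipocyte genes summed to at most 2.91 CPM, close to the floor. Erythroid genes summed to between 5.66 and 69.4 CPM in 5 tumors and to 864 CPM in tumor 3. Xist, which is transcribed from the inactive X chromosome of females, lay between 764 and 2710 CPM, while 4 genes of the Y chromosome summed to at most 0.797 CPM. With CPM taken without the 10 most abundant genes, the median of the luminal list rose to 5156 CPM.

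**Figure D1:**
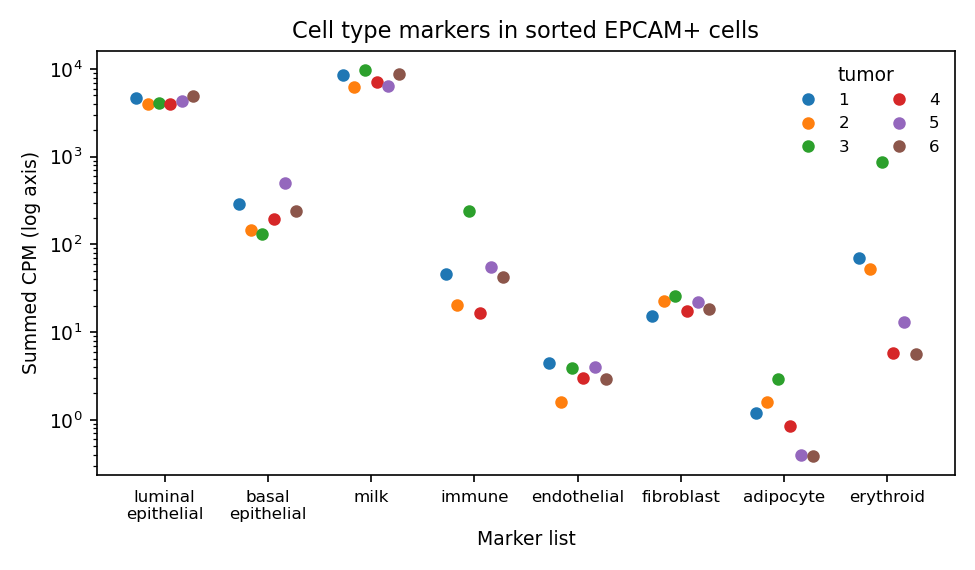
Summed CPM of the genes of each marker list (log axis) in sorted EPCAM+ cells, with 1 point for each of the 6 tumors. Luminal genes and genes of milk proteins lie at or above 3957 CPM in each tumor, and the immune and erythroid lists are highest in tumor 3, at 241 and 864 CPM.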

CD45<sup>+</sup> cells (immune cells) and CD45<sup>-</sup>CD31<sup>-</sup>PDGFR $\alpha$ <sup>-</sup>EPCAM<sup>+</sup> cells (tumor cells) were sorted using BD Influx directly into RLT Lysis buffer. Then, RNA was extracted using RNAeasy Mini Plus Kit (Qiagen, #74134) and quantified in LabChip GX Touch Nucleic Acid Analyzer (PerkinElmer). RNA quality was determined by Agilent's 2100 Bioanalyzer Lab-Chip technology. Only samples with RNA Integrity Number (RIN)>7 was used for sequencing. Sequencing libraries were prepared with the "QuantSeq 3' mRNA-Seq Library Prep Kit" (Lexogen, #015). Directional cDNA libraries are initiated by reverse transcription with oligodT priming and eventually sequenced in single-read format in a HiSeq 2500 instrument (Illumina). Sequencing read alignment and quantification and differential gene expression analysis was performed in the Bluebee Genomics Platform, a cloud-based service provider ([www.bluebee.com](http://www.bluebee.com)). Briefly, reads are first trimmed with bbduk from BBTools (Bushnell B., BBMap, <https://sourceforge.net/projects/bbmap/>) to remove adapter sequences and polyA tails. Trimmed reads are aligned to the GRCm38/mm10 genome assembly with STAR v 2.5. Read counting is performed with HTSeq and differential gene expression analysis, between groups, is done with DESeq2. 

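In the counts that the authors made with HTSeq, 15.6 to 41.0% of the reads in a tumor's file fell outside annotated features, and at most 0.501% were ambiguous between genes. Together, the reads assigned to no gene made up 16.1% in tumor 1, 41.4% in tumor 2, 29.0% in tumor 3, 30.9% in tumor 4, 23.6% in tumor 5 and 21.2% in tumor 6, and they were left out of all totals. The 10 most abundant genes of each library took 11.4 to 21.6% of its counts on genes, and mitochondrial genes took 7.5 to 14.4%. The annotation release used for counting is not named in the paper's text. Of the identifiers in the files, 47224 were found in GENCODE M21, a GRCm38 annotation, and the 419 others held at most 0.0723% of the counts of a tumor. Reads outside features and ambiguous reads make up all of the reads assigned to no gene, so the files record none as mapping to several places. How such reads were handled is not known here, so genes with near-identical copies are uncertain. For Gapdh, 82.9% of the 50-base windows in the last 300 bases of its longest transcript are also found in transcripts of other genes, and its level lay between 2.04 and 25.6 CPM. For Eno1, 90.0% of these windows are shared, and its level lay between 8.14 and 122 CPM. Since the classes of the tumors are not known here, edgeR's quasi-likelihood test was run on each of the 10 ways to part the 6 tumors into 3 against 3, with Benjamini-Hochberg adjustment over 12088 genes. No gene had an adjusted p under 0.05 in any of the 10 splits. Between 138 and 1185 genes per split had an unadjusted p under 0.05, with a median of 402.5, against 604.4 expected by chance. Without a filter on low counts, the same test gave between 5 and 175 genes per split with an adjusted p under 0.05. With DESeq2, the tool the authors used, between 0 and 67 genes per split had an adjusted p under 0.05, with a median of 1. No single split is reported, and the split by class, with 3 LH and 3 HH tumors in Supplemental Figure 3E, is 1 of the 10.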

Gene set enrichment analysis (GSEA) versus Molecular Signatures Database v7.5.1 collection was performed on a ranked list of DESeq2 data, where log2FC of genes showing greater than 1.2 absolute fold change was divided by their corresponding p

value. Volcano plots were done with VolcanoR (<https://github.com/JoachimGoedhart/VolcanoR>).

For the calculation of the 3-gene hypoxic signature score, raw counts were normalized to transcripts per million (TPM) using the `manorm` python library and the Mus musculus GRCm38 genome assembly annotation. The score was computed as the average normalized expression of the 3 genes: *Vega*, *Slc2a1* and *Ca9*.

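The 3 genes of the score lie on chromosomes 17 and 4 of GRCm38. Vegfa (ENSMUSG00000023951) lies on the minus strand of chromosome 17 from 46016993 to 46032369, Slc2a1 (ENSMUSG00000028645) on the plus strand of chromosome 4 from 119108711 to 119137983, and Car9 (ENSMUSG00000028463, Ca9 in the paper) on the plus strand of chromosome 4 from 43506966 to 43513729. TPM values were computed from the deposited counts with the union exon length of each gene in GENCODE M21, which is 4285 bases for Vegfa, 3506 for Slc2a1 and 2304 for Car9. The score was 48.5 TPM in tumor 1, 37.2 in tumor 2, 51.4 in tumor 3, 76.6 in tumor 4, 94.4 in tumor 5 and 47.3 in tumor 6, with a median of 50.0 TPM. Vegfa ranged from 21.7 to 81.4 TPM, Slc2a1 from 69.1 to 151 TPM and Car9 from 9.81 to 50.6 TPM. Slc2a1 contributed 53.4 to 78.3% of the sum of the 3 genes in a tumor, and Car9 contributed 6.74 to 17.8%. The counts behind these values were 121 to 698 for Vegfa, 231 to 1061 for Slc2a1 and 28 to 233 for Car9. Because the reads come from the 3′ end of each transcript, division by length mainly changes the weight of each gene in the score. With counts over DESeq2's size factors, which are on another scale, the median score was 308.2 and the range 232 to 565. The class of each tumor is not known here, and no test between tumors was made.

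**Figure D2:**
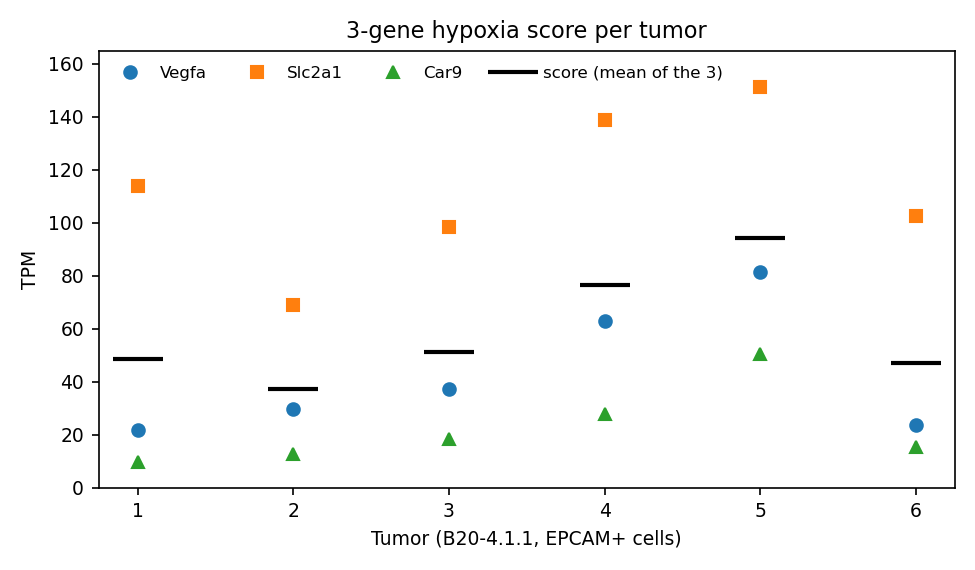
TPM of Vegfa, Slc2a1 and Car9 (points) and their mean, the 3-gene hypoxia score (bars), in sorted EPCAM+ cells of each of the 6 tumors treated with B20-4.1.1. The score lies between 37.2 and 94.4 TPM, and Slc2a1 is the highest of the 3 genes in each tumor.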

### Single-cell Analysis

The Bollito pipeline was used to perform the initial steps of the single-cell RNAseq data analysis (2). An initial cell-level quality control was conducted, with outlier cells being removed based on read counts, number of expressed genes, and the percentage of mitochondrial counts distributions. After this preliminary filtering, the samples were merged into a single object that would be analyzed with Seurat v4.3.0 (3). This was employed to exclude cells with low quality (those with fewer than 2,500 UMIs) or cells identified as potential multiplets (those with more than 27500 UMIs). Only cells expressing a minimum of 50 house-keeping genes from a curated list specific to quality control were retained for analysis (4). This resulted in a total of 17,651 cells. Continuing with Seurat's functions, we normalized the expression data to log transcripts per 10,000 cells (TP10K) using `NormalizeData`. Variable genes were identified with `FindVariableFeatures`, selecting 2,500 genes using the 'vst' method. The data was then scaled with `ScaleData`, followed by a PCA conducted with `RunPCA`. We utilized `RunUMAP` for the UMAP embedding, opting for 16 dimensions based on an elbow plot, while keeping the remaining parameters at their default settings. Cell annotation was mapped using `SingleR` v2.0.0 (5).

We conducted cell-cell communication analysis with `CellChat` v1.6.1 (6), excluding cell types with fewer than 10 cells and using otherwise default parameters. For the analysis of macrophage sub-clusters, we first isolated the macrophages from the experiment and applied the previously described Seurat's pipeline again, with some modifications. We

identified variable genes using FindVariableFeatures, selecting 2,000 genes. UMAP embedding was performed with FindNeighbors using 12 dimensions, and the clustering was achieved with FindClusters set to a resolution of 0.65. Following this unsupervised clustering, we validated the roles of the obtained clusters by analyzing their top 10 most-upregulated genes using FindAllMarkers with a min.pct and a log fold-change threshold of 0.25. For GSEA, we utilized the Molecular Signatures Database v7.5.1 collection(7). We applied it to a list of differentially expressed genes from DESeq2 data, ranking genes with an absolute fold change (FC) over 1.2 by the division of their log2FC by their corresponding *P*-value.

Raw counts for the calculation of the 3-gene hypoxia signature score was also performed with the Bollito pipeline. A hypoxia score was defined as the average normalized expression of three genes (*Vegfa*, *Slc2a1*, and *Ca9*), after normalization to 10,000 counts per cell and log-transformation using Seurat.

Scripts to reproduce the analysis and the plots are available on [https://github.com/cnio-ccg/breast\\_cancer\\_singlecell\\_collab](https://github.com/cnio-ccg/breast_cancer_singlecell_collab).

An online portal to host cell information such as cell annotation, hypoxia percentage and UMAP visualization was created using ShinyCell v2.1.0 (8) and is publicly available at [https://sunshine.bioinformatics.cnio.es/groups/compgenomics/Mouse\\_BreastCancer\\_Hypoxia\\_Study\\_final/](https://sunshine.bioinformatics.cnio.es/groups/compgenomics/Mouse_BreastCancer_Hypoxia_Study_final/).

### Measurement of cytokines

Cytokines CCL5 and TNF $\alpha$  were quantified from supernatants of TAMs and splenocytes co-cultures by mouse anti-Virus response panel with V-Bottom plate Legendplex kit (Biolegend, #740622) following the manufacturer's instructions.

### VEGFA ELISA measurement

VEGFA levels were determined by Mouse VEGFA ELISA Kit (Invitrogen, #EMVEGFACL) from tumor lysates following manufacturer's instructions. Briefly, small

tumor pieces were placed in Tissue Extraction Reagent I (Invitrogen, # FNN0071) with 1x Halt Protease & Inhibitors Cocktail (ThermoScientific, # 78441) and homogenized using the mechanical disruptor Precellys 24 Tissue Homogeneizer (Bertin technologies). Protein concentration was determined using the BCA Protein Assay kit (Thermo Scientific; #23227). Protein lysates were diluted to a concentration of 1 $\mu$ g/ $\mu$ L for ELISA assay.

#### Activation of CD44/integrin $\beta$ 3-linked STAT3 and NF- $\kappa$ B/p65 signaling axis

To evaluate the role of SPP1 on activation of CD44/integrin  $\beta$ 3-linked STAT3 signaling axis, RAW 264.7 cell line was cultured in FBS-free DMEM medium supplemented with 0.2%BSA. Cells were stimulated with with recombinant SPP1 (5 $\mu$ g/ml; Bio-Techne, #441-OP-050/CF) and treated with inhibitors of CD44 (10 $\mu$ g/ml; anti-mouse/human CD44 IM7 antibody, MedChem, #HY-P99126) and integrin  $\beta$ 3 (5mM; ITGB3-IN-1 inhibitor, MedChem, #HY-175636) for 5 minutes.

To assess the role of SPP1 in the activation of NF- $\kappa$ B/p65 signaling axis, RAW 264.7 cells were cultured under the same conditions and treated with recombinant SPP1 and the indicated inhibitors for 15 minutes. Following incubation, cell lysates or RNA were collected for Western blot and RT-PCR analyses.

#### Western blot

Cells were washed with PBS and harvested in cold RIPA Buffer (#R0278; Sigma) containing 1% protease and phosphatase inhibitor cocktail (Thermo Scientific; #78441). Cell lysates were incubated at 4°C for 15 min, sonicated for 5 min and clarified by centrifugation at 14 000xg at 4°C for 15 min. Protein concentration was estimated using the BCA Protein Assay kit (Thermo Scientific; #23227) following the manufacture's instruction. 20  $\mu$ g of proteins per sample were loaded on 10% SDS-PAGE gel and transferred to nitrocellulose membranes for further processing. 5% BSA was used to

block the membrane for 45 min at room temperature, followed by overnight incubation at 4°C with the primary antibodies. The following primary antibodies were used: STAT3 (clone D3Z2G, Cell Signaling; #12640) (1:1000), phospho-STAT3 (Tyr705) (clone D3A7, Cell Signaling; #9145) (1:1000), NF-kappaB p65 (clone D14E12, Cell Signaling; #8242) (1:1000), phosphor-NF-kappaB p65 (Ser536) (clone 93H1, Cell Signaling; #3033) (1:1000), HIF1 $\alpha$  (Bethyl laboratories Inc; #A300-286A) (1:1000),  $\beta$ -Actin (clone AC-15, Sigma-Aldrich; #A1978;) (1:5000) and vinculin (Abcam; #ab91459) (1:5000). Membranes were incubated with appropriate peroxidase-conjugate secondary antibodies for 1h at RT. Bands were visualized by the enhanced chemiluminescence (ECL) method (Clarity Western ECL substrate, #170-5060; BIO-RAD).

#### Hif1 $\alpha$ binding sites determination in human and mouse *Spp1* promoter

Putative binding sites for HIF1 $\alpha$  in the promoter region of human and mouse *SPP1* were predicted by bioinformatics analysis using the Eukaryotic Promoter Database (EPD)(9, 10).

#### In vitro co-culture assay response to hypoxic atmosphere conditions

Splenocyte-derived cells from wild-type FVB mice were co-cultured with RAW 264.7 cells that were exposed to different experimental conditions: normoxia  $\pm$ SPP1 and hypoxia  $\pm$ SPP1 for 72h. First, Raw 264.7 cells were seeded in a 24-well plate (40,000 cells/well) and placed in a humidified 5% CO<sub>2</sub> incubator at 37 °C. After 24h, fresh media with/without SPP1 (Biotechnne, #441-OP-050/CF) at 1  $\mu$ g/mL were added to the corresponding wells, and cultures were maintained under normoxic (21%O<sub>2</sub> and 5%CO<sub>2</sub>) or hypoxic (1%O<sub>2</sub>, 5%CO<sub>2</sub> and 94%N<sub>2</sub>) incubator conditions. After 72h, primary splenocytes were obtained from wild-type FVB mice. Briefly, WT mice were sacrificed in a CO<sub>2</sub> chamber, and their spleens were harvested in cold PBS immediately after sacrifice. Splenocytes were mechanically dissociated using a syringe plunger. The cell suspension was filtered through a 40 $\mu$ M strainer and centrifuged at 300g for 5 min at

room temperature (RT). Red blood cells were lysed using RBC lysis buffer (Invitrogen, #00-4333-57). After centrifugation, 300× g for 5 min, the cell pellet was resuspended in DMEM supplemented with 10% fetal bovine serum for counting.  $1.5 \times 10^6$  splenocytes per well were co-cultured with RAW 264.7 cells exposed to different conditions. Cultures were maintained at 37°C in a 5% CO<sub>2</sub> atmosphere for 48 h.

After 48h, 1x Brefeldin A (BioLegend, #420601) was added. Splenocytes were collected for FACS analysis and RNAseq analysis. Experiments were independently replicated at least three times.

#### Generation of *Spp1* knockout BRL1468 cell line

*Spp1* sgRNA Clustered Regularly Interspaced Short Palindromic Repeats (CRISPR)/Cas9 All-in One Lentivector set system was purchased from Applied Biological Materials (ABM# LA445369). Recombinant lentiviruses were generated in HEK 293T cells by co-transfection of sgRNA-encoding plasmids targeting mouse *Spp1* with pVSV-G and psPAX2 packaging plasmids (Addgene). BRL1468 cells were infected with the sgRNA-encoding lentivirus and stable clones were established by puromycin selection (1.5 µg/ml) (Sigma). Seven days after lentiviral infection, mRNA levels of *Spp1* were measured by qPCR.

For the generation of mice graft model,  $2 \times 10^5$  *Spp1*-WT BRL or *Spp1*-KO BRL cells were injected in each mammary fat pad. Tumor growth was checked periodically until reached ~100 mm<sup>3</sup> of size, when mice were randomized for treatments until humane end point.

#### Generation of *Spp1* knockout mice

All CRISPR reagents, Alt-R™ CRISPR-Cas9 sgRNAs and Alt-R™ S.p. Cas9 Nuclease V3, were purchased from Integrated DNA Technologies Inc. (IDT). CRISPR gRNAs were designed using the CRISPOR web tool (crispor.tefor.net) to target sequences flanking exons 4-7 of mouse *Spp1*-201, chromosome 5, forward strand ([www.ensembl.org](http://www.ensembl.org)). 

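Spp1 (ENSMUSG00000029304), the gene of osteopontin, lies on the plus strand of chromosome 5 of GRCm38 from 104435118 to 104441050. In GENCODE M21, the transcript Spp1-201 has 7 exons and 882 coding bases. Exon 1 is noncoding. Exons 2 and 3 hold 90 coding bases. Intron 3, in which the paper places the 5′ cut, runs from 104436577 to 104437654 and is 1078 bases long. Exons 4 to 7 run from 104437655 to 104441050, a span of 3396 bases with the introns between them, and hold 792 coding bases, which is 89.8% of the coding sequence. Exon 7 alone, from 104440229 to 104441050, holds 387 coding bases followed by the 3′ untranslated region. The 5′ guide, CTCAACTACAATAACAAGAT, and the 3′ guide, ATGTTATGGGTGCCTATCTG, are each found in 0 of the annotated transcripts of Spp1. Their positions in the genome were not analysed here.

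**Figure D3:**
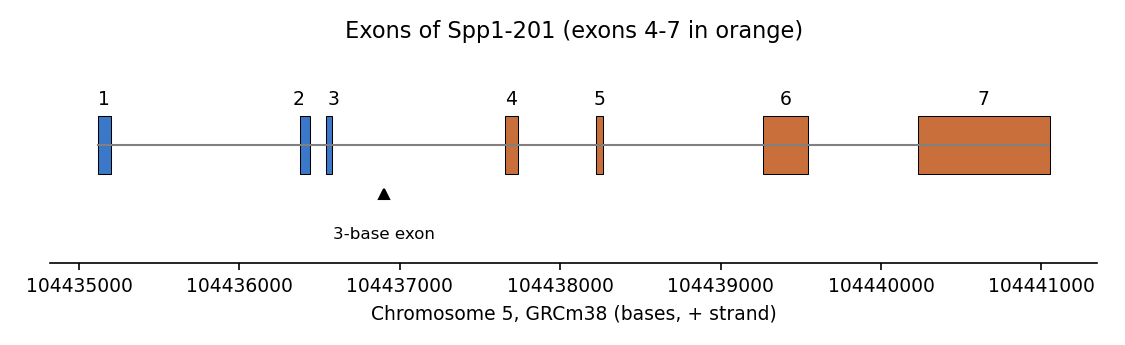
Exons of Spp1-201 along chromosome 5 of GRCm38, drawn to scale, with exons 4 to 7 in orange and a 3-base exon of other transcripts marked in intron 3. The orange exons lie between 104437655 and 104441050.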

The sequence of the sgRNAs were: 5' sgRNA 5'-CTCAACTACAATAACAAGAT-3' targeting

intron 3 and 3' sgRNA 5'-ATGTTATGGGTGCCTATCTG-3' downstream of *Spp1* exon 7, respectively.

gRNAs (10 mM each) were incubated with Cas9 Nuclease (8 mM) to form the ribonucleoprotein (RNP) complex 15 min at room temperature in 10 mM TrisHCl pH8 buffer containing 0,1 mM EDTA. The RNP complex was diluted 1 to 4 in Opti-MEM medium before electroporation.

Zygotes were obtained from crosses between FVB/N males and females. Females (5-8 weeks of age) were previously superovulated by consecutive administration of 5 IU of PMSG (at 3 pm of day -3) and 5 IU of hCG (at 1 pm of day -1) and matings were set up immediately after hCG administration. At 8 pm of day 0, the formation of vaginal plugs was monitored and cumuli were collected from oviducts. Cumuli were disaggregated with a hyaluronidase (Sigma H4272) solution (10 mg/ml in M2 medium) and diluted 1:2 in M2 medium at the moment of treatment. Free zygotes were cultured in KSOM medium until electroporation. Electroporation was performed in a NEPA21 electroporator using the CUY501P1-1.5 electrode. 20-40 embryos were electroporated in 5 ml of Opti-MEM-CRISPR mix. Pulse conditions were: 40V, 2,5 ms length, 50 ms interval, 4 repetitions, decay rate 10%, polarity + (pouring pulse) and 5V, 50 ms length, 50ms interval, 5 repetitions, decay rate 40% and polarity +/- (transfer pulse). Next day, zygotes that had developed to 2-cell stage were transferred to pseudopregnant CD1 females following standard protocols (Advanced Protocols for Animal Transgenesis. Springer Protocols. 2011. Pease S and Saunders T.L. editors).

F0 pups were genotyped by PCR from ear clip DNA using primers flanking the deletion: forward 5' GACCAGCAGCATTGGCATAAC 3' and reverse 5' CAGCCCCTCCCTAATCACTG 3' to amplify a band of 4,85 Kb pb in the WT and 0,37 Kb pb in the deleted allele.

Animals positive for exon 3-7 deletion were crossed with FVB/N WT mice. The F1 animals were genotyped using the same protocol and the PCR product sequenced to

confirm the borders of the deletion. F1 positive animals with the correct deletion were considered founders of the line.

#### Bone marrow transplantation

Recipient 7-week old female FVB-MMTV-PyMT mice were lethally irradiated with two 6Gy doses, with an interval of 4 hours using an x-ray irradiator (Gammacell 1000 elite (S/N 443)/ MDS Nordion Inc.). After the second irradiation, recipient mice were transplanted through tail vein injection with a suspension of *Spp1*<sup>+/+</sup> or *Spp1*<sup>-/-</sup> total BM donor cells ( $1.5 \cdot 10^6$  cells). BM cells were obtained from limb bones of donor mice after euthanasia. Briefly, tibias and femurs were excised from donor *Spp1* WT-FVB and germline *Spp1*-knockout-FVB mice. The bone marrow was collected by flushing the long bones with sterile saline using a 25-gauge needle and 10-ml syringe. Recipient mice with non-injected bone marrow cells were kept as irradiation control. The day after bone marrow transplantation, recipient mice were randomized for drug treatments until humane endpoint.

#### **Supplementary References**

1. Bankhead P, Loughrey MB, Fernandez JA, Dombrowski Y, McArt DG, Dunne PD, et al. QuPath: Open source software for digital pathology image analysis. *Sci Rep.* 2017;7(1):16878.
2. Garcia-Jimeno L, Fustero-Torre C, Jimenez-Santos MJ, Gomez-Lopez G, Di Domenico T, and Al-Shahrour F. bollito: a flexible pipeline for comprehensive single-cell RNA-seq analyses. *Bioinformatics.* 2022;38(4):1155-6.
3. Hao Y, Hao S, Andersen-Nissen E, Mauck WM, 3rd, Zheng S, Butler A, et al. Integrated analysis of multimodal single-cell data. *Cell.* 2021;184(13):3573-87 e29.

4. Tirosh I, Izar B, Prakadan SM, Wadsworth MH, 2nd, Treacy D, Trombetta JJ, et al. Dissecting the multicellular ecosystem of metastatic melanoma by single-cell RNA-seq. *Science*. 2016;352(6282):189-96.
5. Aran D, Looney AP, Liu L, Wu E, Fong V, Hsu A, et al. Reference-based analysis of lung single-cell sequencing reveals a transitional profibrotic macrophage. *Nat Immunol*. 2019;20(2):163-72.
6. Jin S, Guerrero-Juarez CF, Zhang L, Chang I, Ramos R, Kuan CH, et al. Inference and analysis of cell-cell communication using CellChat. *Nat Commun*. 2021;12(1):1088.
7. Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A*. 2005;102(43):15545-50.
8. Ouyang JF, Kamaraj US, Cao EY, and Rackham OJL. ShinyCell: simple and sharable visualization of single-cell gene expression data. *Bioinformatics*. 2021;37(19):3374-6.
9. Meylan P, Dreos R, Ambrosini G, Groux R, and Bucher P. EPD in 2020: enhanced data visualization and extension to ncRNA promoters. *Nucleic Acids Res*. 2020;48(D1):D65-D9.
10. Dreos R, Ambrosini G, Perier RC, and Bucher P. The Eukaryotic Promoter Database: expansion of EPDnew and new promoter analysis tools. *Nucleic Acids Res*. 2015;43(Database issue):D92-6.

# Supplementary material for: Osteopontin mediates acquired resistance to hypoxia-inducing antiangiogenics and promotes anti–PD-L1 refractoriness in breast cancer models
**Source:** J Clin Invest. 2026 Jul 15;136(14):e174092. doi: 10.1172/JCI174092
**Supplement:** Unedited blot and gel images

Figure 6C

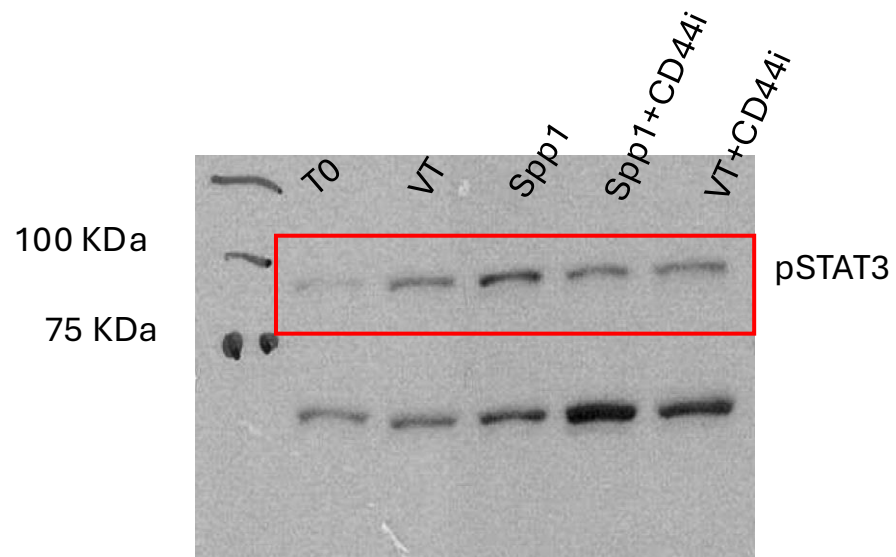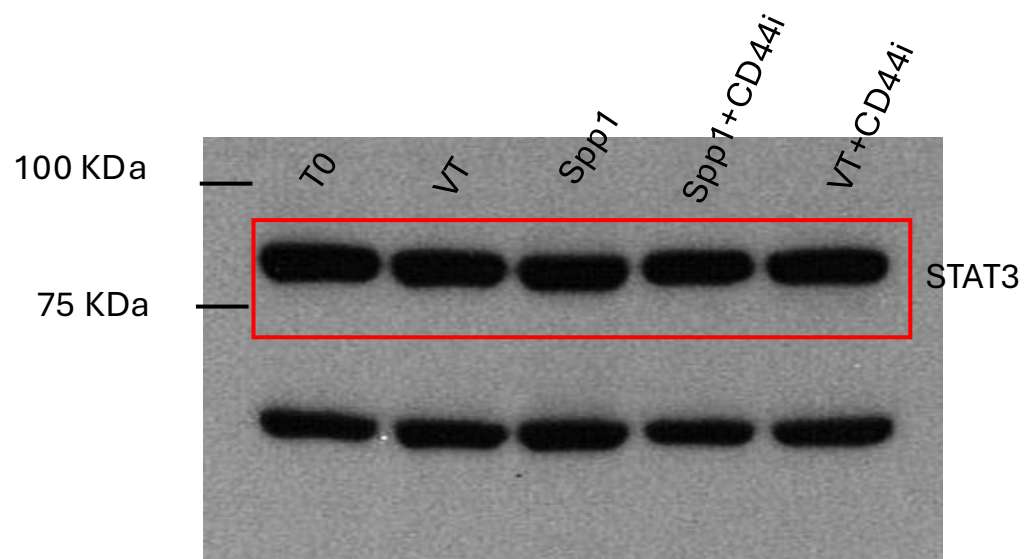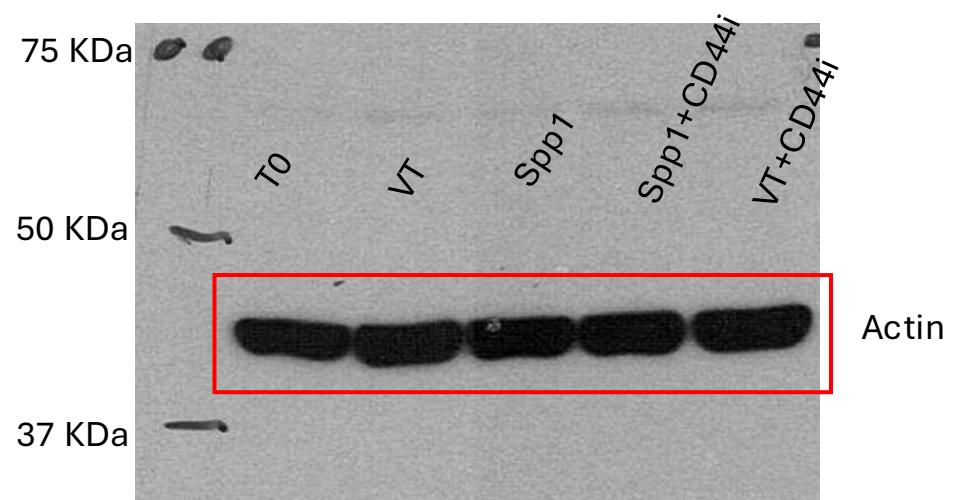

Figure 6C

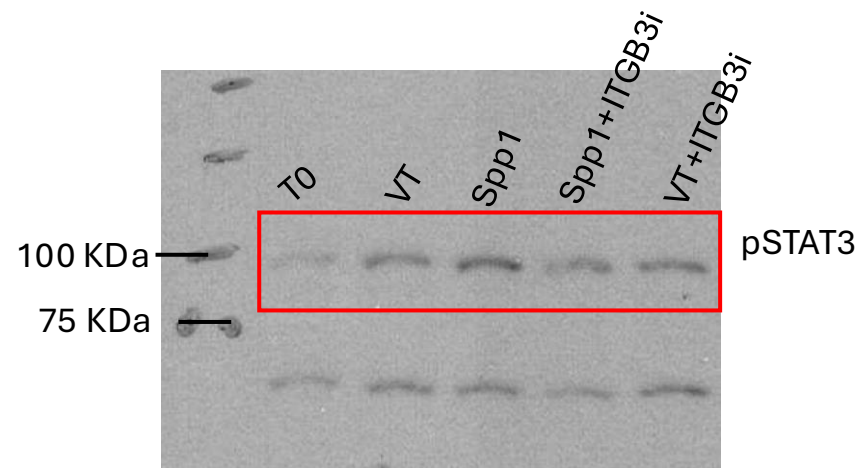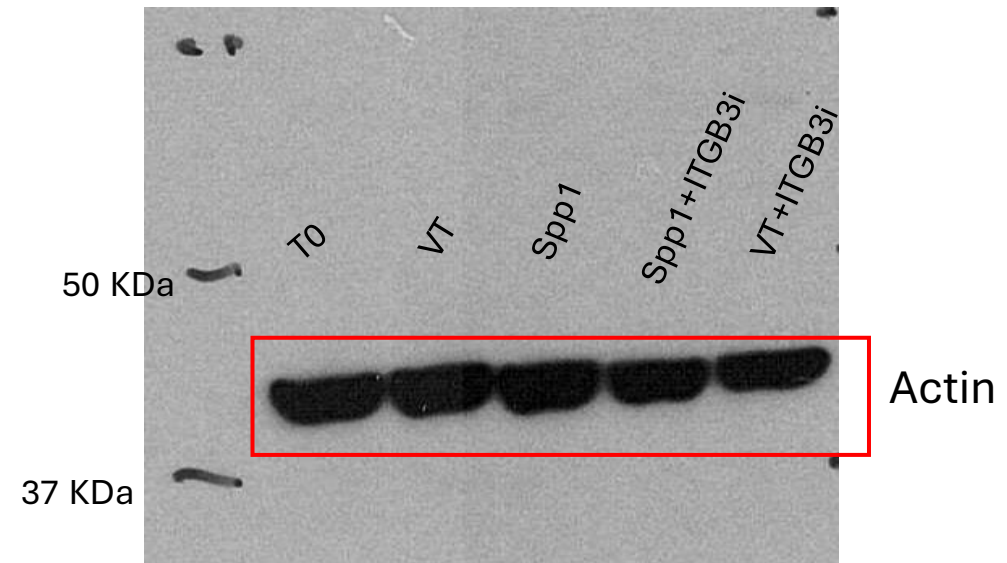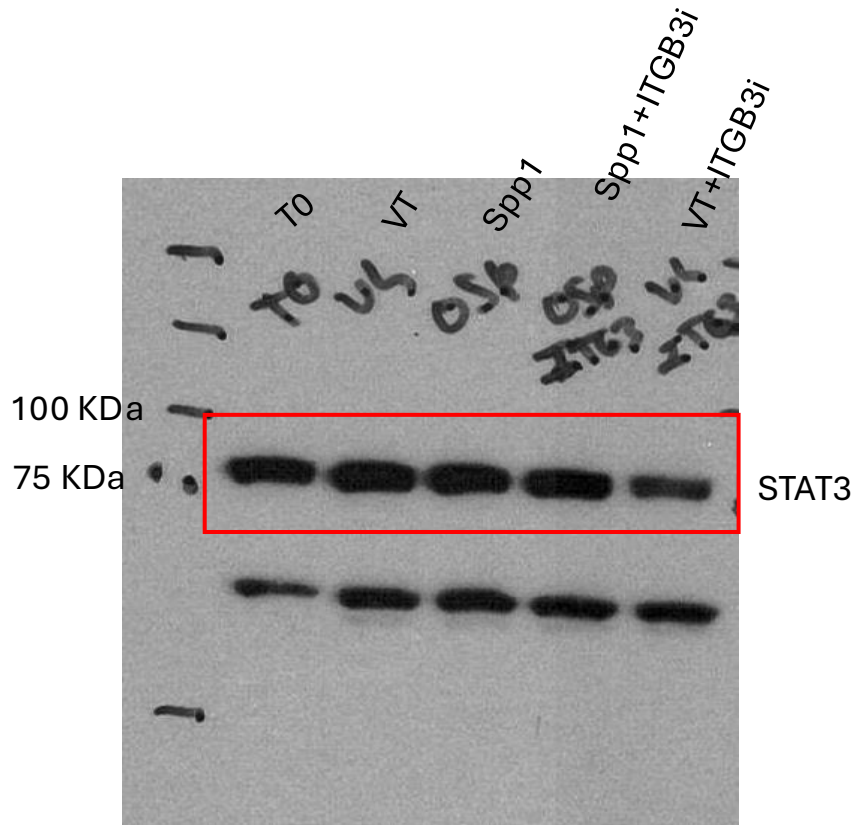

Figure 6D

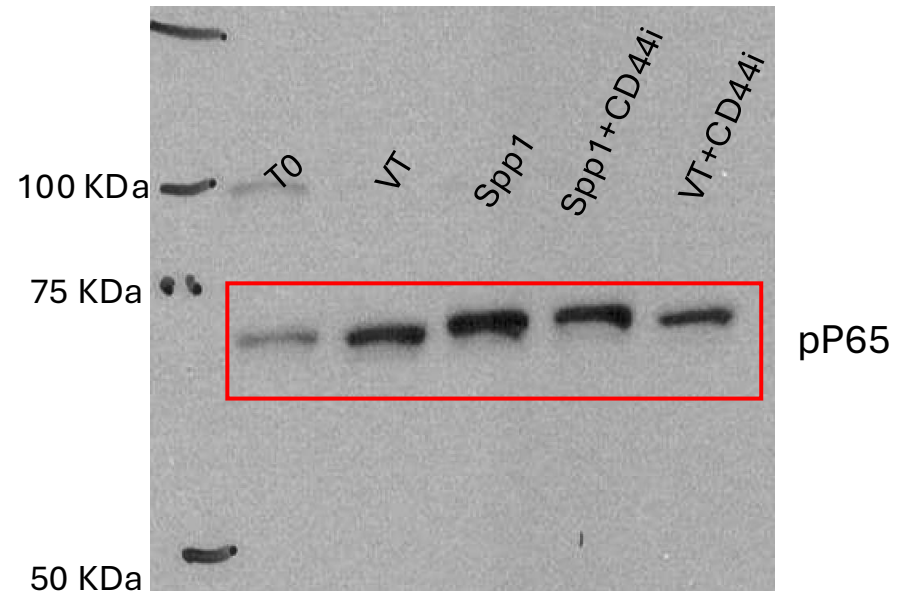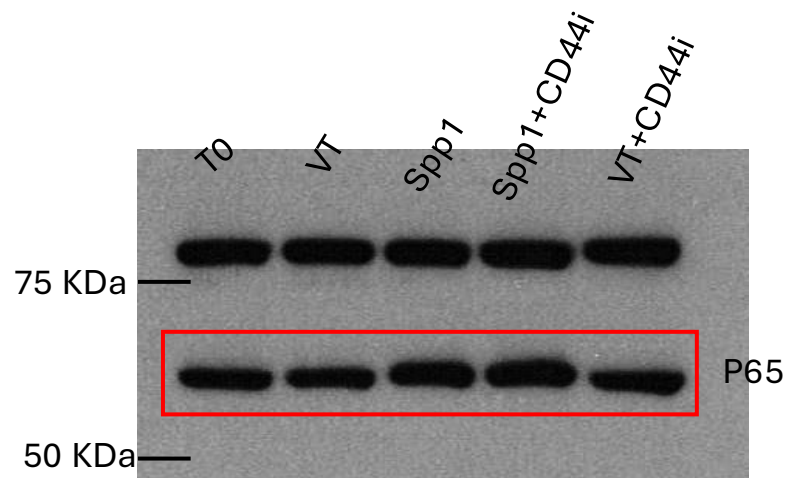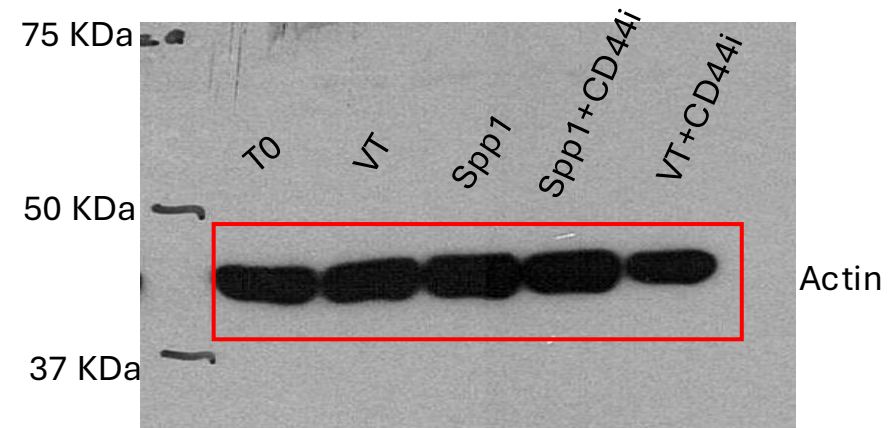

Figure 6D

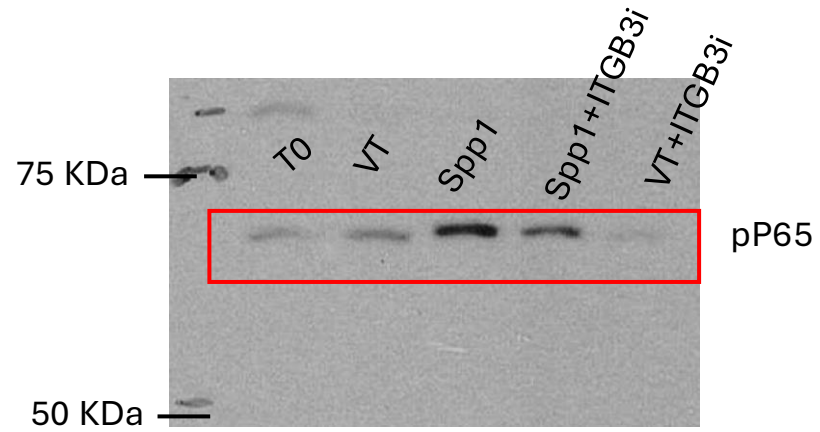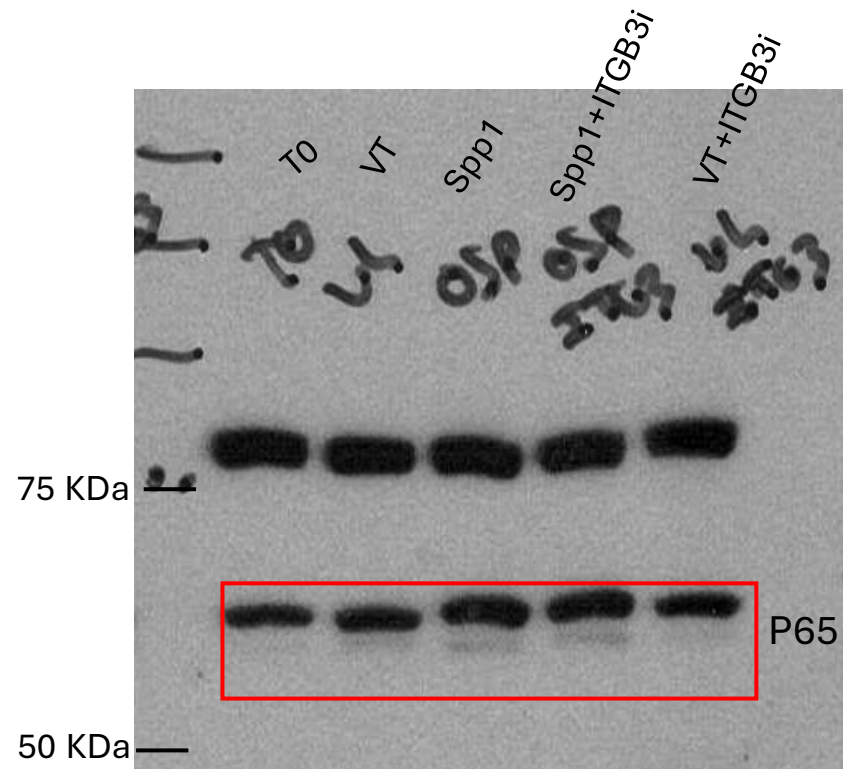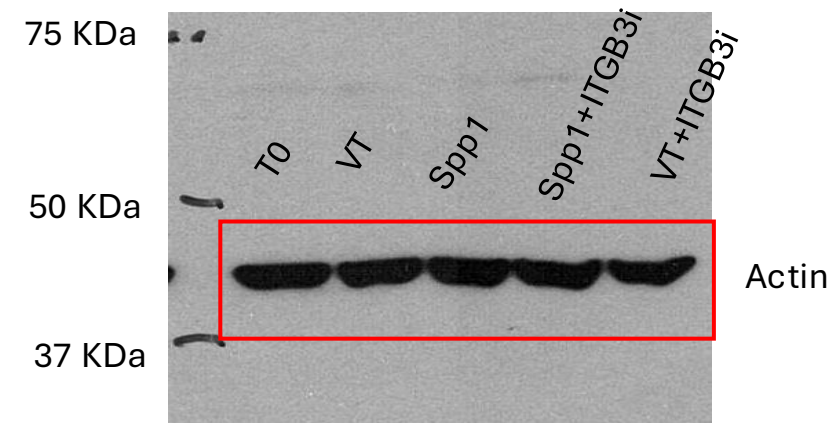

Unedited blots

Supplemental Figure 13A

MBA-MB-231

HCC1143

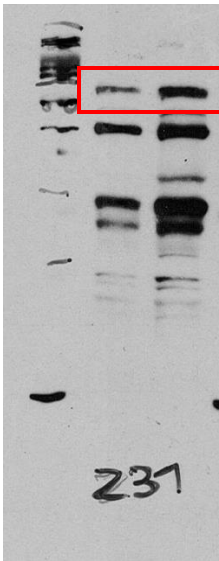

HIF1a

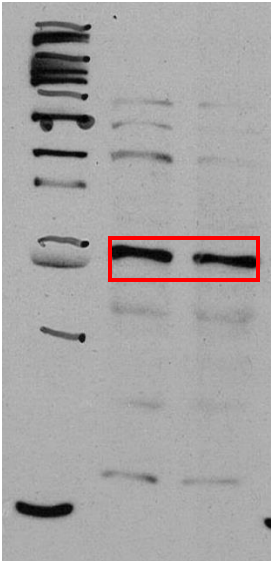

Tubulin

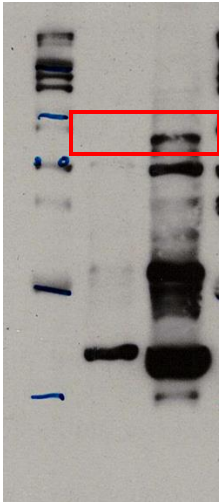

HIF1a

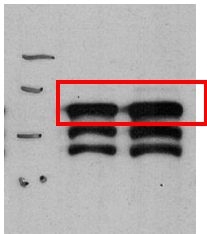

Vinculin

BT549

T47D

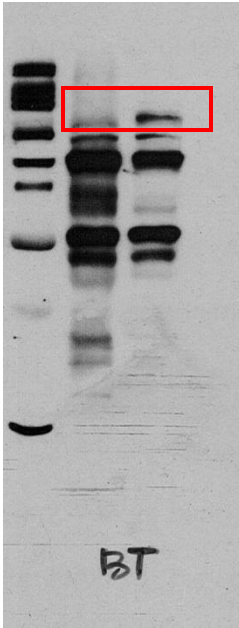

HIF1a

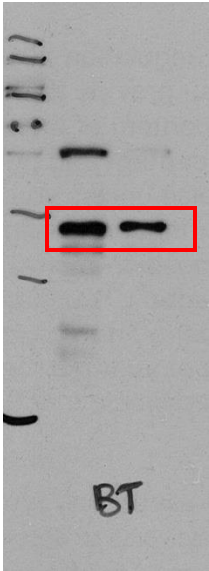

Tubulin

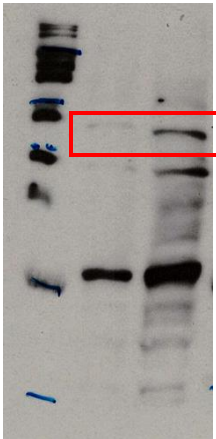

HIF1a

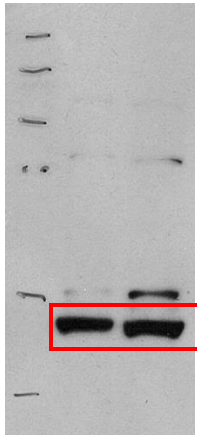

Tubulin

BRL1468

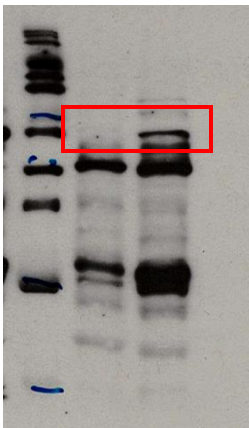

HIF1a

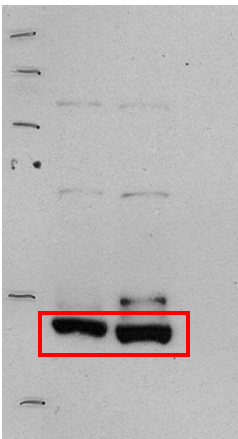

Tubulin

How the deposited data were processed for this re-analysis (not part of the article)

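The samples are sorted EPCAM+ cells from 6 tumors of mice treated with B20-4.1.1. The authors made the libraries with a 3′ method, trimmed the reads with bbduk, aligned them to GRCm38/mm10 with STAR 2.5 and counted them with HTSeq on the Bluebee platform, and the deposited values are raw counts per gene. The labels of the samples mention a library module with molecular identifiers of 6 bases. Whether reads were collapsed by these identifiers, whether counting used the strand, and which annotation release was used are not named in the paper's text, so intervals and floors cover counting error only, and overlapping or antisense genes are uncertain. The 5 lines of each file that name no gene, with 16.1 to 41.4% of the reads, were left out of library sizes and tests. Total counts on genes had a median of 4.85e+06 per tumor.

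From the deposited counts, CPM was computed over all genes, and TPM, the unit the paper's methods name, for the 3-gene hypoxia score. The paper's text names a GRCm38 annotation but not its release or how gene length was defined, and the union exon lengths of GENCODE M21 were chosen here. TMM factors lay between 0.910 and 1.06 and DESeq2's size factors between 0.545 and 1.42. The LH or HH class of each tumor is not known here. Values are therefore given per tumor, with the range and median, and no test of a chosen grouping of the tumors is reported. A count model, edgeR's quasi-likelihood test, was fitted to all 10 splits of the tumors into 3 against 3, and only the range and median of the number of genes over the splits are given. With 3 tumors per class, as Supplemental Figure 3E shows, the study's own comparison is 1 of these 10 splits, so a statement about all 10 covers it. Which split it is was not given for the samples and was not inferred from their values. The values of the genes named in Figure 3A, given below, part the tumors in 1 way. Genes were filtered with edgeR's filterByExpr (a minimum count of 10, a minimum total of 15 and a group size of 3), which kept 12088 genes. The test was tested on a single simulated draw with 200 of 12088 genes changed 4-fold (log2 change of 2). The changed genes were taken from the more abundant ones. Each gene was given the dispersion of edgeR's trend over the 6 tumors. At that spread, the test recovered 84.0% of the changed genes, with 4.55% of its 176 calls false. DESeq2 recovered 89.0%, with 14.8% of its 209 calls false. Genes that vary more than the trend were not simulated, so these shares do not give the power over all 12088 genes.

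Relations to the score were computed for 7 measures, as Pearson's r and Spearman's rho between log2 of the score and log2(TMM-scaled CPM + 1), with the mean over the genes of a list. The p-values are two-sided and exact over the 720 orders of the tumors, the smallest possible being 0.00139, with Benjamini-Hochberg adjustment over the 7. The genes of the score were in none of the lists. The 6 tumors are of both hypoxia classes by the study's design, and a relation across them can come from a difference between the classes, which was not analysed here. Mouse identifiers in the labels have 2 prefixes, with 4 tumors and 2 tumors. No relation was computed within a prefix or adjusted for it, so a difference between the prefixes is not separated from the relations or the splits.

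The genes named in the text are those of the score, Spp1, Cd274, Hif1a and Epcam, the genes named in the tumor plots of Figure 3A and Figure 4D, the genes of the marker lists, and the 10 genes with the largest edgeR dispersion relative to its trend among genes with a mean of at least 50 CPM. mt-Rnr2 is named outside this rule, after its values were seen. A tumor was singled out where its gap to the nearest other tumor, divided by the range of the 6, exceeded Dixon's 95% critical value for 6 values. The gaps were taken on untransformed values. Alternatives were CPM, TMM-scaled CPM, counts over DESeq2's size factors and a geometric mean for the score, other scalings and pseudocounts for the relations, DESeq2, other normalizations, filters and an adjusted p of 0.1 for the splits, and each tumor left out in turn. Software was R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy, scipy, pandas and matplotlib. The CD45+ fraction, the single-cell data and the vehicle-treated tumors were not analysed here.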

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

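The tests on depth and on markers of other cells for the library of tumor 1, that on the score for the glycolysis genes, and those on the immune and erythroid genes were chosen after the results were seen. Among 21 measures compared over the 6 tumors, 4 had a tumor whose gap to the nearest other exceeded Dixon's critical value. Chance gives about 1.05 if the values are normally distributed. The gaps were taken on the linear scale, and lists such as the erythroid one span a wide range. Gaps on a log scale were not computed, so the flags hold for the linear scale only. The measures are not independent of each other, and 2 of the 4 concern tumor 1 and 2 concern tumor 3. With CPM taken without the 10 most abundant genes, the immune, erythroid and glycolysis lists also exceeded the critical value, and so did the luminal list (a gap of 0.744 of the range, tumor 6) and the basal list (0.638, tumor 5), which did not with all genes. The design gives all 6 tumors the same treatment and time point, so no biological explanation from the design was tested. Whether the hypoxia class plays a part stays open.

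The library of tumor 1 stood apart from the others, with a median correlation of 0.788 against 0.905 for the next lowest, a gap of 0.775 of the range. Malat1 had 130 CPM in tumor 1 and 6192 to 15222 CPM in the other 5, and Gm42418 had 539 CPM against 22493 to 87633 CPM. mt-Rnr2, named here after its values were seen, had 1445 CPM against 12566 to 33656 CPM. Sequencing depth does not account for this, since tumor 1 has the most counts, and over the genes with a mean of at least 100 CPM its median correlation was 0.592 against at least 0.868 for the others. The summed markers of immune, endothelial, fibroblast, adipocyte and erythroid cells reached 136 CPM in tumor 1, within the 43.4 to 1138 CPM of the other 5, although above each of them but tumor 3, and too low for a sizable share of such cells. After a smooth trend on exon length was removed, the median correlation of tumor 1 was 0.809 against at least 0.919 for the others. After a trend on GC content was removed, it was 0.821 against at least 0.914. Neither trend, as measured and removed separately, is the whole of the difference. GC content was that of the whole longest transcript, not of the 3′ end that is read, so a bias tied to that end stays open. Over protein-coding genes alone it was 0.788 against at least 0.915, which argues against a loss of nuclear RNA as the whole of it.

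A loss of RNA kept in the nucleus as a part of the difference stays open. Of 12 nuclear long noncoding RNAs, the median log2 ratio of tumor 1 to the others was -0.31, with values from -1.22 to 0.92. This list left out Malat1 (-6.63), Xist (-1.17) and Neat1 (-0.57), which were all lower in tumor 1 than the median of the others. Of 10 cytoplasmic long noncoding RNAs, the median was 0.03, with values from -2.77 to 2.13. Fewer reads from RNA without a poly(A) tail stays open too. Over 33 histone genes and small structural RNAs the median log2 ratio was -0.63, with values from -2.05 to 0.98. The list was taken by gene name, and whether each RNA lacks a tail was not checked. Its most abundant genes, Hist1h1c (0.98), Hist1h2bc (0.83) and Hist3h2a (0.63), were higher in tumor 1. The structural RNAs Rn7sk (-1.32) and Rmrp (-1.35) were lower. By CPM, 16 of the 33 were lowest in tumor 1 and 13 in tumor 2. By TMM-scaled levels, 17 were lowest in tumor 1. Over all genes compared, the median log2 ratio was 0.09, and 29.9% were lowest in tumor 1 by TMM-scaled levels.

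Glycolysis genes summed to 5704 CPM in tumor 1, and the next tumor had 3045 CPM, a gap of 0.782 of the range. The largest parts of the sum in tumor 1 were Aldoa (1988 CPM), Ldha (1269 CPM) and Pkm (1189 CPM). These, Pfkl, Pfkp, Gpi1 and Pgam1 were highest in tumor 1. The others, Hk2, Tpi1, Gapdh, Eno1 and Pgk1, were not, and Gapdh (2.04 CPM) and Eno1 (8.14 CPM) were lowest there. The 3-gene hypoxia score of tumor 1 was 48.5 TPM, not the highest of the 6, which argues against hypoxia as the score measures it. The other HIF target genes summed to 2052 CPM in tumor 1, of which Plin2 alone gave 951 CPM, against 944 to 2000 CPM in the other 5. With CPM taken without the 10 most abundant genes, tumor 1 was not the highest for this list, at 2316 against 2464 CPM in tumor 4. GC content bias of the library is a candidate explanation for a part. Over 10 of the genes, the gap was 0.80 of the range before a trend on GC content was removed and 0.593 after, under the critical value by little, and tumor 1 stayed the highest, at 4337 against at most 3165 CPM.

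Immune genes summed to 241 CPM in tumor 3 and to at most 55.3 CPM in the others, a gap of 0.827 of the range. Lyz2 alone had 148 CPM in tumor 3 and at most 24.6 CPM in the others. All 9 genes of the list with more than 3 counts in some tumor were highest in tumor 3, among them C1qa, Csf1r and Cd68. Ptprc is also among the 9, but it had 3.39 CPM in tumor 3 and 3.05 CPM in tumor 1, so it hardly sets tumor 3 apart. Cd3e reached only 4 counts. Leukocytes in the sorted fraction of tumor 3 could give this pattern. Whether those were whole cells or free RNA was not tested.

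Erythroid genes summed to 864 CPM in tumor 3 and to at most 69.4 CPM in the others, a gap of 0.926 of the range. Hbb-bs, which is labeled in the volcano plot of tumor cells in Figure 3A, had 40.0 CPM in tumor 1, 22.3 in tumor 2, 377 in tumor 3, 1.49 in tumor 4, 6.19 in tumor 5 and 1.95 in tumor 6. Across the 6 tumors it rose and fell with Hba-a1 (Pearson's r 0.983, exact permutation p = 0.00417, adjusted p = 0.00833 over 4 relations; Spearman's rho 0.943, p = 0.0167; r 0.962 without the 2 tumors farthest from the median). Its r with Alas2 was 0.895 (exact permutation p = 0.0222, adjusted p = 0.0296; rho 0.600, p = 0.242; r 0.845 without the 2 tumors). These values are consistent with RNA of red blood cells in the sorted fraction as the source of Hbb-bs. Leukocytes as the source stay open: the r of Hbb-bs with the immune list was 0.717 (exact permutation p = 0.106, adjusted p = 0.106; rho 0.600, p = 0.242), and -0.298 without the 2 tumors farthest from the median, so that relation rests on those tumors. How the amount of blood differs between the classes was not analysed here.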

How the results depend on the processing

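The score and the Spp1 level changed scale with the unit. With counts over DESeq2's size factors, the median score was 308.2 and the median Spp1 level 14480, and with TPM the median Spp1 level was 5288. Under the other 4 settings of the score, the median moved by less than the spread between tumors. One of these, the length of the longest transcript, was added after the data were seen. Of 26 alternative medians of the 13 marker lists, 24 moved by less than that spread. With CPM taken without the 10 most abundant genes, the luminal median was 5156 and the fibroblast median 25.3.

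Of 84 alternative values of the 7 relations with the score, 62 were counted as unchanged, 5 as reversed, 16 as moved and 1 as weaker. For settings with all 6 tumors, unchanged meant the same direction and side of the threshold. For fits with tumors left out, it meant a move of less than 1 SD of the values with 1 tumor left out, whatever the sign. That SD comes from the same fits, so the count of 62 says little about stability. The weaker one is the HIF target list with the geometric mean score, with r 0.797 (exact permutation, adjusted p = 0.248). The adjusted exact permutation p of this list over the other 4 settings with all 6 tumors ran from 0.0243 to 0.0486. Without tumors 4 and 5, the 2 farthest from the median score, r was 0.515 for Spp1, 0.487 for HIF targets, 0.805 for cell cycle genes, 0.169 for glycolysis, 0.369 for erythroid genes and 0.895 for immune genes, so the signs for Spp1, erythroid and immune genes reversed. Over the 6 fits that each left out 1 tumor, r ran from -0.612 to 0.0701 for Spp1, from 0.00479 to 0.350 for Cd274, from 0.859 to 0.959 for HIF targets, from 0.842 to 0.970 for cell cycle genes, from 0.535 to 0.816 for glycolysis, from -0.589 to -0.259 for erythroid genes and from -0.508 to 0.195 for immune genes. The sign for Spp1 changed without tumor 4, and that for immune genes without tumor 3 (0.109) or tumor 4 (0.195). With 6 tumors, the number of samples limits each of these relations.

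Over the 10 splits, the number of genes with an adjusted p under 0.05 was 0 with edgeR under TMM, DESeq2's size factors and upper-quartile normalization, with at least 10 counts in every library, at an adjusted p of 0.1, and with each tumor left out (0 in each fit, an alternative added after the data were seen). Without a filter on low counts, the lowest number was 5, the median 68 and the highest 175, so every split had such genes. With DESeq2, the median was 1 and the highest 67. The cause was not tested. With simulated 4-fold changes in abundant genes, and each gene's spread on the trend of the 6 tumors, 14.8% of DESeq2's calls and 4.55% of edgeR's were false. At a smaller spread the order was the other way (6.98% and 8.26%). Genes that vary more than the trend were not simulated, so these shares may not hold for the data. No paired analysis was possible because the tumors form a single treatment group whose classes are not known here.

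Depth limits the rarest genes: Cd274 had 2 to 10 counts per tumor, and 3 tumors had 3 counts or fewer.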

Other observations

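The 7 relations with the score were fixed at the start, but their use as tests of an explanation, and the test on Pgk1, came only after the values were seen. The hypoxia class of each tumor is not known here, and the relations do not compare the classes.

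Spp1 was among the most abundant genes of the sorted fraction, at rank 16 by its mean. It had 3311 CPM in tumor 1, 2954 in tumor 2, 4068 in tumor 3, 2045 in tumor 4, 3572 in tumor 5 and 4311 in tumor 6, a range of 2.11-fold. Its relation to the 3-gene hypoxia score was not detectable with 6 tumors (Pearson's r -0.335, exact permutation p = 0.524, adjusted p = 0.733; Spearman's rho -0.0857, p = 0.919), and the sign of r depended on tumor 4, so the 6 tumors do not decide whether Spp1 follows the score. The relation of Cd274 to the score was also not detectable (r 0.166, exact permutation p = 0.753, adjusted p = 0.878; rho 0.314, p = 0.564), at counts near the floor.

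Cell cycle genes rose with the score (r 0.924, exact permutation p = 0.00278, adjusted p = 0.0194; rho 0.943, p = 0.0167, adjusted p = 0.117). Over the 4 tumors left without tumors 4 and 5, r was 0.805, not detectable by itself (exact permutation p = 0.333, adjusted p = 0.758). Under each of the 5 settings that keep all 6 tumors, the adjusted exact permutation p of r stayed under 0.05. The paper does not report this relation. It may reflect a difference between the classes rather than a trend across tumors, which these 6 values do not tell apart. The other HIF target genes had r 0.906 (exact permutation p = 0.0111, adjusted p = 0.0389; rho 0.83, p = 0.0583, adjusted p = 0.204). This relation rests on tumors 4 and 5, with r 0.487 without them, and the 6 tumors do not settle it. Glycolysis genes had r 0.649 (exact permutation p = 0.207, adjusted p = 0.483) and rho 0.429 (exact permutation p = 0.419). This r depends on the scaling. It was 0.836 with counts over DESeq2's size factors (exact permutation, adjusted p = 0.120) and 0.885 with a pseudocount of 0.1 (exact permutation, adjusted p = 0.0648). With the geometric mean score it was 0.492 (exact permutation, adjusted p = 0.617). The list holds Pgk1, at 0 to 1.80 CPM, whose log2 level depends strongly on the pseudocount. No fit without Pgk1 was made. Erythroid genes had r -0.392 (exact permutation p = 0.479, adjusted p = 0.733; rho -0.200, p = 0.714) and immune genes r -0.0484 (exact permutation p = 0.942, adjusted p = 0.942; rho 0.143, p = 0.803).

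The 10 genes with the largest dispersion relative to the trend were Hbb-bs, Hba-a1, Fn1, Cst3, Vim, Scgb1b27, Ctnnd1, Gm42418, Adamts1 and Malat1. In tumor 5, Fn1 had 666 CPM against at most 61.1 CPM in the others, Vim 223 against at most 24.9, Adamts1 201 against at most 57.9 and Gja1, named in Figure 3A, 189 against at most 26.2. Fibroblast genes summed to 22.0 CPM in tumor 5, within the range of the others, while basal epithelial genes were highest in tumor 5, at 503 CPM against 289 CPM in the next tumor. No explanation was tested for these values.

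Of the other genes named in the tumor plot of Figure 3A, Gm43775 had 147, 183, 109, 60.2, 34.9 and 44.3 CPM in tumors 1 to 6, Atat1 had 128, 110, 142, 63.0, 38.1 and 30.3 CPM, and Mme had 29.4, 25.1, 22.3, 55.7, 96.8 and 68.9 CPM. The tumors were not grouped by these values. Of the 17 genes of the Figure 4D heatmap, 9 had more than 3 counts in every tumor and 3 (Angpt2, Hgf and Prok2) had 3 counts or fewer in every tumor, so that these 3 were not detectable at this depth.

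Gapdh and Pgk1 had low counts for glycolysis genes. Reads shared with pseudogenes are a possible explanation for Gapdh, since reads that map to several places may not have been counted on any gene. Other values weigh against it as a general explanation. Pgam1, with 0% of its windows shared, also had low counts, at 2.18 to 10.9 CPM, and across the 12 glycolysis genes the share and the level had a Spearman's rho of -0.101. Across 86 genes of ribosomal proteins, the share of 3′ windows found in other genes and the mean level had a Spearman's rho of -0.199 (permutation p = 0.0664, across genes, which are not independent replicates), with a median of 250 CPM over the 40 genes with at least 50% shared and 582 CPM over the 46 others, which leaves the question open. For Pgk1, at 0 to 1.80 CPM, the share of windows of its longest transcript found in other genes was 0%. Only the end of the longest transcript was compared, and copies outside annotated genes were not searched, so the cause of its low counts stays open.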
